# Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models

**DOI:** 10.1093/hmg/ddab012

**Published:** 2021-03-09

**Authors:** Arnaud Duchon, Maria del Mar Muniz Moreno, Sandra Martin Lorenzo, Marcia Priscilla Silva de Souza, Claire Chevalier, Valérie Nalesso, Hamid Meziane, Paulo Loureiro de Sousa, Vincent Noblet, Jean-Paul Armspach, Veronique Brault, Yann Herault

## Abstract

Down syndrome (DS) is the most common genetic form of intellectual disability caused by the presence of an additional copy of human chromosome 21 (Hsa21). To provide novel insights into genotype–phenotype correlations, we used standardized behavioural tests, magnetic resonance imaging and hippocampal gene expression to screen several DS mouse models for the mouse chromosome 16 region homologous to Hsa21. First, we unravelled several genetic interactions between different regions of chromosome 16 and how they contribute significantly to altering the outcome of the phenotypes in brain cognition, function and structure. Then, in-depth analysis of misregulated expressed genes involved in synaptic dysfunction highlighted six biological cascades centred around DYRK1A, GSK3β, NPY, SNARE, RHOA and NPAS4. Finally, we provide a novel vision of the existing altered gene–gene crosstalk and molecular mechanisms targeting specific hubs in DS models that should become central to better understanding of DS and improving the development of therapies.

## Introduction

Down syndrome (DS) is the most common genetic form of intellectual disability and was first described as a disease by John Langdon Down in 1866. A century later, genetic studies demonstrated that DS is caused by the trisomy of human chromosome 21 (Hsa21) (1). People with DS have a wide range of phenotypic and physiological features with phenotypic variability, but they always present several disabling features like intellectual disability or Alzheimer’s disease (2). The leading cause of DS is the non-disjunction of chromosome 21 (3). However, in rare cases, people with partial Hsa21 duplications have been observed with a smaller spectrum of DS features. Studying these rare conditions increased our understanding of the genotype–phenotype correlations in DS (4–10): there is no single trisomic region responsible for all DS features, rather there are several susceptibility regions when presented in three copies that contributes to DS features in people with partial duplication of Hsa21. Consequently, this can induce a wide variety of features (5,7). Nevertheless, several individuals displayed complex rearrangements such as contiguous or non-contiguous deletions or duplications, copy number variations of other regions or the duplication of genes located in the short arm of Hsa21. These rearrangements can potentially impact the phenotypic outcome of the Hsa21 duplication and add noise to the genetic dissection of clinical manifestations of human trisomy 21.

To circumvent the difficulties of studying DS in humans, several efforts have been made to generate DS mouse models (11). Indeed, there are three independent mouse regions homologous to Hsa21, carrying altogether 158 protein-coding homologous genes of the 218 protein-coding genes identified on Hsa21 (12). The largest region is found on mouse chromosome 16 (*Mus musculus* 16, noted as Mmu16) in a fragment of 22.42 Mb with 119 orthologous genes between *Lipi* and *Zbtb21* (13). The most telomeric part is split into two parts. The first part is found on mouse chromosome 17 (noted as Mmu17) with 19 homologous genes in the 1.1 Mb interval between *Umodl1* and *Hsf2bp*. Then, the second part is on mouse chromosome 10 (Mmu10) with 37 genes included in the 2.3 Mb *Cstb*-*Prmt2* genetic interval (11,12,14). Several DS mouse models have been generated over the years, most of them carried trisomy of the largest genetic region located on Mmu16 (11,14). The Ts(17^16^)65Dn (noted Ts65Dn) model is the most widely used DS animal model and is quite unique, having a supplementary mini-chromosome obtained by X-ray irradiation of the male germline and containing the centromeric region of Mmu17, with genes from *Psid-ps2* to *Pde10a*, and the 13.5 Mb telomeric fragment of Mmu16 containing genes between *Mrpl39* and *Zbtb21* (15–18). Several models were made by chromosomal engineering (11) and carried the segmental duplication of Mmu16. The Dp(16*Lipi-Zbtb21*)1Yey (noted Dp1Yey) corresponds to the duplication of the entire Mmu16 region syntenic to Hsa21 (19). The Dp(16*Cbr1-Fam3b*)1Rhr (noted Dp1Rhr) model carries a duplication from *Cbr1* to *Fam3b* and demonstrates the contribution of the DS critical region (DCR) (20–23). All the DS mouse models displayed defects in behaviour and cognition which had been investigated in different laboratories with different protocols and environmental conditions, making inter-model comparison difficult (11).

To improve our knowledge of DS, we analysed seven DS mouse models that carry either a large segmental duplication, like Dp1Yey, or a transgenic line overexpressing *Dyrk1a*, the main driver gene of the phenotype in mouse DS models, found on Mmu16 (24–28), and specific combinations of models (see Fig. 1A). We used a unique and in-depth behaviour, morphological and transcriptomics pipeline in adult animals to dissect the contribution of the genes located on Mmu16 to DS mouse features. The behaviour pipeline relied on assessing specific hippocampal-dependent brain functions identified as altered in people with DS (29,30). Thus, we performed standardized Y-maze, Open field (OF), Novel Object Recognition (NOR), Morris Water Maze (MWM) and contextual and cue Fear Conditioning (FC) tests. All the procedures were carried out in similar environmental conditions to reduce any impact of variation (31,32). In addition, variations in specific brain regions have been observed in people with DS and mouse models (24,33–35). Neuroanatomical changes affect the whole brain volume or specific regions like the frontal region of the limbic lobe and the hippocampus in people with DS. Thus, we performed an in-depth morphological investigation of the brain by magnetic resonance imaging (MRI). Finally, whole gene expression was performed on hippocampi isolated from the six models to decipher the genes, functional pathways and biological cascades affected in the different DS mouse models.

**Figure 1:**
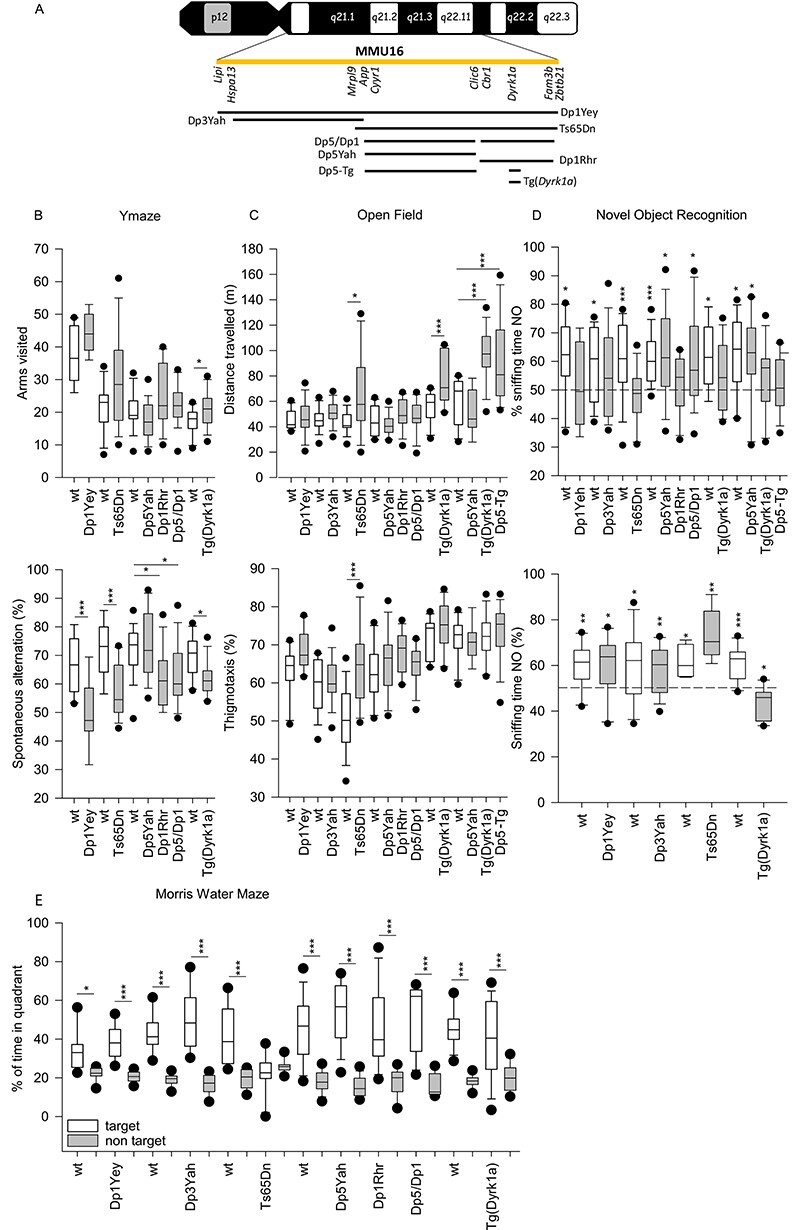
Down syndrome mouse models analysed in the study (**A**) and Standardized behavioural profiling (**B–E**). (**A**) In the upper part of the plot the human chromosome 21 is represented, in yellow we highlighted the Hsa21 syntenic region found in mouse from *Lipi* to *Zbtb21* (known as *Zfp295* previously). The eight models analysed on this study Dp1Yey, Dp3Yah, Ts65Dn, Dp5/Dp1, Dp5Yah, Dp1Rhr, Tg(*Dyrk1a*), Dp5yah crossed with Tg(*Dyrk1a*) (noted as Dp5-Tg)) trisomic chomosomal regions were draw in comparison with the Hsa21 region. (**B**) Y-maze spontaneous alternation. Arm visited (**A** upper panel) and alternation rate (**A** lower panel) are presented as box plots with the median and quartiles (upper and lower 90% confidence interval are indicated by a grey box). Only the Tg(*Dyrk1a*) mice showed hyperactivity in this test with increased arms entries compared to the wild type (*p* = 0,017). Alternation rate in Dp1Yey (*p* = 0,002), Ts65Dn (*p* < 0,001), Dp1Rhr (*P* = 0,012), Dp5/Dp1 (*p* = 0,018) and Tg(*Dyrk1a*) (*P* = 0,010) mice was significantly lower than respective wild-type mice (Dp1Yey *n* = 10 wt and 10 Tg; Ts65Dn *n* = 14 wt and 14 Tg, Dp5/Dp1 *n* = 17 wt, 16 Dp5Yah, 15 Dp1Rhr and 17 Dp5/Dp1; Tg(*Dyrk1a*) *n* = 11 wt and 14 Tg). (**C**) Exploratory activity in a novel environment. Distance travelled (**B** upper panel) and % of distance travelled in peripheral zone recorded in the Open field arena (**B** lower panel). The total distance travelled was significantly higher in Ts65Dn (*p* = 0,022), Tg(*Dyrk1a*) (*p* = 0,008) and Dp5/Tg(*Dyrk1a*) (*p*>0,001). Moreover, the % of distance in the peripheral zone was increased in Ts65Dn (*p* > 0,001) mice comapred to wild type mice (Dp1Yey *n* = 10 wt and 10 Tg; Dp3Yah *n* = 15wt and 15 Tg; Ts65Dn *n* = 14 wt and 14 Tg, Dp5/Dp1 *n* = 17 wt, 16 Dp5Yah, 15 Dp1Rhr and 17 Dp5/Dp1; Tg(*Dyrk1a*) *n* = 11 wt and 14 Tg). (**D**) Novel Object Recognition with 24 hour (**D** upper panel) or 1 hour retention time (**D** lower panel). The results are presented as % of sniffing time (as box plots with the median and quartiles) for the novel object (NO). For 24 hours time laps, one sample *t*-test vs 50% (hazard) showed that Dp1Yey (*p* = 0,837), Dp3Yah (*P* = 0,173), Ts65Dn (*p* = 0;432), Dp1Rhr (*p* = 0,492), Tg(*Dyrk1a*) (*p* = 0,144) and Dp5/Tg(*Dyrk1a*) (*P* = 0,488) failed to recognize the new object. The Dp5Yah genomic fragment restored the capacity of the Dp1Rhr in the Dp5/Dp1 mice (*p* = 0,0157; Dp1Yey *n* = 10 wt and 10 Tg; Dp3Yah *n* = 15 wt and 15 Tg; Ts65Dn *n* = 14 wt and 14 Tg, Dp5/Dp1 *n* = 17 wt, 16 Dp5Yah, 15 Dp1Rhr and 17 Dp5/Dp1; Tg(*Dyrk1a*) *n* = 11 wt and 14 Tg). For 1 hour retention time, all the mice were able to discriminate the NO except for the Tg(*Dyrk1a*) (*p* = 0,011 preference for FO; Dp1Yey *n* = 10 wt and 10 Tg; Dp3Yah *n* = 15 wt and 15 Tg; Ts65Dn *n* = 5 wt and 5 Tg; Tg(*Dyrk1a*) *n* = 11 wt and 12 Tg). (**E**) Probe test session in Morris Water Maze. The results are presented as % of time in the target quadrant. All the mice have spent more time in the target quadrant versus non target excepted for the Ts65Dn mice (*p* = 0,398) (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001; Dp1Yey *n* = 9 wt and 10 Tg; Dp3Yah *n* = 15 wt and 15 Tg; Ts65Dn *n* = 10 wt and 11 Tg, Dp5/Dp1 *n* = 13 wt, 13 Dp5Yah, 13 Dp1Rhr and 13 Dp5/Dp1; Tg(*Dyrk1a*) *n* = 16 wt and 15 Tg).

## Results

### Dissecting the contribution of Mmu16 sub-regions to DS-related behavioural phenotypes in mouse models

We wanted to dissect the contribution of sub-regions located in the telomeric part of *M. musculus* chromosome 16 (Mmu16), homologous to Hsa21 (36), to DS-related cognitive phenotypes. First, we selected four DS mouse models: Ts65Dn, the most commonly used DS model (15), and three additional models that carry segmental duplications of well-defined sub-regions located on Mmu16, Dp1Yey (19), Dp3Yah (37) and Dp1Rhr (20). In addition, we engineered a new sub-region, Dp5Yah, corresponding to three functional copies of the genes included in the genetic interval between *Cyyr1* to *Clic6*. This model was crossed with the Dp1Rhr sub-region to generate Dp5Yah/Dp1Rhr (noted Dp5/Dp1) compound transheterozygote carrying a trisomic gene content similar to Ts65Dn for the genes located on Mmu16. We also included a model carrying an additional copy of *Dyrk1a,* one of the driver genes for DS-related phenotypes (24,25), and Tg(*Dyrk1a*) combined with the Dp5Yah model (noted Dp5-Tg) (see Fig. 1A). We used standardized behavioural tests to study several aspects of learning and memory in mice, including the Y-maze (working memory), OF (exploration memory), NOR (recognition memory), MWM (spatial memory) and FC (associative memory) tests. For all the lines, independent cohorts of control and trisomic mouse littermates went through the pipeline at similar ages, after which the resulting data were processed using standard statistical analyses (see Supplementary Information for details). First, we assessed the potential existence of a background effect in the distribution of the measurements taken in the different tests. In our condition, the Q–Q plots with cumulative frequency were linear (see Supplementary Material, Table S1, Supplementary Material, Fig. S1) and thus, no notable difference between B6J or hybrid B6JC3B wild type controls was observed.

Mouse activity and working memory were evaluated in the Y-maze (Fig. 1B). The number of arm entries in the Y-maze showed that only the Tg(*Dyrk1a*) mutant line was hyperactive in this test, while a deficit in spontaneous alternation was found in Dp1Yey (38), Ts65Dn (39), Dp1Rhr and Tg(*Dyrk1a*) (40). Dp5/Dp1 also showed a clear deficit in the percentage of spontaneous alternation in comparison with littermate controls, while Dp5Yah trisomic animals showed normal performance. Thus, the overexpression of *Dyrk1a* alone was sufficient to mimic the Y-maze spontaneous alternation found in three overlapping DS models but we cannot rule out the possibility that another region is involved, as suggested by the work of Chang *et al*. (41).

Patterns of exploratory activity and anxiety were assessed in the OF (Fig. 1C). Ts65Dn, Tg(*Dyrk1a*) and Dp5-Tg presented hyperactivity with an increased travelled distance compared with wild type littermates, and support the results obtained in the Y-maze for the Tg(Dyrk1a) line. Thus, the hyperactivity phenotype is linked either to the Ts65Dn mouse model or only to the increase in *Dyrk1a* dosage.

The spatial reference memory was tested in the standard MWM task, in which mice have to escape from a circular pool of opaque water by localizing a hidden platform at a single fixed location using distal spatial cues. We analysed the velocity, the distance travelled by the mice to reach the platform and thigmotaxis over-training (Supplementary Material, Fig. S2). The velocity of Dp1Yey and Dp5Yah was slightly lower than that of the wild type mice (See Supplementary Material, Table S1 and Supplementary Material, Fig. S2B). As described previously (22,42–48), Ts65Dn mice displayed a longer distance travelled to find the platform during all the sessions, compared with the wild type group (Supplementary Material, Fig. S2A). Although Tg(*Dyrk1a*) mice were able to locate the platform, they also showed delayed acquisition compared with the control mice. Surprisingly, the Dp1Yey, Dp1Rhr, Dp5Yah and Dp3Yah mice completed this test without any difference with the wild type group. Interestingly, the Ts65Dn model, and to a lesser extent the Tg(Dyrk1a) model, presented marked thigmotaxic behaviour, spending a higher percentage of time in the peripheral zone in comparison with controls (Supplementary Material, Fig. S2C). The retention of place location was evaluated during a single probe trial (PT) with no platform available, 24 h after the last training session (Fig. 1E). All the mouse strains except Ts65Dn remembered where the platform was located after the learning sessions. Finally, to check the visual ability of the mice, we performed a visual training version of the MWM during which the platform position was indicated by a flag. All the mice were able to find the visible platform without any significant difference with controls except for Tg(*Dyrk1a*), which presented a small delay in session 2 (Supplementary Material, Fig. S2A).

We then evaluated non-spatial recognition memory using the NOR paradigm with a retention time of 24 h. The percentage of sniffing time for the novel object was analysed and compared with 50% (hazard). This analysis showed that Dp1Yey, Dp3Yah, Ts65Dn, Dp1Rhr and Tg(*Dyrk1a*) were not able to discriminate between familiar and novel objects, unlike Dp5Yah and, more surprisingly, Dp5/Dp1 (Fig. 1D). To further characterize the effect/lack of effect of Dp5Yah mutation on NOR, the Dp5Yah mouse line was crossed with the Tg(*Dyrk1a*) one and compared with new sets of wild type, Dp5Yah and Tg(Dyrk1a) mice. Interestingly, we found that Dp5Yah/Tg(*Dyrk1a*) and, as expected, Tg(*Dyrk1a*), displayed altered novel object discrimination while Dp5Yah spent more time exploring the novel object than the familiar one. We also assessed the short-term memory of Dp1Yey, Dp3Yah, Ts65Dn and Tg(*Dyrk1a*), by performing the NOR with a 1 h delay between acquisition and retention; only the Tg(*Dyrk1a*) mice showed a deficit. Altogether, these data suggested that several loci are involved in the cognitive phenotype: one located in the Dp3Yah region and *Dyrk1a*; and presumably two interacting modifier loci: one located in the Dp5Yah region and another in the Dp1Rhr region.

All the trisomic lines were also tested for associative memory in the Pavlovian FC test. All the groups showed a higher percentage of freezing during the 2 min post-shock compared with the habituation session, indicating that all the groups developed fear responses during the training session (Supplementary Material, Fig. S3). When the animals were re-exposed 24 h later to the same context, the level of freezing in all the groups was increased compared with the habituation session (PRE2 and PRE4). However, the freezing time for Ts65Dn mice was lower compared with the respective control littermates. When we assessed cued FC in a new context, all the mice presented longer immobility time with a marked difference between pre-cue and cue periods (Supplementary Material, Fig. S3). In addition, Dp1Yey and, to a lesser extent, Ts65Dn showed lower freezing during the presentation of the cues in comparison with wild type counterparts. As such, altered emotional associative memory was found in Ts65Dn and Dp1Yey but not in other DS models. Thus, depending on the behavioural traits observed, the overlapping DS models pointed to different regions with causative and modifier loci involved spread along the Mmu16 region homologous to Hsa21.

### Dissecting the contribution of Mmu16 sub-regions to the DS-related brain morphological phenotypes in mouse models

DS models have been reported to show brain morphological alterations of specific regions (24). Thus, we wondered if we could detect changes in brain morphology using MRI on these different partially overlapping trisomic mice models. Data were first analysed using a volume approach and a brain region atlas. We confirmed that the brain of Tg(*Dyrk1a*) mice was larger (*P* < 0.001) (24) and the brain of Dp1Yey mice was smaller than the respective wild type. Then, we analysed different brain regions/structures taking into consideration the whole brain volume. Even with this correction, the Tg(*Dyrk1a*) mice were the most affected in terms of brain structure volume whereas, on the contrary, the Dp1Rhr mice did not show any significant variation compared with the wt mice. Several regions, such as the basal forebrain septum, central grey matter, the rest of the midbrain and superior colliculi were significantly larger in the Tg(*Dyrk1a*), Ts65Dn and Dp1Yey DS models. Moreover, the cerebellum, hypothalamus, inferior colliculi and caudate putamen were significantly different in size for the Dp1Yey and Tg(*Dyrk1a*) carriers compared with controls (Supplementary Material, Table S2 and Supplementary Material, Fig. S4), and a few additional areas were altered specifically in certain models (amygdala, globus pallidus, hippocampus, neocortex and thalamus for Tg(*Dyrk1a*); external capsule, fimbria and ventricles for Dp1Yey). Altogether, this brain morphometric analysis showed greater similarity between the Dp1Yey and *Dyrk1a* overexpression transgenic models, with an intermediate overlap with the Ts65Dn mouse model.

### Dissecting the contribution of Mmu16 sub-regions to the DS-related transcriptome profiles in mouse models

Various studies have shown the consequences of trisomy on gene expression (49–58). Here, we took the opportunity to dissect the alteration of gene expression and functional pathways in various DS trisomic models carrying different duplications of Mmu16. We analysed Ts65Dn, Dp1Yey, Dp3Yah, Dp5/Dp1, Dp5Yah, Dp1Rhr, and we included the trisomic model for *Dyrk1a* alone, Tg(*Dyrk1a*). Considering the hippocampal formation as a hub structure involved in learning and memory, we performed gene-expression analysis in the adult hippocampus by comparing the DS models with their own littermate controls using a unique pipeline for all the models. 

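The files re-analysed here cover the Dp5Yah line, whose mice carry an additional copy of Mmu16 from *Cyyr1* to *Clic6*. Whole hippocampi, right and left together, of 16-week-old males were profiled on Affymetrix Mouse Gene ST arrays, with 5 arrays from Dp5Yah mice and 5 from controls. The labels name the controls jointly for the Dp1Rhr, Dp5Yah and Dp5/Dp1 lines and mark the arrays as reanalysed. Neither the labels nor the text says which control was a littermate of which Dp5Yah mouse. The labels also give the C57BL/6N background, whereas the Materials and Methods give C57BL/6J. The authors normalised the arrays by RMA, which corrects the background, quantile-normalises the probes across arrays and gives a log2 intensity for each probe set. From there, the 21731 of 35556 probe sets that the platform's annotation pairs with exactly 1 gene symbol were kept. They covered 19870 genes, and for the 1000 genes with several probe sets the one with the highest mean over the 10 arrays was used. Each gene was tested with limma, with Benjamini-Hochberg adjustment over all genes, and genes with an adjusted p under 0.05 were taken as DEGs. FCROS, the rank method of the Materials and Methods, was rebuilt from its description and run as an alternative, with f-values under 0.025 or over 0.975. The trimming of the ranks used here is not given there. Gene lists, the model and the rule for the genes named here were fixed before the data were examined. The paper's own values in Tables S4 and S5 had been read by then. Lists were tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between genes. The median log2 value of an array lay between 7.50 and 7.52 in both groups. The number of arrays limits the precision, and the median standard error of a log2FC was 0.05.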

For each DS model, we defined the expressed genes (noted as EGs) as the genes whose expression level was detected; the differentially expressed genes (noted as DEGs) as the genes whose expression level was found to be significantly altered in the trisomic model compared with the controls littermates; and then the trisomic expressed genes (TEGs) as the DEGs that are included within the duplicated chromosomal regions for each model (Supplementary Material, Table S3 and Table 1).

**Table 1:** Differential expression analysis results of the seven models analysed

**Mouse lines**	**Dp1yey**	**Dp3Yah**	**Ts65Dn (Mmu16)**	**Dp5/Dp1**	**Dp5Yah**	**Dp1Rhr**	**Tg(*Dyrk1a*)**	**Ts65Dn (Mmu17)**
Nb of probes detected by the array	35556							
Nb of annotated probes detected (without control probes)	27359							
Number of trisomic expressed genes (TEGs)	155	21	130	127	87	40	1	40
Number of differential expressed genes (DEGs)	711	826	1074	922	736	1306	850	
Number of differential trisomic expressed genes TEGs	66	13	64	54	39	18	1	28
% of TEGs^a^	43%	62%	49%	43%	45%	45%	100%	70%
% of compensated trisomic genes detected	57%	38%	51%	57%	55%	55%	0%	
Number of GAGE KEGG and GOs (CC, BP, MF) terms disregulated in the trisomic model FDR < 0.1	244	67	12	111	318	225	231	
Number of GAGE KEGG and GOs (CC, BP, MF) terms upregulated in the trisomic model FDR < 0.1	207	60	3	33	4	132	222	
Number of GAGE KEGG and GOs (CC, BP, MF) terms downregulated in the trisomic model FDR < 0.1	37	7	9	78	314	93	9	
Number of GAGE KEGG and GOs (CC, BP, MF) terms in the trisomic model unique to each mice line FDR < 0.1	80	1	2	30	195	107	64	

GO are Go functional terms involved in cellular compartment (CC), molecular function (MF) and biological processes (BP).

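In Dp5Yah hippocampi most genes of the duplicated interval were more abundant than in the controls. Outside the keratin cluster, 49 of its 55 genes were measured, and 45 of these had a higher mean in Dp5Yah, with a median ratio of 1.26. Among them, 19 rose (37 when adjusted over the list alone) and none fell at an adjusted p under 0.05 from limma. The genes that rose included *Gart*, an enzyme of purine synthesis, with a ratio of 1.37 (95% confidence interval 1.30 to 1.45, n = 5 per group), the chaperonin subunit *Cct8* at 1.35 (1.28 to 1.43) and the interferon receptor subunits *Ifnar1* at 1.33 (1.26 to 1.39) and *Ifngr2* at 1.33 (1.22 to 1.44). They also included *Sod1*, the cytosolic superoxide dismutase, at 1.22 (1.16 to 1.28), and the genes of synaptic vesicle recycling *Synj1* at 1.28 (1.20 to 1.36) and *Itsn1* at 1.24 (1.16 to 1.32). The ratio was 1.14 (1.06 to 1.23) for *Olig1* and 1.15 (0.990 to 1.33) for *Olig2*, transcription factors of the oligodendrocyte lineage, which did not pass the threshold. *Kcne2* and *Clic6*, both abundant in the choroid plexus, had ratios of 0.911 (0.572 to 1.45) and 0.680 (0.231 to 2.00). With compensation taken as not passing the threshold, 61.2% of the measured genes were compensated. The interval of the ratio lay below 1.5 for every measured gene except *Ifnar2*, *Il10rb*, *Tmem50b*, *Mrps6* and *Clic6*. It lay above 1 for 38 genes, and for 20.4% of the genes it held 1 and excluded 1.5. Of the latter, *2810407A14Rik*, *Mrap*, *Eva1c*, *Kcne2*, *Fam243* and *2410124H12Rik* lay below the median level of all named probe sets. *Paxbp1*, *Olig2*, *Gm10785* and *Slc5a3* lay above it. How closely a ratio on these arrays follows a ratio of copies was not measured. An interval below 1.5 therefore does not by itself show compensation. FCROS called 38 of the 49 genes, a limma model with the replicate number as a block (the replicate block) called 12, and a fold over 1.4 in addition left 1.

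**Figure D1:**
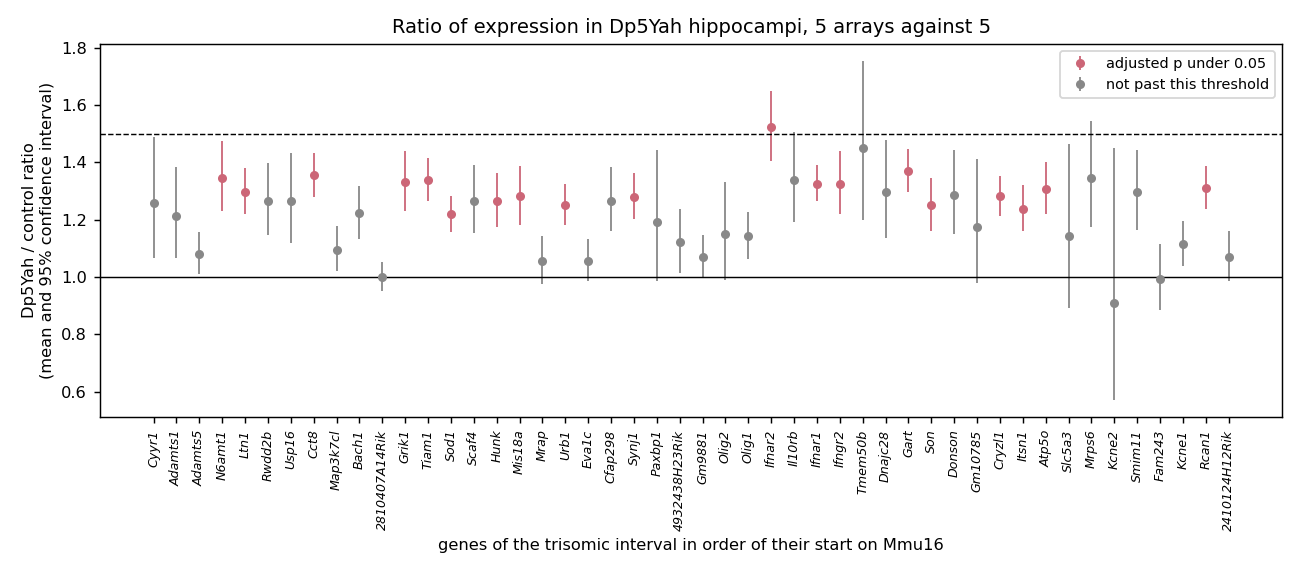
Ratio of expression in Dp5Yah to control hippocampi for the measured genes of the trisomic interval outside the keratin cluster, in the order of their start on Mmu16, with *Clic6* left out because of its wide interval. Points are means and lines are 95% confidence intervals from 5 arrays per group, and the dashed line marks a ratio of 1.5, above which only the points of *Ifnar2* lie.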

Although most of the genes in three copies were overexpressed in the relevant mouse model-derived hippocampi with a ratio around 1.5 (Supplementary Material, Fig. S5), from 38 to 57% of the trisomic genes showed a dosage compensation (Table 1 and Supplementary Material, Table S3). While this compensation was expected, we noticed that most of the compensated genes behaved similarly in the different trisomic contexts, although the experiments were performed independently. 

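The keratin cluster of the Dp5Yah duplication holds the claudin genes *Cldn17* and *Cldn8* and a run of keratin-associated protein genes, and its signal in hippocampi was low. Over the 29 of its 31 genes that were measured, the median ratio was 1.01, and the mean log2FC was 0.02 (SD over genes 0.04). *Cldn17* had a log2FC of 0.01 (standard error 0.04) and *Krtap11-1*, at the other end of the cluster, of 0.05 (standard error 0.05). Of the 29 genes, limma called 0 in either direction over all genes, 0 when adjusted over the list alone, and 2 at an unadjusted p under 0.05. FCROS called 0 as well. Over these genes the mean log2 value was 5.31 in the third Dp5Yah array and 5.24 in the other Dp5Yah arrays, against a median of 7.51 for all named probe sets. Outside the cluster, 15 measured genes of the interval lay below the median level of all named probe sets, and the confidence interval of the ratio lay above 1 for 8 of them and not for 7, with 1 called by limma. The called gene, *Mis18a*, was brighter than the cluster, at 6.81 in controls and 7.17 in Dp5Yah. The dim genes nearest to the cluster's level, with control means from 5.02 to 5.61, had ratios from 0.994 to 1.12. Among them the interval lay above 1 for *Adamts5*, *4932438H23Rik*, *Gm9881* and *Kcne1*. It did not for *2810407A14Rik*, *Fam243* and *2410124H12Rik*. The 0 calls in the cluster therefore do not tell an absent rise from a signal too low to show it.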

As such, the genes from *Cldn17* to *Krtap11–1*, including the keratin cluster were not overexpressed when trisomic in any model (Dp1Yey, Ts65Dn, Dp5/Dp1 or Dp5Yah). This could have been due to the fact that this region seems to be under strong regulatory constraints, as on the borders two REST sites and a LaminB1 peak encompassing this region were found (UCSC browser), while *Btg3* (*BTG Anti-Proliferation Factor 3*) and *C21orf91* (*Chromosome 21 open reading frame 91*, also known as *D16Ertd472e*), and *Mrpl39* (*Mitochondrial Ribosomal Protein L39*)*, Jam2* (*Junctional Adhesion Molecule 2*), *Atp5J* (*ATP synthase peripheral stalk subunit F6*), *Gabpa* (*GA binding protein transcription factor subunit alpha*) and *App* (*amyloid beta precursor protein*) were overexpressed in various DS models. We also found that the genes located on the trisomic segment not homologous to Hsa21 on Mmu17 in Ts65Dn hippocampi, were overexpressed (Supplementary Material, Fig. S6). This was also observed in the Ts65Dn heart in a previous study (16). 

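On Mmu17, 25 of the 27 listed genes homologous to Hsa21 were measured in Dp5Yah hippocampi, where all of them have their usual copies. Only *Cbs* was lower at an adjusted p under 0.05 from limma (1 when adjusted over the list alone), and 0 genes were higher. At an unadjusted p under 0.05 there were 3 genes, namely *Cbs*, the splicing factor *U2af1* with a log2FC of -0.12 and *Rrp1b* with -0.14. FCROS called these 3 genes and *Glp1r*, all lower. As a group the genes were not shifted against all others (camera, adjusted p = 0.266, or 0.351 with an estimated correlation).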

Looking in detail at the homologous Hsa21 region in Mmu17, we saw two main genetic effects due to the overdosage of the Mmu16 region homologous to Hsa21. Noticeably, *Cbs,* coding for the Cystathionine beta-synthase, another driver gene for DS cognitive phenotypes (59), was found to be downregulated in all the models, except Dp3Yah and Tg(*Dyrk1a*), suggesting direct control of *Cbs* transcription by at least two loci, one located in Dp5Yah and another one, not due to *Dyrk1a* overdosage, in the Dp1Rhr trisomic region. Similarly, under-expression of the *glucagon like peptide 1 receptor (Glp1r)* was observed in Dp1Yey, Ts65Dn, Dp5/Dp1 and Dp5Yah. 

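In Dp5Yah hippocampi *Cbs* was lower than in the controls, and it was the only gene that fell at an adjusted p under 0.05. *Cbs* lies on chromosome 17 of GRCm38 from 31612623 to 31637233, outside the duplication, and was measured by probe set 10449712. Its log2 intensity was 8.77 ± 0.08 (SD, n = 5) in Dp5Yah and 9.08 ± 0.07 (SD, n = 5) in control hippocampi. This is a log2FC of -0.31 (standard error 0.05, adjusted p = 0.0247 from limma) and a ratio of 0.806 (95% confidence interval 0.751 to 0.866), and each Dp5Yah array lay below each control array. FCROS also called it. Of 16 measured genes of sulphur amino acid metabolism, *Cbs* fell and 15 did not pass the test (1 lower when adjusted over the list alone). *Gclc* and *Mtrr* had log2FCs of -0.17 and -0.18. The list was lower against all genes by camera (adjusted p = 0.0187), but not with an estimated correlation (adjusted p = 0.459), with the choroid plexus or thalamus markers as a covariate (adjusted p = 0.270 and 0.153), with dim genes removed (0.0918), or without the fourth control (0.0754) or the second Dp5Yah array (0.223). Its mean log2FC went from -0.040 to -0.027 with either covariate, but to -0.053 with dim genes removed. The adjusted p of *Cbs* from limma was 0.0944 in the replicate block and 0.0617 with the mean of the choroid plexus markers as a covariate, where its log2FC was -0.311 and -0.305. With 1 array left out in turn the log2FC ranged from -0.286 to -0.338 and the adjusted p from 0.0219 to 0.0941, and the latter stayed under 0.05 only without the second control or the fourth Dp5Yah array.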

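*Glp1r*, the receptor of glucagon-like peptide 1, lies on chromosome 17 of GRCm38 from 30901867 to 30936510. Its mean was lower in Dp5Yah hippocampi, at 8.19 ± 0.61 (SD, n = 5) on the log2 scale against 8.67 ± 0.75 (SD, n = 5) in the controls, and the arrays of both groups overlapped. The ratio was 0.719 (95% confidence interval 0.420 to 1.23) and the log2FC -0.48 (standard error 0.36, adjusted p = 0.820 from limma). An exact two-sided permutation test of the difference gave p = 0.341, whereas FCROS called the gene as lower. Markers of the choroid plexus, an epithelium beside the hippocampus, varied between the arrays and were highest in the first control and the fifth Dp5Yah array. Over the 10 arrays, the only relation of this kind computed, the level of *Glp1r* had a correlation with the mean of these markers of Pearson's r = 0.477 (permutation p = 0.164) and Spearman's rho = 0.503 (permutation p = 0.146). Without the 2 arrays farthest from the median of the markers, r was 0.844. These were the first control and the fifth Dp5Yah array, which had the most marker signal. Of the arrays left, the fourth and the fifth control had the highest centred marker means, at 0.68 and 0.31. Both are controls, so this r cannot be told apart from the difference between the groups.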

On the contrary, this gene was overexpressed in Dp1Rhr and not affected in Tg(*Dyrk1a*).

Here too, *Dyrk1a* dosage was not involved, but at least two loci controlling *Glp1r* expression with opposite and epistatic effects should be found respectively in the Dp5Yah and Dp1Rhr genetic intervals. Thus, a complex genetic interaction took place between different loci, controlling subsequent gene expression.

The analysis of DEGs in each model by principal of component analysis (PCA), t-SNE (Fig. 2B) or OPLS techniques (see Supplementary Information) highlighted the capabilities to separate trisomic individuals from wild type littermates (Fig. 2A). 

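Over all 19870 genes, Dp5Yah and control hippocampi overlapped on the first principal component, which held 32.6% of the variance (exact two-sided permutation test, p = 0.190). They also overlapped on the second, which held 19.7% (exact permutation p = 0.484). At the low end of the first component lay the first and the fourth control, with scores of -11.4 and -11.8, and the fifth Dp5Yah array, with -10.9. The same arrays had the highest means of 34 choroid plexus markers, at 0.85, 0.68 and 0.97 on the log2 scale after centring. Without the trisomic interval and its keratin cluster the component held 32.3% (exact permutation p = 0.198). On the 22 DEGs alone, genes picked for the difference between these same arrays, the first component held 93.0% of the variance and set every Dp5Yah array apart from every control array (exact permutation p = 0.00794, the smallest that 5 arrays against 5 allow). On the genes called by FCROS, a set tried only after the other values were seen, it held 48.5% and the groups overlapped (exact permutation p = 0.0317). Each component was tested alone, and a separation over several components together was not tested.

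**Figure D2:**
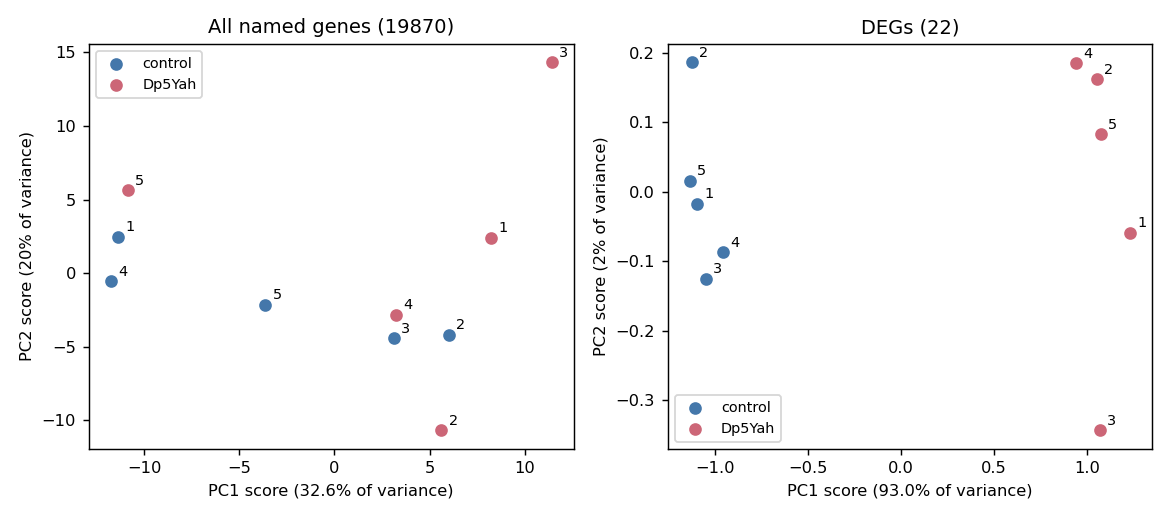
Scores of the 10 hippocampi on the first and second principal components of the log2 values, over all named genes (left) and over the DEGs alone (right). Each point is 1 array, numbered by its replicate, and the axes give the share of variance; the groups overlap on the left and stand apart on the right.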

Genome-wide misregulation was found independently of the model, as DEGs were spread in all the chromosomes (Supplementary Material, Tables S3, S4 and Supplementary Material, Fig. S7), as shown previously (55), although with a stronger impact of the Dp1Rhr on the total number of DEGs detected.

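In Dp5Yah hippocampi 22 genes were DEGs, and 20 of them lay on Mmu16, among 648 genes measured there (Fisher's exact test against the other chromosomes, adjusted p = 6.97e-27). Of these, 19 belonged to the duplicated interval, and the other one was *Runx1*, at its distal breakpoint. The remaining DEGs were *a*, the agouti pigment gene on chromosome 2, and *Cbs* on chromosome 17, and the other 18 chromosomes held none. At an unadjusted p under 0.05 from limma there were 1124 genes. FCROS called 905 genes, on all 21 chromosomes. Mmu16 held 68 of them (10.5% of its measured genes, adjusted p = 2.51e-09 from Fisher's exact test), and no other chromosome passed this test, with shares of 3.53% on chromosome 7 to 5.87% on the X chromosome, and 1 of 9 genes on the Y chromosome. The replicate block gave 14 DEGs, on 2 chromosomes, and a fold over 1.4 in addition left 3. From the spread of the DEGs over the chromosomes, the paper concludes that misregulation was genome-wide in each model.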

**Figure 2:**
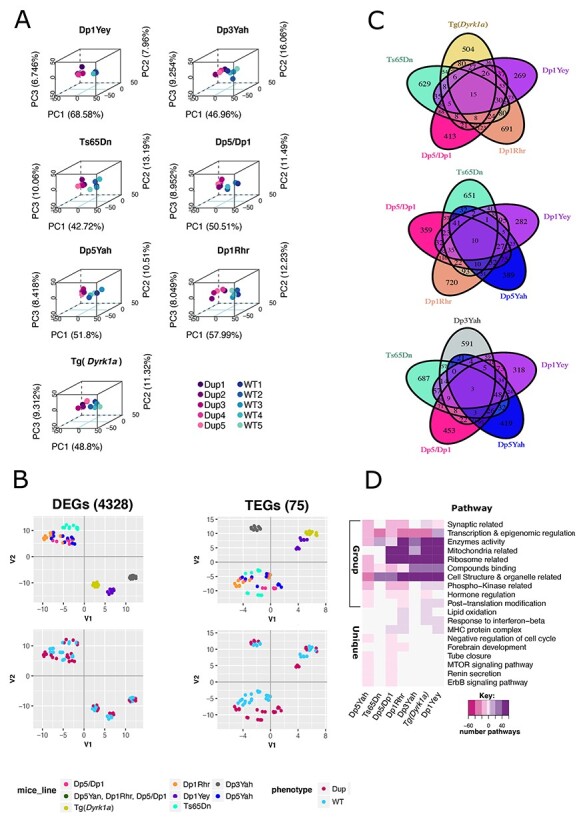
The differential expression analysis discriminates trisomic from disomic hippocampi and identifies common dysregulared genes and pathways. (**A**) 3D-PCA on the DEGs for each sample allows to separate trisomic (Dp) from disomic (wt) adult hippocampi. (**B**) Left column: two dimensional Principal Component Analysis (2D-PCA) on the 5599 transcripts of the 4328 DEGs over all the samples identified using fcros 0.025<α<0.975. Right column: 2D-PCA on the 75 trisomic genes with a measured expression in all the models. (**C**) Venn Diagrams showing the overlap in gene expression between the different mouse lines represented in different colours. (**D**) Heatmap representation of the number and regulation sense of the pathways shared at least by two mice lines identified using the genome expression for each mice line by GAGE R package and filtered by q-value cut off < 0.1. Pathways are grouped in main meta-pathways showed on the ordinate: Synaptic related = all the synaptic related pathways excluding myelin sheath and SNARE complex formation; Transcription & epigenomics regulation; Enzymes activity; Ribosome related; Mitochondria related; Cell Structure & organelle related; Phospho-kinase related. The color key breaks represents the number of pathways within the meta-pathways 60,40,20,5,0.5. The minus or pink color represents down regulated pathways, the white color represents no pathway found in the meta-pathways and the purple or positive numbers stands for up regulated pathways.

The most overexpressed genes in terms of log2 fold change (log2FC) of expression and significance in various genetic conditions were visualized using Volcano plots (Supplementary Material, Fig. S8 and Supplementary Material, Table S4). For example, the *listerin E3 ubiquitin protein ligase 1* (*Ltn1*) gene, coding for a major component of ribosome quality control and causing neurodegeneration in mice (60), was found overexpressed in Dp1Yey, Ts65dn, Dp5/Dp1, and Dp5Yah or *Ifnar2*, coding for the Interferon Alpha and Beta Receptor Subunit 2, was overexpressed as expected in models that carried three copies of this gene (Dp1Yey, Ts65Dn, Dp5/Dp1 and Dp5Yah). Instead, a more controlled gene like the *neuronal acetylcholine receptor subunit alpha-3* (*Chrna3*) was found upregulated only in Dp1Rhr and Dp1/Dp5, certainly due to the overexpression of one gene from the *Cbr1-Fam3b* region but not *Dyrk1a*. Nevertheless, when we performed the intersection between the list of DEGs from the different models, we found only a few genes in common (Fig. 2C and Supplementary Material, Table S4).

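In Dp5Yah hippocampi *Runx1*, a transcription factor gene at the distal breakpoint of the duplication, had the largest increase among the DEGs, with a ratio of 2.06. It was followed by *a*, the agouti gene, which acts in coat colour and lies outside the duplication. The log2 intensity of *a* was 7.59 ± 0.12 (SD, n = 5) in Dp5Yah and 6.91 ± 0.07 (SD, n = 5) in control hippocampi, a ratio of 1.60 (adjusted p = 0.000255 from limma). Every Dp5Yah array lay above every control array for both genes. Among the DEGs within the duplication the next largest increases after *Ifnar2* belonged to *Gart*, *Cct8*, the DNA and protein methyltransferase gene *N6amt1* with a log2FC of 0.43 (standard error 0.06) and the GTPase regulator *Tiam1* with 0.42 (standard error 0.04). *Tmem50b*, with a log2FC of 0.54 (standard error 0.13), did not pass the test (adjusted p = 0.566). Only *Runx1*, *a* and *Ifnar2* passed both an adjusted p under 0.05 and a fold over 1.4.

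**Figure D3:**
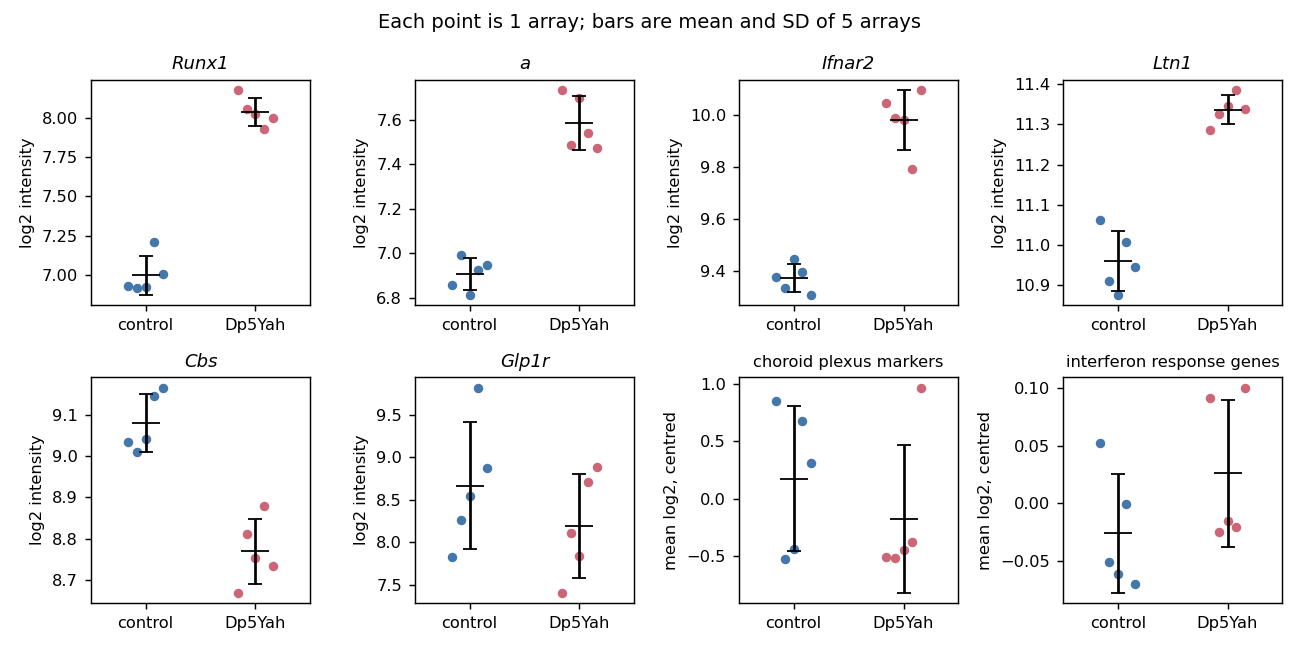
Log2 intensity of 6 genes and the centred mean of the log2 values of 2 gene lists in control and Dp5Yah hippocampi. Each point is 1 array, and the lines give the mean and SD of 5 arrays; the groups stand apart for *Runx1*, *a*, *Ifnar2*, *Ltn1* and *Cbs* and overlap for *Glp1r* and the gene lists.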

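*Ltn1* and *Ifnar2* both lie inside the Dp5Yah duplication and both rose in Dp5Yah hippocampi. *Ltn1* (probe set 10440570, chromosome 16 of GRCm38 from 87376651 to 87432619) had a log2 intensity of 11.34 ± 0.04 (SD, n = 5) in Dp5Yah and 10.96 ± 0.08 (SD, n = 5) in controls. This is a ratio of 1.30 (95% confidence interval 1.22 to 1.38) with an adjusted p of 0.00163 from limma. *Ifnar2* (probe set 10436830, from 91372783 to 91405589) had 9.98 ± 0.11 (SD, n = 5) in Dp5Yah and 9.37 ± 0.05 (SD, n = 5) in controls. Its ratio of 1.52 (1.40 to 1.65, adjusted p = 0.000262 from limma) was the highest of the interval. For each gene all Dp5Yah arrays lay above all control arrays.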

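*Chrna3* did not pass the test in Dp5Yah hippocampi. Its log2 intensity was 6.38 ± 1.03 (SD, n = 5) in Dp5Yah and 6.07 ± 0.50 (SD, n = 5) in controls, a log2FC of 0.31 (standard error 0.42, adjusted p = 0.880 from limma), and FCROS did not call it. The spread came from the fifth Dp5Yah array at 8.21 and the third control at 6.94. Without the fifth Dp5Yah array the log2FC was -0.15. In the third Dp5Yah array, whose mean over the genes from *Cbr1* to *Fam3b* was higher than in the other arrays, *Chrna3* was at 5.94.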

We decided to combine the analysis of all the lines together using PCA and t-SNE and revealed a strong clustering of models that shared at least a partially duplicated region (Fig. 2B). The t-SNE analysis, based on all the 4328 DEGs detected in each mouse model added together, showed different contributions of the various DS models to the transcriptome variation (Fig. 2B, left) with two distinct groups: one encompassing four overlapping trisomies: Ts65Dn, Dp5/Dp1, Dp5, Dp1Rh and three isolated models: Dp1Yey, Dp3Yah and Tg(*Dyrk1a*) that were closer together, although Dp3Yah was clearly farthest from the other two. Similar distinct groups were seen when analysing the TEGs (Fig. 2B, right) and overall, the trisomic and the wild type individuals in each mouse line were nicely separated. As expected, the expression level of the TEGs and the DEGs in the different trisomic conditions were strongly correlated (Supplementary Material, Fig. S9). Interestingly, the 4328 DEGs showed a level of misregulation strongly correlated between Dp1Yey and Dp3Yah (33%), Dp5/Dp1 (50%), Dp1Rhr (40%) and Tg(*Dyrk1a*) (42%). Of the 75 genes detected and located on Mmu16 region homologous to Hsa21, the correlation of fold change was around 28% in the Dp1Yey and Tg(*Dyrk1a*) partial DS models. Thus, the correlation in gene deregulation showed that *Dyrk1a* overdosage is a key driver of transcriptome deregulation in the Dp1Yey and Dp1Rhr models.

Unexpectedly, the correlation of DEGs mis-expression level was lower between Ts65Dn and Dp1Yey (29%) or Dp1/Dp5 (28%). On the contrary, a large number of TEGs were misregulated in the same way between Ts65Dn and Dp1Yey (49%) and Dp1/Dp5 (52%; Supplementary Material, Fig. S9), suggesting that the other region found in three copies in the Ts65Dn over Mmu17 must affect the general DEG landscape.

Using qRT-PCR, we confirmed the mRNA overexpression of first, *Dyrk1a* and *Sod1* genes in the DS models where they were trisomic; second, of *Synaptojanin2 (Synj2*) and *T lymphoma invasion and metastasis inducing gene 2 (Tiam2*) located on the Mmu17 centromeric region in Ts65Dn, and third, of *Cholinergic Receptor Nicotinic Alpha 1 Subunit (Chrna1),* a gene misregulated in the Dp1Yey, Dp5/Dp1, Dp1Rhr and Ts65Dn models (Supplementary Material, Fig. S15), and *Cbs* downregulated in all the models except Tg(*Dyrk1a*) and Dp3Yah. We also confirmed alterations of the expression of immediate early response genes *Arc, FosB, Fos* and *Npas4* that are important for cognition.

### Differential functional analysis unravels a few common altered pathways in DS models

To go further, we performed a differential functional analysis and found 12–318 misregulated pathways in the DS models (Table 1 and Supplementary Material, Table S5). 

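The groups of genes that Table S5 lists for Dp5Yah had slightly lower means in Dp5Yah hippocampi. All 12 groups with at least 5 measured genes were lower against all other genes by camera (adjusted p from 1.89e-07 to 0.0225), but 0 with an estimated correlation (adjusted p from 0.0961 to 0.174). Since the study chose these genes on the same hippocampi, their direction is not independent evidence. In the group of cell structure and organelles 69 of 90 genes had a lower mean, with a median log2FC of -0.10. In the synaptic group it was 63 of 84 genes, with a median of -0.07, although *Tiam1* and *Grik1*, both in the duplicated interval, rose. The 5 measured genes of renin secretion, among them *Agt* with a log2FC of -0.36 and *Ace* with -0.42 (standard error 0.39), all had lower means, and so had the 12 genes of tube closure, with *Bmp4* at -0.18. Of those for renin secretion, *Ace*, *Aqp1* and *Calml4* are also choroid plexus markers. The mean of that group was highest in the first and the fourth control and the fifth Dp5Yah array, and with the choroid plexus markers as a covariate its shift went from -0.27 to -0.06 and its call was lost (adjusted p = 0.274). No gene of these groups outside the interval passed an adjusted p under 0.05 except *Cbs*, in the group of phospho-kinases, when adjusted over all genes; adjusted over its group alone, *Rps6ka3* with a log2FC of -0.23, in the mTOR group, also passed. Of the 28 gene lists fixed in advance, camera called 13 as shifted, 12 of them lower and 1 higher, and 0 were called with an estimated correlation (lowest adjusted p = 0.114). The choroid plexus markers were the list with the largest shift, at a median log2FC of -0.27 (adjusted p = 1.46e-05 by camera, 0.662 with an estimated correlation). With their mean as a covariate, camera called 10 of the 12 groups of Table S5 as lower, and the shift was smaller for 11 of the 12, with a median of -0.041 instead of -0.059.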

Interestingly, the regulation of pathways is trisomic region-dependent, as the Dp5Yah (99%) region produced an overall downregulation whereas the Dp3Yah (89.5%) and Dp1Rhr (56%) trisomy together with the full Hsa21 syntenic model Dp1Yey (84.8%) induced preferentially an upregulation.

To facilitate understanding, we clustered the broad functional dysregulation into ten major functionality groups or meta-pathways. We found ribosomal components and mitochondrial process pathways altered in all the models, with many genes shared between models (Supplementary Material, Fig. S11). 

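Genes of the cytosolic ribosome, the mitochondrial ribosome and oxidative phosphorylation were tested as lists, and the first was called as lower in Dp5Yah hippocampi by camera, a call that some settings did not keep. The difference between the lists was not tested. Of the 56 measured cytosolic ribosomal protein genes, 43 had a lower mean, with a median log2FC of -0.02. None passed limma over all genes or when adjusted over the list alone, and 2 had an unadjusted p under 0.05, namely *Rpl14* with a log2FC of -0.23 (standard error 0.06) and *Rpl5* with -0.09 (standard error 0.04). FCROS called 3 of them as lower. The list was lower by camera (adjusted p = 0.000668), but not with an estimated correlation (adjusted p = 0.662) nor without the second Dp5Yah array (adjusted p = 0.132). The call was also lost with dim genes removed (adjusted p = 0.0933), although the mean log2FC was -0.031 there and -0.032 with all genes. With the mean of the choroid plexus markers or of the thalamus markers as a covariate it was lost too (adjusted p = 0.123 and 0.0940). There the mean log2FC went from -0.032 to -0.014 and -0.013. Of 75 mitochondrial ribosomal protein genes, none passed limma over all genes, 1 rose when adjusted over the list alone and 5 had an unadjusted p under 0.05 (FCROS called 3 higher and 1 lower). The former was *Mrps6*, in the duplicated interval, with a log2FC of 0.43 (standard error 0.09, adjusted p = 0.281). Of 74 genes of oxidative phosphorylation, *Atp5o*, a subunit of ATP synthase in the same interval, rose with a log2FC of 0.39 (standard error 0.05, adjusted p = 0.00307 from limma), and no other did (1 when adjusted over the list alone). The median log2FC was 0.01 for both lists, with adjusted p = 0.866 and 0.655 by camera.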

Cell structure and organelles, transcription and epigenetic regulation, synaptic meta-pathways and interferon pathway were more affected in some models than in the others (Supplementary Material, Figs S10 and S12). As such, we observed strong and connected effects in the control of transcription and epigenetic regulation, enzyme activity and cell structure, and cellular organelles involved in membrane and protein processing (endoplasmic reticulum, Golgi body, lysosome, peroxisome, etc.; Fig. 2D) in the Dp1Yey, Dp5/Dp1, Dp1Rhr and Tg(*Dyrk1a*) models, whereas the myelinization and 10 SNARE components, such as the *Synaptosome Associated Protein genes 25 and 23* (*Snap25* and *Snap23)*, were specifically dysregulated in the Dp1Yey Dp5Yah and Tg(*Dyrk1a*) models.

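In Dp5Yah hippocampi *Snap25*, which encodes a neuronal SNARE protein, had a log2 intensity of 13.60 ± 0.03 (SD, n = 5) against 13.59 ± 0.05 (SD, n = 5) in controls. This is a log2FC of 0.01 (standard error 0.03, adjusted p = 0.961 from limma). *Snap23*, its broadly expressed relative, had a log2FC of -0.14 (standard error 0.11, adjusted p = 0.820). Of 41 measured genes of the SNARE complex and its regulators, 0 passed limma over all genes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05, namely *Gosr1* with a log2FC of -0.09. FCROS called *Vamp1*, with 0.15, as higher and *Vamp8*, with -0.20, as lower. The list as a whole was not shifted (camera, adjusted p = 0.0890, or 0.662 with an estimated correlation). Of 28 measured genes of myelin and oligodendrocytes, 0 passed limma in either way of adjustment and 3 had an unadjusted p under 0.05. Their log2FCs were -0.25 for *Enpp6*, 0.16 for *Gjb1* and 0.17 for *Pllp*. FCROS called 3 as higher and 3 as lower, and camera gave an adjusted p of 0.655. Among 10 genes of oligodendrocyte precursors, *Gpr17* had a log2FC of -0.24 (standard error 0.08, adjusted p = 0.819), and the list was not shifted (camera, adjusted p = 0.555).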

Interestingly, we saw many shared genes between these pathways and the models, giving rise to high pathway connectivity between models (see Materials and Methods). Considering the DEGs involved in brain synaptic pathways, with the DS synaptic MinPPINet (Fig. 3A), we analysed the DS network topography and betweenness connectivity and found hubs and genes more central for network information flow. As expected from a protein–protein interaction (PPI) biological network, the likelihood of observing such connectivity in the DS network was more than one can expect by chance (*P*-value < 2e-16) and it showed a small world effect and scale-free topology. Using a network decomposition approach (see Supplementary Information), we highlighted six major sub-networks or biological cascades that strongly centralized six different proteins: DYRK1A, GSK3β, NPY, RHOA, SNARE and NPAS4 proteins (Fig. 3B and C). As a summary, *Dyrk1a* was an upregulated in Dp1Yey, Ts65Dn, Dp5Dp1, Dp1Rhr and Tg(Dyrk1a) while *Npas4* was downregulated in Ts65Dn, Dp1Rhr and Tg(Dyrk1a), and *Npy* was upregulated in Dp1Yey, Dp5Dp1, Dp5Yah, Dp1Rhr and Tg(Dyrk1a), and downregulated in Dp3Yah. 

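*Npy*, which encodes neuropeptide Y, had a log2 intensity of 11.12 ± 0.20 (SD, n = 5) in Dp5Yah and 10.86 ± 0.26 (SD, n = 5) in control hippocampi. This is a log2FC of 0.26 (standard error 0.12, adjusted p = 0.819 from limma), and FCROS called it as higher. It belongs to a list of 27 measured genes of GABAergic interneurons, of which limma called 0 in either way of adjustment, with 1 at an unadjusted p under 0.05, and FCROS called 4 as higher and 1 as lower (camera, adjusted p = 0.0890). *Npas4* had a log2FC of 0.11 (standard error 0.34, adjusted p = 0.955), and none of the 34 measured immediate early genes passed limma (0 when adjusted over the list alone and 1 at an unadjusted p under 0.05, with 2 higher by FCROS and an adjusted p of 0.137 by camera). *Dyrk1a*, which has its usual copies in Dp5Yah, had a log2FC of 0.05 (standard error 0.06, adjusted p = 0.864). Its log2 intensity was 11.92 in the third Dp5Yah array and between 11.55 and 11.68 in the other arrays.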

Ten genes from the SNARE complex were dysregulated in some DS partial models; from these we validated the disregulated expression of *Snap25* and *Snap23* by qRT-PCR (Fig. 4F). Gsk3β and *Rhoa* were not DEGs but these two were hubs interacting with many DEGs in the network.

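In Dp5Yah hippocampi neither gene was a DEG. *Gsk3b* had a log2FC of -0.06 (95% confidence interval -0.14 to 0.03, adjusted p = 0.819 from limma) and *Rhoa* of -0.03 (-0.11 to 0.04, adjusted p = 0.836). FCROS called neither of them.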

**Figure 3:**
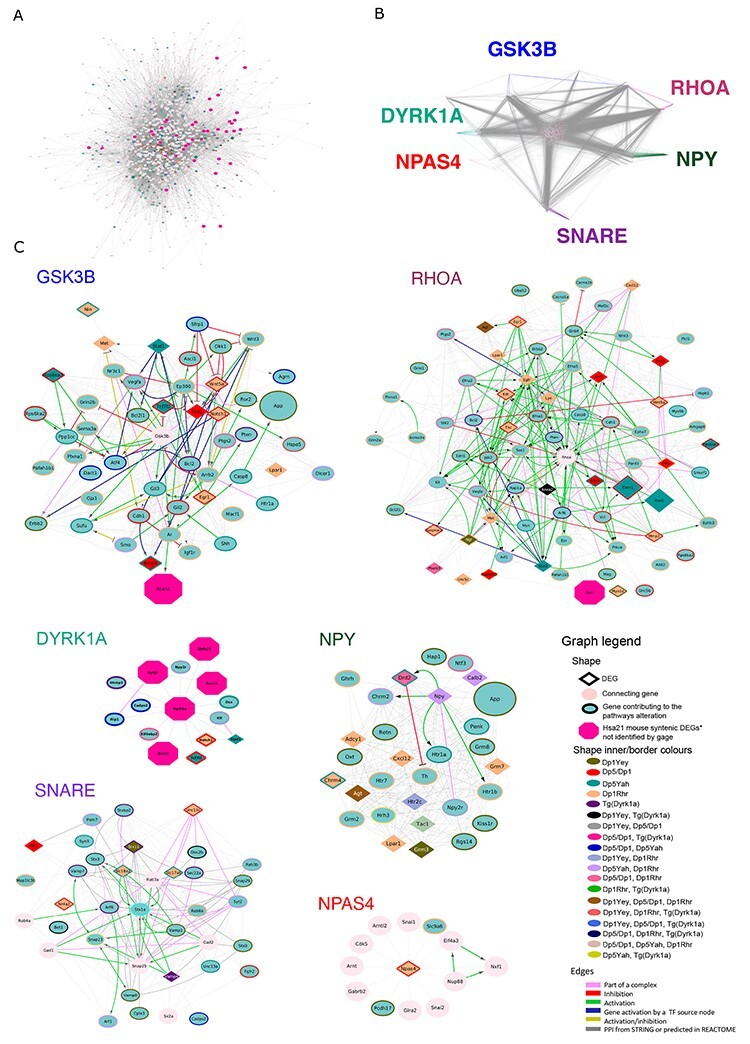
Protein-protein interaction networks involving DEGs linked to the synaptic function. (**A**) STRING04 MinPPINet of genes involved in synaptic function visualized using the edge weighed spring embedded layout by betwenness index in Cytoscape. The network was built by querying STRING and selecting the PPIs with a medium confidence score (CS = 0.4) coming from all sources of evidence. The shapes of the nodes represent the following information: Shapes: i) Pallid pink ellipses: represent connecting proteins added to assure the full connectivity of the network; ii) pink octagons, represent Hsa21 syntenic genes in mouse not identified as contributing to the meta-pathway dysregulation by GAGE; iii) green inner coloured ellipses, genes identified by GAGE after q-val <0.1 cut off to be contributing even slightly, to any pathway of those found dysregulated inside the meta-pathway. If the size is similar to the octagons, they are also HSA21 syntenic genes in mouse. Additionally, the border colour represents the mouse model multi group where those genes are found altered in; iv) diamonds, genes identified by GAGE after q-val <0.1 cut off and also by FCROS as DEGs. (**B**) Network Structure Decomposition of the STRING04 MinPPINet. Highlighting in different colors the interactions of GSK3β, NPY, SNARE proteins, DYRK1A and RHOA respectively. In the case of NPAS4, the interactions coloured correspond up to the first level interactions. (**C**) The six RegPPINets were extracted from the selection of each fo the following proteins and their 2^nd^ interactors from STRING04 MinPPINet: RHOA, DYRK1A, GSK3β, NPY, SNARE proteins and NPAS4. Then, those were further annotated with regulatory information using REACTOME (See Supplementary information). The shapes of the nodes represent the following information: Shapes: i) Pallid pink ellipses: represent connecting proteins added to assure the full connectivity of the network; ii) pink octagons, represent HSA21 syntenic genes in mouse not identified as contributing to the meta-pathway dysregulation by GAGE; iii) green inner coloured ellipses, genes identified by GAGE after q-val <0.1 cut off to be contributing even slightly, to any pathway of those found dysregulated inside the meta-pathway. If the size is similar to the octagons, they are also Hsa21 syntenic genes in mouse. Additionally, the border colour represents the mouse model multi group where those genes are found altered in; iv) diamonds, genes identified by GAGE after q-val <0.1 cut off and also by FCROS as DEGs. The edges colored represent the type of interaction annotated by following the PathPPI classification (61), and ReactomeFIViz annotations as follows i) The GErel edges indicating expression were colored in blue and repression in yellow. ii) PPrel edges indicating activation were coloured in green, inhibition in red. iii) Interactions between proteins known to be part of complexes in violet. iv) Predicted interactions were represented in grey including the PPI interactions identified by STRING DB (62) after merging both networks.

Overall, the network analysis of the DS synaptic RegPPINets, containing the MinPPINET and the regulatory information of the interactions, showed that DYRK1A controls 42.3% of the network nodes and 69.4% of the network seeds via second-level interactors. Hence, DYRK1A could control the DS synaptic network via PPI and regulatory interactions. Furthermore, the biological cascades centred on GSK3β, DYRK1A and RHOA are highly interconnected (Supplementary Material, Figs S13 and S14) and in fact several interactors of RHOA are connected and could somehow modulate a higher percentage (75 and 68.5%) of the nodes of the network and synaptic seeds (Supplementary Material, Table S6).

### Validating the newly identified RHOA, NPAS4 and SNARE pathways in DS Models

RHOA is a small GTPase protein acting through the activation of ROCK (RhoA Kinase) and the phosphorylation of the myosin light chain (MLC). Interestingly, *RhoA* was not found altered in the differential expression analysis; instead, it was a connecting node introduced to obtain a full connected PPI network. To ascertain whether RHOA pathway was altered in Dp1Yey, we checked the expression levels of two proteins of the pathway by qRT-PCR and WB (Fig. 4A). We found no changes in the expression of RHOA, converging with the transcriptomic analyses, but we detected a significant decrease of MLC phosphorylation (P-MLC) in the Dp1Yey hippocampi compared with control (Supplementary Material, Fig. S16). Thus, the RHOA pathways appeared to be downregulated in the Dp1Yey DS mouse model.

In our transcriptomics and network analysis, we found that *Npas4* was misregulated in the Tg(*Dyrk1a*), Dp1Rhr and Ts65Dn models. We verified the downregulation of *Npas4* and several other immediate early genes (IEGs: *Arc*, *Fosb* and *Fos*) in DS mouse models (Supplementary Material, Fig. S15). It is known that these IEGs are activated when light exposure is induced after a long light deprivation period (63,64). To confirm the impact of *Npas4* downregulation in Tg(*Dyrk1a*) mice, we performed qRT-PCR experiments to determine the specific early and late response genes altered in the visual cortex after light deprivation and *de novo* light exposure at three time points (1, 3 and 7.5 h) (Fig. 4B). The results showed that *Npas4* was clearly induced after light deprivation following 1 h of light stimulation but the expression level of *Npas4* was higher in Tg(*Dyrk1a*) mice compared with control (Fig. 4C). We also took the opportunity to observe the expression of late response genes specific to inhibitory neurons (*Frmdp3*, *Slc25a36* and *Igf1,*  Fig. 4D) and late response genes (*Grp3* and *Nptx2,*  Fig. 4F)*.* We found that gene expression was altered after 7.5 h of light stimulation in Tg(*Dyrk1a*). Interestingly, late response genes specific to excitatory neurons (*Bdnf* and *Nrn1,*  Fig. 4E) were not affected. The *Snap25*, *Snap23* candidate genes found in our analysis showed an altered expression after 7.5 h of light stimulation while *Dyrk1a* and *RhoA* levels were not affected (Fig. 4F).

## Discussion

In this study, we explored five DS mouse models carrying three copies of the region homologous to Hsa21 found on Mmu16, to decode the DS genotype–phenotype relationships and further investigated genetic interactions between different regions. To this end, we also assessed a transgenic model overexpressing one copy of *Dyrk1a*, plus two combinations of models (Dp5/Dp1, Dp5-Tg, Fig. 1), using a standardized behavioural pipeline focused on hippocampus-dependent memory processes; a process found impaired in people with DS.

In this parallel comparison, we observed several loci contributing to the alteration of different brain memory and control functions. We found that the spontaneous alternation in the Y-maze was altered in most of the models (except Dp5Yah alone; Fig. 1B). The minimal common genetic part of these lines was the overexpression of *Dyrk1a* and the result observed for transgenic Tg(*Dyrk1a*). Altogether, our previous results support DYRK1A as being the main driver of working memory defect (25) although another region could be involved in controlling spontaneous alternation (41).

Similarly, DYRK1A overdosage is a major cause for increased activity in the OF in Dp5/Tg(*Dyrk1a*) and Tg(*Dyrk1a*), but not in other models. While the Dp1Rhr Ds model was not affected, it can be hypothesized that another locus, located in the *Cbr1-Fam3b* interval, interferes with *Dyrk1a* overdosage in this model. The situation should be even more complex with additional genetic interaction. Indeed, no phenotype was observed for the distance travelled in the Dp1Yey, Dp5/Dp1, Dp5Yah, Dp1Rhr models. Thus the overexpression of Dyrk1a was able on its own, or combined with Dp5Yah, to induce increased activity while some loci that were not trisomic only in the Dp5/Dp1 model were able to suppress this effect, which can be reinduced by other trisomic loci specific to the Ts65Dn (see below). Altogether, our results suggest that many different genetic influences (at least three for the distance travelled) act on different behavioural variables in DS models.

Similar analysis of the NOR test with two distinct retention times highlighted several loci. The NOR test with 24 h of retention unravelled deficiency in most of the models, except in Dp5Yah and Dp5/Dp1, suggesting that there are at least two causative and two modifier loci (Fig. 5). Taken together, our results suggest that, depending on the variable observed in the behavioural test, several genetic interactions occur to build the link of behavioural phenotyping outcome in DS mouse models with loci, spread along Mmu16, including *Dyrk1a*. With 1 h of retention time, the NOR test pointed only to Dyrk1a overexpression, with at least one suppressing loci in the Dp1Rhr trisomic region.

As expected, we found deficits in the Ts65Dn mice similar to those previously published in the Y-maze, the OF, NOR, MWM and contextual FC (39,65) tests. Strikingly, thigmotaxis and time in the target quadrant in the probe test of the MWM were two variables modified only in the Ts65Dn trisomic model while Dp1Yey, which carries a duplication of the complete syntenic Mmu16 region, was less affected, as described before (66,67). 

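By FCROS at the thresholds of the Materials and Methods, 905 genes were called in Dp5Yah hippocampi, 420 as higher and 485 as lower. They came from 971 probe sets, which is 4.47% of those with a single gene name. Of the genes that it called, 523 also had an unadjusted p under 0.05 from limma. The called genes included *Ifnar2*, *Runx1* and *Cbs*, and all of the DEGs found by limma were among them. Without the third Dp5Yah array, a setting tried after the values of this array were seen, FCROS called 924 genes. The hippocampi of the other models were not among the files, so their counts were not computed.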

Remarkably, the Dp5Yah mice, with a duplication from *Cyyr1* to *Clic6*, displayed no deficits on their own in any of the tests performed and showed the lower number of DEGs in the hippocampi. Although several genes, *Sod1*, *Olig1*, *Olig2, Rcan1* and *Synj1*, from the region were proposed as inducing an early DS cognitive phenotype (68–71), our results indicated that the *Cyrr1-Clic6* region was not sufficient to induce by itself cognitive defects in DS models. Nevertheless, no defects were found in the Dp5/Dp1 mice, contrary to Ts65Dn in the OF, or they appeared less severe in the NOR test (see below). This indicates the existence of a key modulator in the *Cyyr1-Clic6* region. The major behavioural alterations found in Ts65Dn probably result from the influence of different genetic factors: first the overdosage of genes homologous to Hsa21; then the presence of the freely segregating mini-chromosome (72), and also the trisomy of about 60 Mmu17 centromeric genes, non-homologous to Hsa21 (16) and overexpressed in the hippocampus of Ts65Dn mice. In particular, the overdosage of *Tiam2* and *Synj2,* located on the Mmu17 centromeric region could exacerbate the effect of the overexpression of their respective paralogs *Tiam1* and *Synj1* (71,73). Strikingly, the transcriptomic analysis showed a different global disruption of genome expression in the Ts65Dn hippocampi, compared with the other trisomic models with segmental duplications. This was emphasized by the low correlation of DEGs and deregulated pathways between Ts65Dn, Dp1Yey and Dp5/Dp1. Overall, we can hypothesize that the suppression effect seen in the Dp1Yey model compared with the Ts65Dn, is due to a suppression effect of genes overexpressed and located upstream of *Mrpl39*, or to an enhancing effect of genes located on the non-homologous region in the Ts65Dn minichromosome, or to the freely segregating minichromsome in the Ts65Dn. New models and further analysis will be needed to test these hypotheses.

**Figure 4:**
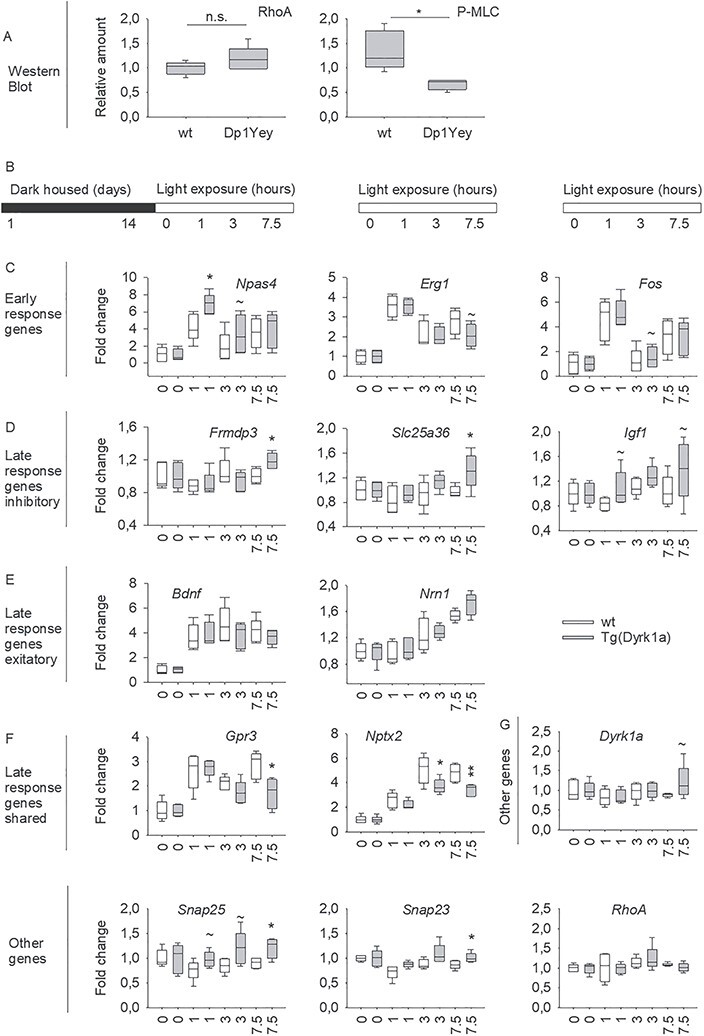
Evaluating RHOA and NPAS4 pathways in DS models. (**A**) RHOA pathway was altered in the Dp1Yey. Western blot analysis was revealed no changes in the expression of RHOA but a significant decrease of the phosphorylation of the Myosin light chain (P-MLC) in the Dp1Yey hippocampi compared to control (*n* =  5 per genotype). (**B**) Mice were housed in total darkness for 14 days and then were subsequently exposed to light for 0, 1, 3 or 7.5 h. Relative expression levels were determined, and fold change were calculated for each condition. Genotypes differences in fold change were assessed by Student *t*-test. (**C**) Only the fold change for early response genes *Npas4* was up-regulated in Tg(*Dyrk1a*) mice compared to wt at 1 hours of light induction. (**D**) The late responses genes specific to inhibitory neurons *Frmdp3*, *Slc25a36* and *Igf1* were up-regulated after 7.5 hours of light induction. (**E**) The fold change of late responses genes specific to excitatory neurons *Bdnf* and *Nrn1* were unchanged. (**F**) The fold change of late response genes shared by excitatory and inhibitory neurons *Gpr3* and *Nptx2* were downregulated after 3 and/or 7.5 hours of light induction. (**G**) *Dyrk1a* and *RhoA* showed a similar fold change along the different condition whereas *Snap25* and *Snap23* presented an increased enrichment for the 7.5 hours condition. Data are presented as box plots with the median and quartiles.

Similar to cognition, brain morphology was affected differently in DS models. As observed in people with DS, a global decrease in brain size was observed in Dp1Yey, Ts65Dn and Tg(*Dyrk1a*) while Dp1Rhr showed an increase in size in many brain regions compared with the other DS models. In addition, specific changes were found in several regions including the basal forebrain septum, a predominant source of cortical cholinergic input with an early substantial loss of basal forebrain cholinergic neurons; a constant feature of Alzheimer’s disease and other deficits in spatial learning and memory (74). Besides, only Ts65Dn presented an enlargement of the ventricles, which was previously associated with a decrease of cortical neurogenesis in the brains of the Ts1Cje and Ts2Cje mouse models (33).

**Figure 5:**
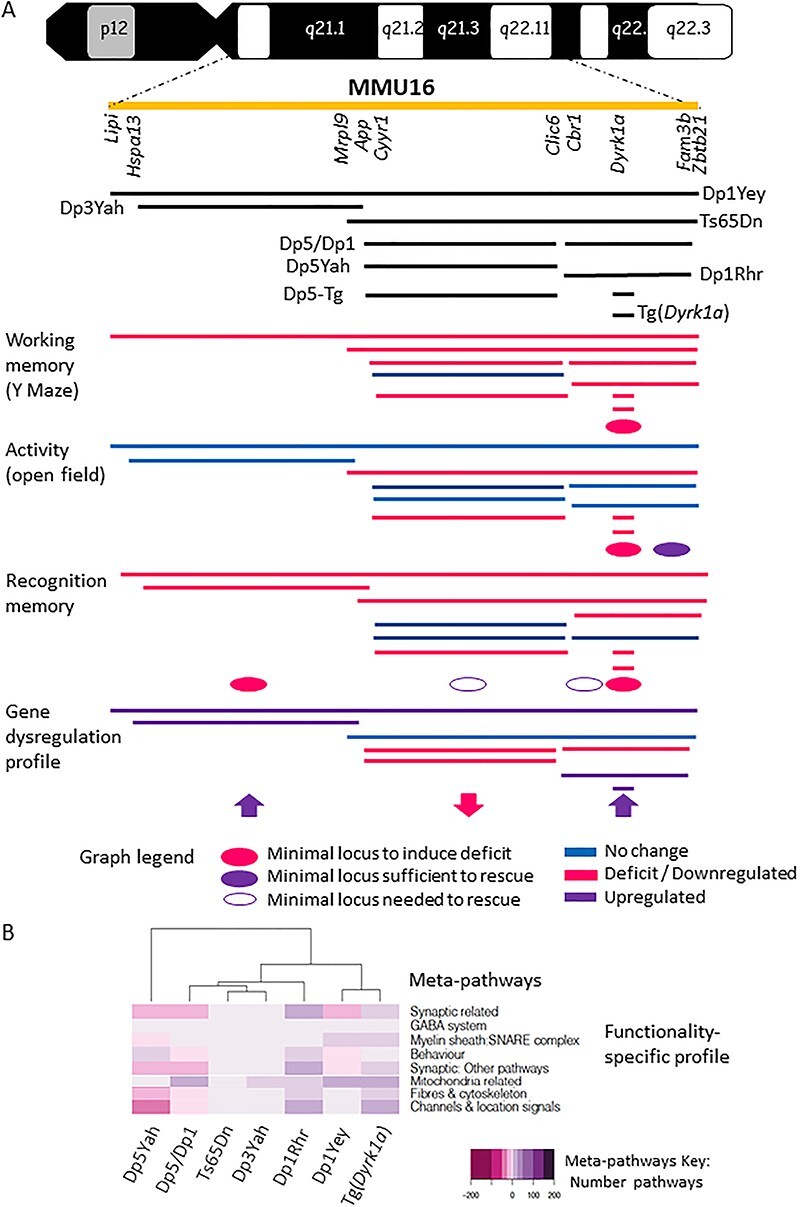
Genotype correlation associated to behaviour phenotype in partial trisomic DS model. Here we highlight the duplicated region carried on each model with the corresponding syntenic region in the human chromosome 21 together with the main behavioral and transcriptomics results pointing to the existence of region specific phenotypes and functional alteractions. The black lines represents the duplicated syntenic regions to human chromosome 21 on each model (represented in the yellow line). The blue lines represents the behavioral results where no alteration was found, instead the red lines identifed the tests with deficits. Over the transcriptomics meta-pathways fucntional profile summary picture, in purple is highlighted upregulation whereas in pink downregulation. The intensity of the color stands for the number of pathways included on each meta-pathway from the total number of pathways found altered on each model.

Comparative genome wide expression profiling in the mouse hippocampus revealed that the entire dysregulation cannot be attributed to a single gene or region. 

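Among the DEGs of Dp5Yah hippocampi called by limma, *a* was the only one without a homologue on Hsa21, since *Runx1* and *Cbs* have theirs there. Of the genes called by FCROS, 867 lay outside the trisomic interval. Of 47 measured genes of Mmu10 homologous to Hsa21, limma called 0 over all genes and 0 when adjusted over the list alone, with 1 at an unadjusted p under 0.05, namely *Gm10100* with a log2FC of 0.17. FCROS called 2 of them as higher and 1 as lower.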

The overall effect results from a complex interplay between certain trisomic overexpressed genes and other genes spread along the genome, evidenced by the fact that the majority of DEGs were not Hsa21 genes (Supplementary Material, Table S3). Additionally, we identified 34 trisomic DEGs (TEGs) with regulatory activity (Transcription factors, chromatin modellers, etc.) as *Mir99a, Usp16, Erg* or *Rcan1* that may be involved in the changed regulatory landscape of the models. Indeed, *RCAN1* and *USP16* were found to be upregulated in human brain datasets (cerebrum and cerebellum)(49,75) and *USP16* was also found as a DEG upregulated in heart and adult fibroblasts while *MIR99A* was found upregulated in adult fibroblasts (50). Nevertheless, the expression of DEGs was strongly correlated and conserved in Mmu16 based DS models. This is similar to the behavioural results obtained where related phenotypes were found in models carrying correlated partial duplications. 

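*Rcan1* and *Usp16* both lie in the duplicated interval of Dp5Yah. *Rcan1*, which encodes a regulator of calcineurin (chromosome 16 of GRCm38 from 92391951 to 92466169), rose with a ratio of 1.31 (95% confidence interval 1.24 to 1.39, n = 5 per group, adjusted p = 0.000655 from limma). *Usp16*, which encodes a deubiquitinase of histone H2A (from 87454985 to 87483515), had a ratio of 1.27 (1.12 to 1.43, adjusted p = 0.642 from limma, and 0.00227 when adjusted over the list alone). FCROS called both as higher. Without the third Dp5Yah array the adjusted p of *Usp16* over all genes was 0.0390.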

Unexpectedly, Dp1Yey DEGs correlation was closer to Tg(*Dyrk1a*) than to Ts65Dn (42% against 25%) and there was a negative correlation between Dp3Yah & Dp5Yah (22%) and Tg(*Dyrk1a*) & Dp5Yah (13%). These correlations point to different gene dysregulations in these models and to the existence of epistasis with several regulatory trisomic genes countering the effect of genes in other trisomic regions.

We carried out an in depth functional annotation analysis to characterize 10 major meta-pathways with ribosome and mitochondrial functions, transcription and epigenomic regulation, and the synapse function categories highly affected. We also found a strong upregulation of genes involved in the Interferon beta pathway (Supplementary Material, Fig. S13B) as some interferon receptors were found upregulated in Mmu16 DS models. 

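Genes induced by interferon had slightly higher means in Dp5Yah hippocampi, which carry an additional copy of 4 interferon and interleukin receptor genes. *Il10rb*, a receptor subunit of the interleukin 10 family next to *Ifnar2*, had a ratio of 1.34 (95% confidence interval 1.19 to 1.51, n = 5 per group, adjusted p = 0.121 from limma, and 0.000351 when adjusted over the list of trisomic genes alone), and FCROS called it. Of 38 measured genes of the interferon response, 28 had a higher mean, with a median log2FC of 0.05. None passed limma over all genes or when adjusted over the list alone, and 3 had an unadjusted p under 0.05. These were *B2m*, the light chain of class I antigens, with a log2FC of 0.15 (standard error 0.05), *Gbp3* with 0.11 and *Irf7* with 0.12. FCROS called 4 as higher and 0 as lower. The list was higher by camera (adjusted p = 0.0194), but not with an estimated correlation (adjusted p = 0.662). The call was also lost without the second, the third or the fifth control or the first or the fifth Dp5Yah array, with adjusted p from 0.0725 to 0.242, and after a second quantile normalisation (adjusted p = 0.0602). With the choroid plexus or the thalamus markers as a covariate it was kept (adjusted p = 3.29e-05 and 2.32e-05), with a mean log2FC of 0.075 in both and 0.052 without a covariate.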

As such *Ifnar2* and *Il10rb* were found upregulated in all the mice lines (except Tg(*Dyrk1a*)), pointing to a potentially critical role in interferon pathway dysregulation. 

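In Dp5Yah hippocampi *Irgm1*, an interferon-induced GTPase gene, had a log2FC of 0.15 (standard error 0.08, adjusted p = 0.819 from limma, n = 5 per group). *Ifit1* and *Ifit2*, which encode interferon-induced proteins with tetratricopeptide repeats, had 0.20 (standard error 0.10) and 0.07 (standard error 0.06). *Ndufa13*, a subunit of respiratory complex I, had 0.03 (standard error 0.04). Of these genes, FCROS called *Ifit1* as higher and limma called none.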

The same phenomenon was observed with other genes like *Irgn1*, *Ifit1*, *Ifit2* or *Ndufa13*. This upregulation of the interferon beta pathways was previously reported in the Ts1Cje mouse model (76,77) and linked to a possible increase of activity of the JAK-STAT signalling pathway, recorded here by the up regulation of *Stat1*.

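Of 52 measured genes of the glutamatergic synapse and LTP, 37 had a lower mean in Dp5Yah hippocampi, but by little, with a median log2FC of -0.02. *Grik1*, a kainate receptor subunit in the duplicated interval, rose with a log2FC of 0.41 (standard error 0.05, adjusted p = 0.00584 from limma), and no gene fell (also when adjusted over the list alone, which gave 1 higher). The lowest p-values after that of *Grik1* were those of *Plcb4*, with a log2FC of -0.23 (standard error 0.08, adjusted p = 0.819), which FCROS called as lower, and the NMDA receptor subunit *Grin2c*, with -0.09 (standard error 0.04). At an unadjusted p under 0.05 there were 3 genes in all. The list was lower by camera (adjusted p = 0.0279), but not with an estimated correlation (adjusted p = 0.747). The call was also lost without the second control (adjusted p = 0.166), without the third (0.869) or the fifth Dp5Yah array (0.103), with array weights (0.213) or dim genes removed (0.464), and after a second quantile normalisation (0.382). With the choroid plexus or the thalamus markers as a covariate it was kept (adjusted p = 0.0131 and 0.00737). Without the third Dp5Yah array the mean log2FC of the list also turned, from -0.0113 to 0.0064.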

The expression of genes involved in long-term synaptic potentiation (LTP) and synaptic plasticity were decreased in Dp1Yey, Dp5Yah, Dp1Rhr, Dp5/Dp1 models, respectively, corroborating previous reports on different DS mouse models and *in vitro* studies. The only upregulated pathways were the myelin sheath and SNARE, both found in Dp1Yey and Tg(*Dyrk1a*) models. 

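Of 21 measured genes of neural progenitors and adult neurogenesis, 11 had a higher and 10 a lower mean in Dp5Yah hippocampi. *Calb2*, the calretinin gene of immature granule cells and some interneurons, had a log2FC of -0.31 (standard error 0.18, adjusted p = 0.819 from limma), and FCROS called it as lower. Limma called 0 over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and the list was not shifted (camera, adjusted p = 0.655). Of 30 genes of neural tube development, 22 had a lower mean. *Tcf7l2*, a transcription factor of Wnt signalling that is abundant in the thalamus, had a log2FC of -0.49 (standard error 0.30). Limma called 0 of them in either way of adjustment and 1 at an unadjusted p under 0.05, *Grhl3* with 0.08, and FCROS called 3 as lower. That list was lower by camera (adjusted p = 0.0237), but not with an estimated correlation (adjusted p = 0.459) nor with the choroid plexus or the thalamus markers as a covariate (adjusted p = 0.293 and 0.306), with dim genes removed (0.219) or after a second quantile normalisation (0.0598). Its mean log2FC went from -0.066 to -0.031 and -0.027 with the covariates. It was -0.083 with dim genes removed and -0.067 after the second normalisation, so there the shift did not shrink. The call was also lost without the first or the fourth control or the first, the second or the third Dp5Yah array, with adjusted p from 0.0514 to 0.315.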

Interestingly, models carrying the Dp1Rhr region duplication showed dysregulation mainly in synapse transmission, plasticity and LTP, while models carrying the Dp5Yah region duplication showed dysregulation associated with genes involved in stemness and differentiation. Together, the models with both Dp5Yah and Dp1Rhr duplicated regions were involved in post-synapse modulation and transmission. Thus, there seems both region-specific effects and region-dependent effects.

Moreover, the high intermodel inter-pathway connectivity approach showed six major sub-network biological cascades controlled by DYRK1A, GSK3β, NPY, SNARE complex, RHOA and NPAS4, which play a crucial role in the brain function. DYRK1A is a well-recognized driver of DS phenotypes and the target of several therapeutic approaches (25,38), which also interacts with GSK3β and NPY in DS models (25,78–82). Thus, we were pleased to detect these three pathways and surprised to notice how closely interconnected those sub-networks were. We also described new pathways with SNARE, RHOA and NPAS4 in models based on Mmu16. Interestingly, SNARE complex proteins were also found modified in a DS model for the region homologous to Hsa21 on Mmu17 (59). RHOA is a member of the RHO GTPase involved in several intellectual disabilities that affect dendritic structure in adult neurons (83–86), a phenotype also described in certain DS models (87–89) or linked to DYRK1A (90,91). Misregulation of *Npas4* and IEGs was found in various DS mouse models and can induce abnormal regulation when activated in specific biological processes, such as cognition in the Ts65Dn model (92). Furthermore, the network analyses highlighted NPAS4 as a potential modulator of synaptic dysfunction via well-connected interactors. NPAS4 could affect the main altered biological cascades in addition to the GABA and NMDA receptors involved in the modulation of the excitatory/inhibitory balance of the brain (63).

The betweenness centrality index value is used to measure the interconnectivity of the network and showed that RHOA, DYRK1A, GSK3β, and their interactors were more closely knitted together and populated the central part of the network while SNARE, NPAS4 and NPY with their first- and second-layer interactors were more in the periphery of the network. This strong interconnectivity is of interest for two reasons: it makes the full network highly sensitive to targeted attacks against these proteins while, on the contrary, the network is robust against such attacks if they do not target several proteins simultaneously, for example during a drug trial. Thus, studying further closely connected altered genes and understanding their interactions could provide novel insights into the possible molecular mechanisms explaining why so many compounds, including DYRK1A specific kinase inhibitors, are capable of restoring learning and memory in DS models (11,38,93,94). Additionally, these nodes show a large number of connections. Indeed, using the betweenness index, these nodes can be seen to orchestrate the network and their interactors occupy its centre, illustrating their extreme importance for its stability in terms of network theory. Moreover, similar to the observation in DS people, where the affectation/severity of gene dysfunction varies from one individual to another, we propose here that different DS mouse models show different changes in the six signalling interconnected cascades affecting brain dysfunction, leading to similar behavioural phenotypes. Our observation may support the developmental instability hypothesis, which postulates that the non-specific triplication of a relatively small number of genes causes genetic imbalance with a significant impact on global gene expression. This hypothesis is in agreement with the study of rare individuals, carrying Hsa21 duplications, who displayed intellectual disabilities (5,7) and should be taken into account when therapeutic assays are planned. We suggest that preclinical observation in one partial trisomic mouse model should be replicated in more genetically complex models to test potential genetic influences (38,59,95). This is probably the limit of the model, since although behaviour and memory mechanisms are common between mice and humans, the complexity of the model is lower. Conducting the same studies in more complex animal models carrying all the trisomic genes homologous to Has21, would definitely permit better deciphering of genes having an impact on cognitive behaviour.

Taking advantage of DS mouse models, we investigated behaviour and cognition, brain morphology and hippocampal gene expression in a standardized and controlled manner. Our results with the partial duplication of the Mmu16 region homologous to Hsa21 are in agreement with human genetic analysis (4–10) and showed how multiple genetic interactions between different regions of chromosome 21 contribute towards altering the outcome of the behavioural, morphological and molecular/pathway phenotypes. We are now faced with the challenge of carefully dissecting all these genetic interactions. Nonetheless, we found that overlapping DS models show convergence in the biological cascades altered, observed via building PPI and regulatory networks, and centred on six main hubs: DYRK1A, GSK3β, NPY, SNARE, RHOA and NPAS4. We propose to name these hubs the centre of the DS biological cascade. Some of them have already been described as altered in certain DS models, and we validated two additional ones, RHOA and NPAS4. Thus, we have built a novel vision of existing altered gene–gene crosstalk and molecular mechanisms, with six specific highly interconnected DS hubs in mouse models. They may well prove essential in improving our understanding of DS neurobiology and making progress in therapy development.

## Material and Methods

### Mouse lines

The duplications of different Mmu 16 regions (Dp(16*Lipi*-*Zbtb21*)1Yey (or Dp1Yey), the Dp(16*Hspa13*-*App*)3Yah (noted Dp3Yah), the Dp(16*Cbr1*-*Fam3b*)1Rhr (or Dp1Rhr)) and BAC transgenic mice for *Dyrk1a* (Tg(*Dyrk1a*)) models were described previously (19,20,24,37). The genetic background of the DS lines carrying each duplication was pushed towards the C57BL/6J (B6J) genetic background for more than seven generations of backcrossing. The only exception was the trisomic Ts65Dn (Ts(17^16^)65Dn) mice, initially obtained from the Jax, which were kept on a F1 B6C3B genetic background (with the C3B line as a C_3_H/HeH congenic line for the BALB/c allele at the *Pde6b* locus (96)). The Dp(16*Cyyr1*-*Clic6*)5Yah (noted Dp5Yah) was generated by the *in vivo* TAMERE technology inserting loxP sites in *App* and *Runx1* (see Supplementary information). In the Dp3Yah and Dp5Yah models, only two complete copies of *App* and *Runx1* genes were expressed. 

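In Dp5Yah hippocampi the level of *App* was close to that of the controls, while that of *Runx1* was higher. *App* (chromosome 16 of GRCm38 from 84952666 to 85175255) had a log2 intensity of 12.78 ± 0.03 (SD, n = 5) in Dp5Yah and 12.82 ± 0.02 (SD, n = 5) in controls, a ratio of 0.971 (95% confidence interval 0.929 to 1.02, adjusted p = 0.819 from limma). *Runx1* (probe set 10441003, from 92601466 to 92826074) had 8.04 ± 0.09 (SD, n = 5) in Dp5Yah and 7.00 ± 0.12 (SD, n = 5) in controls. The log2FC was 1.04 (standard error 0.06, adjusted p = 2.56e-05 from limma), with a confidence interval of the ratio from 1.87 to 2.26. The probe set gives 1 value for the gene, so the parts of *Runx1* on each side of the loxP site were not measured apart.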

The Dp5Yah line was crossed with the Dp1Rhr line in order to generate Dp5Yah/Dp1Rhr (also noted Dp5/Dp1) compound transheterozygote carrying a similar trisomic Mmu16 gene content to that of the Ts65Dn. Indeed, 15 Hsa21 homologous genes (*Mrpl39, Jam2, Atp5j, Gabpa, App, Cyyr1, Runx1, Setd4, Mx2, Tmprss2, Ripk4, Prdm15, C2cd2 and Zbpb21*) are not in three copies in Dp5/Dp1 compared with Ts65Dn. In addition 46 protein-coding genes located on the Mmu17 centromeric region in the Ts65Dn minichromosome (13,16) are not trisomic in the Dp5/Dp1. The Dp5Yah model was also combined with Tg(*Dyrk1a*) by crossing Dp5Yah/+ and Tg(*Dyrk1a*)/0 animals and generating the four genotypes (Dp1Yah, Dp5Yah, Tg(*Dyrk1*a) and [Dp5Yah; Tg(*Dyrk1a*)] noted here Dp5-Tg), to test specific interaction between Dp5Yah and *Dyrk1a* overdosage.

All the lines were maintained under specific pathogen-free conditions and were treated in compliance with the animal welfare policies of the French Ministry of Agriculture (law 87 848), and the phenotyping procedures were approved by our local ethical committee (Com’Eth, no. 17, APAFIS no. 2012-069).

### Behaviour pipeline

A series of behavioural experiments were conducted in male mice with an age-range starting at 2.5 up to 7 months for the last test, as described in the Supplementary information. The tests were administered in the following order: Y-maze, OF, NOR (24 h), MWM and FC (contextual and cue). Behavioural experimenters were blinded to the genetic status of the animals. Separate groups of animals were composed for each line (as indicated in the Supplementary Material, Table S1). Several mouse models found defective for the NOR performed with 24 h of retention memory were also tested after 1 h of retention. The Dp5Yah crossed with Tg(*Dyrk1a*) was tested for Y-maze and NOR at 24 h. All the standard operating procedures for behavioural phenotyping have been already described (95,97–100) and are detailed in the Supplementary Information.

### Magnetic resonance imaging

A dedicated cohort of animals at the age 102 ±7 days was anesthetized and perfused with 30 ml of room temperature 1× phosphate buffer saline (PBS) complemented with 10% (% w/v) heparin and 2 mm of ProHance Gadoteridol (Bracco Imaging, Courcouronnes, France) followed by 30 ml of 4% PFA complemented with 2 mm of ProHance Gadoteridol. Then, the brain structure was dissected and kept in PFA 4% 2 mm ProHance overnight at 4°C. The next day, each specimen was transferred into 1× PBS 2 mm ProHance until imaging.

Just prior to imaging, the brains were removed from the fixative and placed into plastic tubes (internal diameter 1 cm, volume 13 ml) filled with a proton-free susceptibility-matching fluid (Fluorinert^®^ FC-770, Sigma-Aldrich, St. Louis, MO). Images of excised brains were acquired on a 7T BioSpec animal MRI system (Bruker Biospin MRI GmbH, Ettlingen, Germany). Images were reconstructed using ParaVision 6.0. An actively decoupled quadrature-mode mouse brain surface coil was used for signal reception and a 72-mm birdcage coil was used for transmission, both supplied by Bruker. The first protocol consisted of a 3D T2-weighted rapid-acquisition with relaxation enhancement. The second imaging protocol consisted of a 3D T2^*^-weighted Fast Low Angle (FLASH) sequence. The image matrix for both sequences was 195 × 140 × 90 over a field of view 19.5 × 14.0 × 9.0 mm^3^ yielding an isotropic resolution of 100 μm and treated and analysed for anatomical parameters, as detailed in the Supplementary Information.

### Gene expression assay

Hippocampuses were isolated from DS trisomic models and their littermate controls (*N* = 5 per group) and flash frozen in liquid nitrogen. Total RNA was prepared using the RNA extraction kit (Qiagen, Venlo, The Netherlands) according to the manufacturer’s instructions. Sample quality was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Gene expression analysis was carried out using GeneChip^®^ Mouse Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA, USA). All the procedures and analyses are detailed in the Supplementary Information.

### Availability of data and materials

All the mouse lines are available in the Jax or the EMMA/Infrafrontier repository. Raw microarray data and re-analysed data have been deposited in GEO (Accession No. GSE149470).

### Bioinformatic analysis

The gene expression profile of the mouse hippocampi isolated from Dp1Yey, Dp3Yah, Ts65Dn, Dp5/Dp1, Dp5Yah, Dp1Rhr and Tg(*Dyrk1a*) trisomic mouse models was analysed with a specific bioinformatics pipeline and controlled for quality prior to and after data pre-processing and normalization (see Supplementary Information in the detailed Material and Methods section). The DEGs were identified using a method based on fold-change (FC) rank-ordering statistics (FCROS) (101). In the FCROS method, *k* pairs of test/control samples are used to compute FC. For each pair of test/control samples, the FCs obtained for all genes are ranked in increasing order. Resulting ranks are associated with genes. Then, the *k* ranks of each gene are used to calculate a statistic and resulting probability (*f*-value) used to identify the DEGs after fixing the error level at 5% false discovery rate (FDR).

We performed the functional differential analysis using GAGE (102) and grouped all the pathways into 10 functional categories (noted meta-pathways). Functional intermodel meta-pathway connectivity was studied by identifying the genes shared between pathways and models inside the same meta-pathway. Then, to assess gene connectivity, we built a minimum fully connected PPI network (noted MinPPINet) of genes known to be involved in synaptic function as they were associated with synaptic pathways via GO (103) and KEGG databases (104). Furthermore, regulatory information was added to build the final RegPPINet. We used the betweenness centrality analysis to identify hubs, keys for maintaining the network communication flow. The relevance of the connecting nodes was further predicted by the machine learning algorithm Quack (105). Finally, we computed 100 000 random networks with a similar degree, to assess if the likelihood of observing such connectivity in the DS network was more than one can expect by chance using statnet and sna R packages (https://cran.r-project.org/web/packages/statnet/index.html;  https://cran.r-project.org/web/packages/sna/index.html). The full list of R packages used can be found in the Supplementary Material, Table S7.

### Western blot

The expression levels of the RHOA protein and MLC phosphorylation by the MLC Kinase part of the RHOA pathway were analysed using western blot in five animals Dp1Yey and five control (wt) littermates (see Fig. 4G, Supplementary Material, Fig. S16, and Supplementary Information). We used the following primary antibodies: anti-RHOA (2117, Cell Signalling, USA, 1:1000), anti-pMLC (Thr18/Ser19 #3674, Cell signalling, Boston, MA, USA, 1:1000) and mouse monoclonal Anti-β-Actin-Peroxidase antibody (A3854 Sigma, 1:150 000); and HRP conjugated Goat anti-Rabbit IgG secondary antibody (A16096, Invitrogen, France). Protein signals were visualized with Amersham™ Imager 600 and were quantified using ImageJ and statistical analysis using Sigma Plot. The relative amount of RHOA and p-MLC proteins was calculated as the ratio of the signal detected for each protein of interest compared with the β-actin signal detected and normalized by the mean signal of the wt samples.

### Visual stimulation

Mice raised in a standard light cycle were housed in constant darkness for 2 weeks. Then, animals in the light-exposed condition group, were consecutively exposed to light for 0, 1, 3 and 7.5 h before being sacrificed. The animals belonging to the dark-housed condition group were sacrificed in the dark. After euthanasia, their eyes were enucleated before visual cortex dissection in the light and flash frozen in liquid nitrogen. cDNA and quantitative PCR were performed as indicated in the Supplementary Information. The Ct values were transformed to quantities by using the comparative Ct method. Hence, all data were expressed relative to the expression of the most expressed gene. These relative expression levels, were normalized with Genorm by keeping the more stable reference genes (106). To calculate fold-induction, the relative quantity of gene expression at each time point was divided by the mean of the relative level of gene expression of dark-housed mice for the corresponding genotype. The mean and standard error were calculated at each time point from these fold-induction values.

### Statistical analysis

All data are expressed as mean group value ± standard error of the mean (SEM) or as box plots with the median and quartiles. For each data set, we analysed if the data were normally distributed using the Shapiro–Wilk test and Quantile–Quantile plots (Supplementary Material, Fig. S2) and the homogeneity of variances by the Brown–Forsy test. Differences between groups were inferred by one-way ANOVA (OF) and ANOVA for repeated measures, or we performed the Kruskal–Wallis non-parametric test in the case of datasets where the assumptions of normality or homogeneity of variances were not fulfilled. The *post-hoc* tests (Fisher’s LSD Method) were conducted only if the *F* parameter in ANOVA achieved a level of 0.05. All the behavioural analysis results can be found in the Supplementary Material, Table S1. For the MRI data, intergroup comparisons on region-based data were conducted on the normalized volumes (i.e. ratio between the volume of the structure and the whole brain volume) of each segmented structure using the Student’s *t*-test while correcting by multiple testing setting up an FDR correction.

## Supplementary Material

2020-09-21_Supplementary_Info_Duchon_et_al_ddab012 Click here for additional data file.

S1_table_ddab012 Click here for additional data file.

S2_table_ddab012 Click here for additional data file.

S3_table_ddab012 Click here for additional data file.

S4_Table_ddab012 Click here for additional data file.

S5_Table_ddab012 Click here for additional data file.

S6_table_ddab012 Click here for additional data file.

S7_table_ddab012 Click here for additional data file.

# Supplementary material for: Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models
**Source:** Hum Mol Genet. 2021 Mar 9;30(9):771–88. doi: 10.1093/hmg/ddab012
**Supplement:** 2020-09-21_Supplementary_Info_Duchon_et_al_ddab012

# Supplementary information

# Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models

Arnaud Duchon^1^, Maria del Mar Muñiz Moreno^1^, Sandra Martin Lorenzo^1^, Márcia Priscilla Silva de Souza^1^, Claire Chevalier^1^, Valérie Nalesso^1^, Hamid Meziane^2^, Paulo Loureiro de Sousa^3^, Vincent Noblet^3^, Jean-Paul Armspach^3^, Veronique Brault^1^ and Yann Herault^1,2,*^

^1^ Université de Strasbourg, CNRS, INSERM, Institut de Génétique et de Biologie Moléculaire et Cellulaire (IGBMC), department of translational medicine and neurogenetics 1 rue Laurent Fries, 67404 Illkirch Graffenstaden, France

## Detailed Materials and Methods

All experiments were performed in accordance with the Directive of the European Parliament: 2010/63/EU, revising/replacing Directive 86/609/EEC and with French Law (Decret n° 2013-118 01 and its supporting annexes entered into legislation 01February 2013) relative to the protection of animals used in scientific experimentation. YH was the principal investigator of this study (accreditation 67-369) in our animal facility (Agreement C67-218-40). The mouse lines are available through the INFRAFRONTIER/European Mouse Mutant Archive.

To generate the Dp5Yah duplication, we used LoxP sites inserted at the *App* and *Runx1* loci as described previously (1-3) and using an *in vivo* TAMERE strategy (4, 5). Dp5Yah mice carry a duplication of the Mmu16 region located between 75752482 and 92698235bp (GRCm38/mm10) (Supplementary fig 1). 

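Of the genes upstream of *Cyyr1*, from *Robo2* to *App*, 21 were measured in Dp5Yah hippocampi, with log2FCs between -0.22 and 0.03. None was raised by limma over all genes or when adjusted over the list alone, 1 had an unadjusted p under 0.05 (*Hspa13*, with -0.13), and FCROS called only *Mir99a*, as lower. The supplementary text places the duplication from 75752482 to 92698235 of GRCm38, which would take in 18 of these genes, all but *Robo2*, *Lipi* and *Rbm11*. For each of the 18 the interval of the ratio lay below 1.5. This does not tell their copy number, since it also held for most measured genes from *Cyyr1* to *Clic6*. The log2FCs of the 18 were at most 0.03, against a median of 0.34 from *Cyyr1* to *Clic6* outside the keratin cluster. The genes from *Cyyr1* to *Clic6*, as in Table S4, were taken as the interval here. Of the 39 measured genes downstream of *Clic6*, only *Runx1* rose by limma (1 when adjusted over the list alone), while 30 had a higher mean. The list was higher by camera (adjusted p = 0.0385), but not with an estimated correlation (adjusted p = 0.442). Its centred mean was 0.18 in the third Dp5Yah array and between -0.02 and 0.003 in the other Dp5Yah arrays. In the controls it was between -0.04 and -0.02 (exact permutation p = 0.00794, the smallest possible). This list includes *Runx1*, which was higher in every Dp5Yah array than in every control. Over the 31 measured genes from *Cbr1* to *Fam3b*, each array was set against the mean of the other arrays. The third Dp5Yah array lay at 0.226, the other Dp5Yah arrays from -0.045 to -0.019 and the controls from -0.029 to -0.009. The p-value therefore does not show a rise of these genes in each Dp5Yah array. FCROS also called *Cbr3*, with a log2FC of 0.19, as higher and *B3galt5*, with -0.16, as lower. Over these 39 genes the mean was higher in the third Dp5Yah array than in the other Dp5Yah arrays, at 7.96 against 7.77 on the log2 scale.

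**Figure D4:**
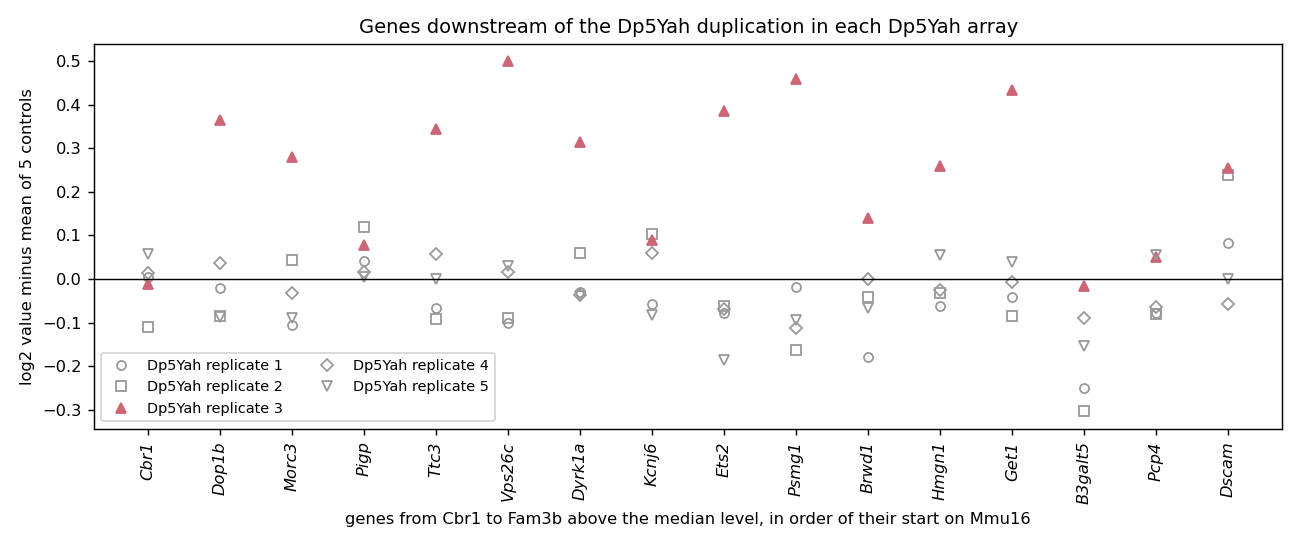
Log2 value of each Dp5Yah array minus the mean of 5 controls for genes from *Cbr1* to *Fam3b*, downstream of the duplication, that lie above the median level of all genes, in the order of their start on Mmu16. Each point is 1 array; the third Dp5Yah array (filled triangles) lies highest for most of these genes.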

Mouse lines were genotyped according to published protocols (6-9). The Dp5Yah mice were genotyped by PCR with common primer App_wt/rec3Up (5’GGCTCATCCTTGTTCTTTGTT3’) and two specific primers App_wt2Dw (5’AGCAGAGCACCTTCGTGTTT3’) and App_Rec3Dw (5’CGTCTTGCCTGGAGTTATTTT3’). For Dp3Yah mice, the PCR genotyping strategy used three pairs of primers, Stch_wt/recDw (5'GGCTTGGCTCCAAAACTACA3'), Stch_wtUp (5'TGGGCCATACTAGCATCAACT3') and Stch_recUp (5'GAGTCAGTGAGCGAGGAAGC3'). MBACtgDyrk1a transgenic line was maintained on a C57BL/6J background and genotyped by PCR with primers Dyrk-L (5′-TGGGCCAAGCAGTTAGGAGTTT-3′) and Bac11-R (9) (5′-CCATGATTACGCCAAGCTATTTAGG-3′).

### Behavioural analysis

We generated experimental animal cohorts by selecting mice from litters containing a minimum of two male pups. After weaning, animals were sorted by litters into 39 x 20 x 16 cm cages (Green Line, Techniplast, Italy) where they had free access to purified water and food (D04 chow diet, Safe, Augy, *France*). The temperature was maintained at 23±1 °C, and the light cycle was controlled as 12 h light and 12 h dark (lights on at 7 am). On testing days, animals were transferred to the antechambers of the experimental room 30 min before the start of the experiment. All experiments were performed between 8:00 AM and 4:00 PM. A resting period of 2 days to 1 week was used between two consecutive tests.

Y-maze

Short-term memory was assessed by recording spontaneous alternation in the Y-maze test (10). The Y-maze test is based on the innate preference of animals to explore an arm that has not been previously explored, a behaviour that, if occurred with a frequency greater than 50%, is called spontaneous alternation behaviour (SAB). The maze was made of three enclosed plastic arms, each 40x9x16cm, set at an angle of 120° to each other, in the shape of a Y. The wall- of each arm have a different pattern to encourage SAB. Animals were placed at the end of one arm (this initial arm was alternated within the group of mice to prevent bias of arm placement), facing away from the centre, and allowed to freely explore the apparatus for 8 min under moderate lighting conditions (70 lux in the centre-most region). The time sequences of entries in the 3 arms were recorded, (considering the mouse enters an arm when all four paws were inside the arm). Alternation was determined from successive entries to the three arms on overlapping triplet sets in which three different arms are entered. The number of alternations was then divided by the number of alternation opportunities namely, total arm entries minus one. In addition, total entries were scored as an index of locomotor activity.

Open field (OF)

The open field test measures a combination of locomotor activity, exploratory drive and some aspects of anxiety and fear in mice. The output of the various interacting drives is locomotion, which is the direct measure obtained. The OF was performed in a white circular arena (55-cm diameter) placed in a dimly lit testing room (40 lux). The mice were introduced for 15 min in this arena. During those sessions, mice were monitored using a video tracking system (Ethovision, Wageningen, The Netherlands), and the total distance travelled in the different zones of the arena (centre, intermediate and peripheral) was recorded.

Novel Object Recognition (NOR)

The novel object recognition task is based on the innate tendency of rodents to explore novel objects over familiar ones (11). This test was done 24 hours after the OF session performed in the same arena. On Day 1, mice were free to explore 2 identical objects for 10 min. After this acquisition phase, mice returned to their home cage for 24 hours retention interval. In order to test their memory, on day 2, one familiar object (of those already experienced during the acquisition phase) and one novel object were placed in the arena and mice were free to explore the two objects for a 10 min period. Between trials and subjects, the different objects were cleaned with 70° ethanol in order to reduce olfactory cues. To avoid a preference for one of the two objects, the new one was different and counterbalanced between the different animal groups and genotypes. Similarly, to avoid a location preference, the emplacement of the novel object compared to the familiar one (left or right) was counterbalanced too. Object exploration was manually scored and defined as the orientation of the nose to the object allowing a distance < 1 cm. For the retention phase, the percent of time exploring familiar vs novel objects was calculated to assess memory performance.

Morris Water Maze (MWM)

Spatial learning can be analysed using the MWM task. This test was designed for the animals to learn to navigate a swimming tank (150 cm of diameter) filled with opaque water, following the most direct path to the hidden submerged platform when started from different, random locations around the perimeter of the tank. The use of distal cues provides the most effective strategy to accomplish this and escape the aversive effect of the cold water (22°C). This ability is controlled by hippocampal-dependent spatial cognition. The partial trisomic mice were trained in the standard version of the water maze as previously described (12, 13). This standard version contains 3 different phases, a learning phase (using 5 to 8 acquisition sessions, depending on the time taken by the mice to reach the plateau), a probe test (to evaluate memory performance) and a cue session (to validate the test). Two principal axes of the maze were defined, each line bisecting the maze perpendicular to one another to create an imaginary ‘+’. The end of each line demarcates four cardinal points: North (N), South (S), East (E) and West (W) and four quadrants (NE, NW, SE, and SW). Each acquisition session contained 4 trials in which mice were placed at one of the starting locations in random order (N, S, E, and W) and were allowed to swim until they located the platform situated in the target quadrant. Mice failing to find the platform within 60 s were gently guided and placed on it for 20 s (the same period of time as the successful animals). At the end of the learning phase, when the mice reached the platform, the probe test was done, with the platform removed and the time spent in the target and non-target quadrants as well as the number of platform annulus crossings during 60 s were recorded. After 24 hours, the cued session was performed to test the swimming speed and visual ability using the visible platform, clearly indicated by a visible cue (black flag). All the trials were recorded with a video tracking system (Ethovision, Wageningen, Netherlands).

Fear conditioning (Contextual and Cued)

To further challenge hippocampus mediated cognitive behaviours we used the fear conditioning test. Fear conditioning (FC), is an associative learning paradigm for measuring aversive learning and memory where a neutral conditioned stimulus (CS) such as light and tone are paired with an aversive unconditioned stimulus (US) such as mild shock in the paw. Concomitantly, animals associate the spatial context cues with the CS. After conditioning, the CS or the spatial context elicits a central state of fear in the absence of the US, translated in a reduced locomotor activity or total lack of movement (freezing) response. Thus, immobility time is used as a measure of learning/memory performances (14, 15). Experiments were conducted in four operant chambers (28 × 21 × 22 cm) with a metal bar floor linked to a shocker (Coulbourn Instruments, Allentown US). Chambers were dimly lit with a permanent house-light and equipped with a speaker for tone delivery and infra-red activity monitor. The experimental procedure encompassed 3 sessions over 2 days where the activity/inactivity behaviour was monitored continuously and the duration of inactivity per 2 s was collected. In day 1, for the conditioning session, the mouse was allowed to acclimate for 4 min, then a light/tone (10 kHz, 80-dB) CS was presented for 20s and terminated by a mild shock in the paw, US (1sec, 0.4 mA). After the paw shock, animals were left in the chamber for another 2 minutes. We defined total freezing time in first 2min and 4min and 2min immediately after paw shock as PRE1, PRE2 and POST, respectively. In Day 2, the fear to context was tested by bringing back the mouse into the same chamber and allowing it to explore for 6 minutes without presentation of the light/auditory CS. The movements of the animal were monitored to detect freezing behaviour consequence of recognizing the chamber as the spatial context (contextual learning). The total freezing time was calculated per 2min time block as CONT2, CONT4 and CONT6. Finally, the cue testing was performed 5 hours after the context testing. Animals were tested in modified conditioning chambers with walls and floor of different colour and texture. The mouse could habituate for 2 minutes to the chamber and then it was subjected to light and auditory cues for 2 minutes to evaluate conditioning fear. The total freezing time was calculated by 2min block as PRECUE1, CUE1, PRECUE2 and CUE2.

### Statistical analysis of behavioral results

A summary of all the behavioural tests performed is included in Supplementary table 1. For each data set, we analysed if the data were normally distributed by Shapiro–Wilk test and Quantile-Quantile plots (Supplementary fig 1) and the homogeneity of variances by Brown-Forsythe test. Statistical significance of differences between groups was inferred by one-way ANOVA (Open field) and ANOVA for repeated measures (MWM, FC) or in case of datasets where the assumptions of normality or homogeneity of variances were not fulfilled, we performed the Kruskal-Wallis non-parametric test. For NOR and Y-maze, we performed a one sample t-test on the percentage of novel object sniffing time or on the percentage of spontaneous alternation versus 50% (hazard). The post hoc tests (Fisher LSD Method) were conducted only if F in ANOVA achieved 0.05 level. In addition, for the Y-maze and the NOR, we performed a one sample t test versus 50% (the randomness probability) for the % of alternation and the sniffing time for the NO, for the two genotypes.

### MRI capture, processing and analysis

Images were acquired using MRI on fixed brain samples with an actively decoupled quadrature-mode mouse brain surface coil for signal reception and a 72-mm birdcage coil for transmission, both supplied by Bruker. Two imaging protocols were used. The first protocol consisted of a 3D T2-weighted rapid-acquisition with relaxation enhancement (RARE). The parameters for this sequence were: TR 325 ms, TE 32 ms, Rare factor = 6, interecho spacing 10.667 ms, 92 kHz bandwidth. The second imaging protocol consisted of a 3D T2*-weighted Fast Low Angle (FLASH) sequence with the following parameters: TR 50 ms, TE 25 ms, FA 50 degrees, 28 kHz bandwidth. The output image matrixes for both sequences were 195 x 140 x 90 over a field of view 19.5 x 14.0 x 9.0 mm3 yielding an isotropic resolution of 100 μm and were reconstructed using ParaVision 6.0.

Morphological MRI images were compared across groups according a region-based analysis. In order to benefit from the information from both imaging modalities, each modality was processed separately, and the resulting region-based volume estimations were averaged out for each animal before the statistical analysis.

Each MRI image was segmented into twenty anatomical structures according to a multi-atlas label propagation framework. To this end, the ten manually segmented in-vitro MR images from the MRM NeAt Mouse Brain Database (http://brainatlas.mbi.ufl.edu/) were considered (16). The image processing pipeline consisted of the following steps: (i) a skull-stripping step was first performed using the tissue brain segmentation method provided in SPMMouse (http://www.spmmouse.org) (17); (ii) each MR image was then corrected for bias field in homogeneity using N4ITK (18); (iii) the ten anatomically annotated images from the MRM NeAt Mouse Brain Database were registered in a deformable way on each mouse image using the ANTs registration toolbox (<http://stnava.github.io/ANTs/>) (19); (iv) anatomical labels were finally fused using the simultaneous truth and performance level estimation (STAPLE) (20). By this way, the volumes of the twenty anatomical structures as well as the whole brain were computed for each image modality and each mouse. Finally, the volumes computed from the two images modalities were averaged out to obtain the final volume associated to each mouse.

### Whole-genome expression arrays

Biotinylated single strand cDNA targets were prepared, starting from 150 ng of total RNA, using the Ambion WT Expression Kit (Cat # 4411974, Ambion, Life Technologies, Carlsbad, California, USA) and the Affymetrix GeneChip® WT Terminal Labeling Kit (Cat # 900671) according to Affymetrix recommendations. Following fragmentation and end-labelling, 1.9 μg of cDNAs were hybridized for 16 hours at 45^o^C on GeneChip® Mouse Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA) interrogating 28.853 genes represented by approximately 27 probes spread across the full length of the gene. The chips were washed and stained in the GeneChip® Fluidics Station 450 (Affymetrix) and scanned with the GeneChip® Scanner 3000 7G (Affymetrix) at a resolution of 0.7 µm. Raw data (.CEL Intensity files) were extracted from the scanned images using the Affymetrix GeneChip® Command Console (AGCC) version 4.0 and are stored for public use in the NCBI GEO database (GSE149470).

### Transcriptomics analysis

The gene expression profile of the following DS trisomic mouse models, Dp1Yey, Dp3Yah, Ts65Dn, Dp5Yah, Dp1Rhr, Dp5Yah/Dp1Rhr (noted also as Dp5/Dp1 or Dp1Rhr_Dp5Yah), and Tg(*Dyrk1a*) was analysed using a bioinformatics pipeline, developed over the R environment (21) using several publicly available packages. The full list of R packges used and their references is in Supplementary table 6. The R and Linux bash scripts were implemented in both an Ubuntu pc (62,8 GiB memory, and with a processor Intel® Xeon(R) CPU E3-1270 v5 @ 3.60GHz × 8), and a MacBook Pro (Retina, 2,6 GHz Intel Core i5, 8 GB 1600 MHz DDR3). The pipeline consisted in seven major steps: Quality control (QC), pre-processing and normalization of the raw data, analysis of the structure and homogenicity of the data, differential expression analysis (DEA), differential functional analysis (DFA), Network connectivity analyses of pathways and genes and finally network topology and centrality analyses.

**Data quality control:** The quality control (QC) workflow was implemented in two steps. The first step consisted in analysing the quality of the raw data, and the second in the analysis of the quality after the pre-processing and normalization steps. To assess the quality of the raw data we analysed the following parameters. First, the signal distribution using both boxplots of log-intensity and density histograms. The boxplots of log-intensity allow inter-array comparison and to check the effect of the normalization as the probe-set log-intensities of all the arrays are more similar to each other than the raw log-intensities. Instead, the density histograms show the intensity distribution of each array and plotted in a unique plot, allows a better comparison between arrays, the identification of odd distributions and to check the effect of the normalization on the intensity distribution. Second, the Intensity-dependent bias using MA-plots. MA-plots are used to compare each Affymetrix array to a pseudo-array computed as the median intensity of each probe over all arrays. These plots evaluate the dependency of the measured variability in expression levels with the expression level. As a result, the difference between the intensity of a probe on one array and the median intensity of that probe over all arrays (M) should be similar across the arrays. Besides, the average of the intensity of a probe on one array and the median intensity of that probe over all arrays (A), should be centred around the blue line (M=0). Instead when (A) increases, the loess curve (red line) moves away from M=0. Therefore, to remove as much as possible this dependency, the data was normalized. Third, the spatial bias was considered using 2D images, pseudo-images and residuals plots (not shown). The pseudo-image plots assess the spatial distribution of the data on the arrays to identify the existence of abnormal patterns or spatial quality problems may affect our downstream analysis. The external control .CEL files are available in ArrayExpress and GEO database, under the identifiers E-GEOD-62538 and GSE62538 respectively. In comparison with the control arrays, we did not find any worrisome quality problem in the spatial bias assessment of the arrays even though a few small spots and edge effects in some of the arrays were present.

**Data pre-processing and annotation:** The raw intensity measurements of the arrays where normalized using limma RMA normalization algorithm (22) producing the summaries at the probe/transcript level**.** The probes were gene and transcript annotated using the specific R package pd.mogene.1.0.st.v1 (23) and further annotated using ENSEMBL BioMart databases from biomaRt R package (24, 25) updated on 12/02/2018 against the mm10 genome assembly. The non-annotated probes and control probes were discharged from the analysis. Of 35556 probes, 27359 were annotated.

**Data structure and homogeneity:** We performed a study of i) the gene expression correlation across models and ii) the structure of the data and the separation between experimental groups using hierarchical clustering, PCA, tSNE (26) and OPLS. First, the pairwise correlation coefficients were computed and shown on a matrix giving an idea of the arrays homogeneity. Low coefficients indicate important differences between array intensities. (Supplementary figs 9 A and B). We computed the correlation considering all the expressed genes identified (EGs) (data not shown), the differential expressed genes in all models (4328 DEGs) as shown in Supplementary fig 9A or uniquely the differential expressed trisomic genes (75 TEGs) whose expression was captured in all the arrays (Supplementary fig 9 B). The plots were created in R using the pairs.panel function from Psych R CRAN package (27). Each row represents each model pairwise correlation with the rest of the models. The density and histograms distribution of the gene expression values for each model is found in the medial diagonal (Black for DEGs, pink for TEGs). The lower part of the matrix provides a visual representation of each gene expression level over each pairwise comparison of models, whereas the upper part of the matrix shows the numeric correlation calculated. The LOESS smoothed fit is represented by a red line.

Second, to study the structure of the data we performed several analyses such as principal component analysis (PCA). PCA, is a well-known dimension reduction statistical method based on the orthogonal transformation of the observations of could be correlated variables into a list of values of linearly uncorrelated variables, called the principal components (PCs). Afterwards PCA-kmeans, Orthogonal Projections to Latent Structures Plots (OPLS) and t-Distributed Stochastic Neighbor Embedding (t-SNE) plots (26) (See Fig 2 B) were computed to further assess the structure of the data and homogeneity. These methods gave us similar profiles on the overall structure of the data although in some cases increasing the resolution.

**Differential expression analysis (DEA):** We carried on the differential expression analysis in R environment using FCROS (28, 29). FCROS is a fold change (FC) rank based method that works well with noisy datasets and gives strong reproducible results. FCROS computes for each pair of test/control samples (K pairs), a statistic associated with the k ranks of the FC values for each gene, and the obtained probability (f-value) is used to identify the differential expressed genes (DEGs) within an error level fixed by the analyst. Our fixed error level corresponds to a 5% False Discovery Rate (FDR), and is attained by setting the Ɑ parameter within this range 0.025<Ɑ>0.975. The summary of the results obtained is shown in Supplementary table 2

Afterwards, to highlight both the number of genes identified as DEGs and the ones with higher log2 fold-change (log2 FC) values for each mouse model we used Volcano plots of the log2 FC versus −log10 of the FDR corrected p-value (Supplementary fig 8). Each gene was classified into one of the following four groups, not significant, significant, FC and significant, or FC as follows: a) Not significant: genes not identified by FCROS as DEGs based on the alpha cut off; b) Significant:  DEGs identified by FCROS based on the alpha cut off, whose FDR corrected p-values are < 0.05; c) FC: All the expressed genes whose abs (FC) value > 1.4. d) FC: DEGs identified by FCROS based on the alpha cut off, whose FDR corrected p-values are < 0.05 and whose abs (FC) value > 1.4.

Identification of common and unique DEGs across models

We studied the number and name of the common and unique DEGs per model identified by the FCROS method, performing the intersection between the lists of DEGs from the different models and using VennDiagram (30) for the visualization of up to 5 models (See Fig 2 C). Vennerable was used for drawing the 7 models together in the R environment (31).

FC expression profile of the genes included in the duplicated region:

To assess the gene expression variation on the genes included on each chromosome 16 (chr16) trisomic region, we plotted the FC values along the genes ordered by chromosomal location (Supplementary fig 5). Additionally, a similar plot was built of the chromosome 17 (chr17), region as the Ts65Dn model have a break point and carries a duplication of part of this chromosome not homologous to Hsa21. (See Supplementary fig 6)

**Differential functional analysis (DFA):** To identify the altered functions due to the changes in gene expression and possibly get new insights into the mechanistic changes along the pathways between the two conditions trisomic vs. wild type on each mouse model, we used both GSEA Desktop Application (32) and generally applicable gene set enrichment for pathway analysis (GAGE) R package (33) to carry on the functional expression analysis. Both methods check for the existence of differences in the expression over gene sets (functional related genes) instead of focusing on identifying changes in individual genes based on prior pathway knowledge and your resulting list of DEGs identified.

The use of GAGE has several advantages over other typical GSEA methods, as the authors described on the paper (33). First GAGE accounts for both gene set specific variance and background variance. Secondly, GAGE is able to adjust for different experimental designs and sample sizes by dividing group-on-group comparisons into one-on-one comparisons between samples from different groups to finally compute a global p-value using the Stouffer’s summarization on the p-values from these comparisons for each gene set, this is an advantage over the classical GSEA. Last, GAGE separates experimentally probed perturbed gene sets from canonical pathways increasing the robustness and test power in identifying meaningful biological differences and also provides the framework to conduct a unified and rigorous FDR procedure for gene sets of different sizes.

We developed and run the gage workflow in R, following the joint workflow with limma as described over the gage manual.

1. The Gene-set data, was compiled from mouse KEGG Onthology and the different GO (Gene Ontology) terms, in real time on the 12/02/2018.

2) We used our already RMA normalized counts and the raw counts normalized following the recommended protocol by GAGE on the datasets with annotated gene Names (27359 probes) to assess the effect of the normalization protocol on the results.

3) The probes were annotated with the ENTREZ Gene ID

4) The gage function was run, using compare=”as.group”, use.stouffer=TRUE and same.dir = TRUE for KEGG, and run both with same.dir = TRUE and FALSE for all the GO gene sets ( The GO terms are subdivided in three categories: cellular compartment (noted CC), biological processes (noted as BP) and molecular functions (noted as MF)).

5)We selected as Differentially altered pathways those KEGG and GO terms whose q-value <0.1 as recommended by the authors of GAGE (33).

6) Two functions were used to generate a report file. First, EssGene function, select genes with above-background expression changes in gene sets or pathways. Secondly, the geneData function generate an output report file per each combination of mouse model, regulation sense of the identified pathway and the name of the pathway. These final report files include the following information: MiceLineName (name of the mouse model), PathwayReg (Regulation sense of the pathway as upregulated or downregulated), PathwayName (name of the pathway identified as altered), GeneENTREZ_ID (ENTREZ id code), and the expression levels for both wt and trisomic samples. Then we combined all the reports using an *in-house* bash script, imported it to R and re annotated the gene name using the ENTREZ IDs names.

7) The pathways and GO terms shared between at least two models were grouped into 8 higher categories or meta-pathways we defined to be able to shrink the broad dysregulation into few mayor functionality groups. Those meta-pathways were thus, higher functional groups formed by the inclusion of pathways involved in similar functionalities defined as follows: i) synaptic related, ii) transcription & epigenomics regulation, iii) enzymes activity, iv) ribosome related, v) mitochondria related, vi) cell structure & organelles, vii) phospho-kinase related and viii) compounds binding, ix) Hormone regulation, x) Post-translation modification. The classification of the individual pathways into those meta-pathways was performed using natural language processing (NLP) by defining associative common patterns found in the KEGG and GO terms. The pathways not fitting in any group where left ungrouped and labelled with the unique pathway name. The visual representation of the functional dysregulation found in each model over the meta-groups and individual pathways was visualised using a heatmap (See Fig 2 D). Finally, we split the synaptic related group into four sub-meta-pathways: GABA system, Myelin sheath: SNARE complex pathways, Behaviour involving pathways, and the rest. The main reason for this distinction was due to the observation of a different regulatory profile of Dp5Yah and Dp1Yey over some of those sub-groups (See Fig 2 B). The heatmap representation in both cases, reflects the overall up or down regulated profile for each meta-pathway or ungrouped pathway (rows) per mouse model (columns), showing first the meta-pathways and after those, the ungrouped pathways names. The colour scale deriving from pink to purple represents up regulated and down regulated pathways respectively, the crossing over in white-grey represent that none pathway was found to be included on that meta-pathway. The intensity of the colour corresponds to the number of pathways inside of those meta-pathways. The heatmap colour key breaks were defined representing this number of pathways 200, 150, 100, 50, 25 and 5 up regulated (purple) and down regulated (pink).

GAGE was able to achieve a better performance than GSEA, and we were able to identify up and down regulated gene sets and pathways, meaningful and correlated with the samples source after q-val correction. Thus, we carried on further analyses using uniquely GAGE functional results.

**Network connectivity analyses of pathways and genes:**  We performed two different network analyses, one at the pathways level and another at the gene level to assess on the first case inter-pathway connectivity and gene redundancy, and on the second, the gene connectivity and crosstalk.

Computing grouped weighted networks:

We generated functional weighted networks for each meta-pathway, considering only the relationships between the pathways included on one meta-pathway at a time. All the analysis was done in the R environment using in house scripts. We defined the weights as the number of altered genes identified by GAGE shared between the pathways and each mouse model or combination of mouse models (mouse model multi groups) to analyse the inter-pathway relationships and gene redundancy. The strength of the pathways connectivity within each meta-group was represented by the thickness of each edge connecting the pathways (nodes) in a weighted network built specifically for each meta-group. The different coloured edges joining each pathway and edges thickness represents on each specific mouse model multi groups (coloured edges), the unique number of genes connecting those pathways on each specific mouse model multi groups (edges thickness) (See Supplementary figs 10, 11, 12, 14)

Building up the Protein-protein interaction and regulatory gene connectivity networks (MinPPINet and RegPPINets)

To further characterize how the different models show conserved or distinct altered genes on each shared meta-pathway we built gene connectivity networks using the protein-protein interaction information store in STRING database (34) and the regulatory information contained in REACTOME (35). Those networks could reveal the central genes and biological cascades affected, linked to connected functionalities. Furthermore, including regulatory information may give some insights into the altered gene and transcription factor dynamics to identify druggable hubs to further study. We used NetworkAnalyst (36) to generate a preliminary minimum network based on the PPI selected from STRING DB (34) by fixing different confidence thresholds to allow their inclusion on the network building process. We selected different confidence levels 700 (medium-high confidence), 500 (medium) and 400 (medium-low) to select the PPI. Both forcing and not forcing all the PPI considered to have being experimental validated. In the end the minimum network was built (MinPPINet) removing all the nodes that were not on the shortest paths connecting the seeds and it was exported to Cytoscape 3.5.1 (37). The regulatory network was built using ReactomeFIViz app in Cytoscape. The interactions reported by the app are classified following the KEGG Markup Language (KGML) hierarchical structure into four categories: ECrel, PCrel, GErel and PPrel interactions (edges). Each interaction also contains a name attribute specifying the type of interaction. Following PathPPI classification (38), we considered only GErel edges, indicating the source node to be acting like a transcription factor and the target node as a repressed or expressed gene and PPrel edges (protein protein activation or/and inhibition relationships), plus the FI annotated interactions labelled as complexes and predicted to highlight in our networks using different colours for the edges i) The GErel edges indicating expression were colored in blue and repression in yellow. ii) PPrel edges indicating activation were coloured in green, inhibition in red. Iii) Interactions between proteins known to be part of complexes in violet. Iv) Predicted interactions were represented in grey including the PPI interactions identified by STRING DB. Then both the PPI and regulatory networks were merged to create the final Protein-protein interaction and regulatory gene connectivity networks (RegPPINets) (See Fig 4 and Supplementary fig 14 A and B). Furthermore, the nodes where further annotated using an in-house R script to generate the proper annotations for each node attribute as specified below:

For the nodes involved in the synaptic meta-pathway:

If the node is a DEG it appears with a pyramid shape, and the colour of the shape represents the mouse models where it was found as DEG;

If the node is a DEG and part of the HSA21 synteny region in mouse it appears in a bigger height and width than the rest for the nodes.

If the node is not DEG but involved in the dysregulation of the pathways in some specific mouse models, the border colour represents the mouse models where this gene was found involved in the dysregulation by GAGE even if not identified as DEG by FCROS. Additionally, we wanted to further characterise the relationship of the genes involved in the pathways dysregulation with other DEGs in the HSA21 synteny region in mouse (that were not identified by GAGE as being contributing to those pathways). Those genes appear with a magenta octagonal shape with increased height and width. Finally, the connecting nodes incorporated to build a fully connected network but unknown by Go and KEGG gene: pathways associations to be involved in brain synaptic dysfunction are represented with a ellipse shape and soft pink colour. These nodes are necessary to maintain the integrity of the network and are novel genes that can be linked to brain synaptic dysfunction.

**Network topology and centrality analyses:** First, we analyzed different network topography parameters (shortest path length distribution, average clustering coefficient distribution, in-degree, out-degree, … ) and betweenness centrality of the synaptic MinPPINet, (Fig 4 A) to identify hubs and genes central for the flow of information along the network. Using a network decomposition approach, we were able to identify 5 mayor subnetworks that strongly centralized in five different proteins DYRK1A, GSK3B, RHOA, NPY and SNARE complex (See Fig 4 B, C). After subtracting from the network the first and second interactors of those proteins, no other sub-cluster of DEGs was left. Then, for each subnetwork a RegPPINet was built and annotated to provide further insights in the functional alteration and gene-gene gene-protein regulatory crosstalk. Furthermore, we identified a strong connectivity and lack of independency of three of those five main cascades represented by RHOA, GSK3B and DYRK1A (Supplementary fig 14 A) at the second interactors levels. We addressed how closely connected are those subnetworks by identifying i) the number of shared altered genes or “seeds” linked to synaptic function ii) the number of shared nodes (Supplementary fig 13 A) and the overall relevance of the seeds to the network connectivity by addressing how many seeds were shared compared to network nodes ( considering both seeds and connecting proteins) (Supplementary fig 13 B) iiI) the number of seeds or total nodes of the Synaptic RegPPINet included on each subnetwork (S6 table). Finally, we further characterized NPAS4 effect over the DS brain synaptic dysfunction network both experimentally and computationally, by analyzing the sub-network formed by extracting NPAS4 1^st^ level interactors (Fig 3 C, bottom right) and the 3^rd^ level interactors (Supplementary fig 14 B).

### QRT-PCR

cDNA synthesis was performed using the SuperScript® VILO™ cDNA Synthesis Kit (Invitrogen, Carlsbad, CA). PCR were performed with TaqMan® Universal Master Mix II and pre-optimized TaqMan® Gene Expression assays (Applied Biosystems, Waltham, Massachusetts, USA), consisting of a pair of unlabelled PCR primers and a TaqMan® probe with an Applied Biosystems™ FAM™ dye label on the 5’ end and minor groove binder (MGB) and nonfluorescent quencher (NFQ) on the 3’ end (listed in Supplementary Table 4). mRNA expression profiles were analysed by real-time quantitative PCR using TaqMan TM universal master mix II with UNG in a realplex II master cycler Eppendorf (Hambourg, Germany). The complete reactions were subjected to the following program of thermal cycling: 1 cycle of 2 minutes at 50°C; 1 cycle of 10 minutes at 95°C; 40 cycles of 15 seconds at 95°C and 1 minutes at 60°C. Efficiencies of the TaqMan assays were checked using cDNA dilution series from extracts of hippocampal sample. Normalization was performed by carrying out in parallel the amplification of 4 housekeeping genes (*Gnas, Pgk1, Actb* and *Atp5b*) and using the GeNorm procedure in order to correct the variations of the amount of source RNA in the starting material (39). All the samples were tested in triplicate (Supplementary fig 15).

### Western Blot

Fresh hippocampal tissues were isolated by rapid decapitation/dissection of 6-7 month-old mice and snap frozen. Samples were then lysed in ice-cold sonication buffer supplemented with Complete™ Protease Inhibitor Cocktail (Roche). Individual samples were disaggregated, centrifuged at 4°C for 30 minutes at 14000 rpm, diluted in 4X Laemmli sample buffer containing β-mercaptoethanol (Bio-Rad, France) and incubated at 95 °C for 5 min. Protein concentration was determined by PierceTM BCA Protein Assay Kit (23225, Thermo Fisher Scientific, Strasbourg). The samples were further diluted in buffer to a concentration of 5ug/uL, 30 µg of protein was loaded per well onto a 15% polyacrylamide gel. The proteins were transferred to nitrocellulose membranes by Trans-Blot® Turbo™ Transfer System (BioRad, France) through MIXED MW Bio-Rad Pre-programmed Protocol. Then, the blots were incubated with the following blocking solution: 5% BSA, 1 X Tris-buffered saline, 0.1% Tween 20 (TBS-T) during 5 minutes and incubated with 1:1000 primary antibody diluted in blocking solution during 10 minutes. Blots were washed in TBS-T and incubated with 1:5.000 HRP conjugated Goat anti-Rabbit IgG secondary antibody (A16096, Invitrogen, France) diluted in blocking solution during 10 minutes. All incubations were made using the SNAP i.d.® 2.0 Protein Detection System (C73105, Merck). This apparatus has a vacuum-driven technology and a built-in flow distributor that actively drives reagents through the membrane.Proteins were visualized with Amersham™ Imager 600. Signals were quantified using ImageJ and the statistical analysis using Sigma Plot. We used the following primary antibodies: anti-RHOA (2117, Cell Signaling, USA, 1:1.000), anti-pMLC (Thr18/Ser19 #3674, Cell signalling, Boston, MA, USA, 1:1.000) and mouse monoclonal Anti-β-Actin−Peroxidase antibody (A3854 Sigma, 1:150.000). The relative amount of RHOA and p-MLC proteins was calculated as the ratio of the signal detected for each proteins of interest compared to the β-actin signal detected and normalized by the mean signal of the wt samples (Supplementary fig 16).

## Supplementary Figures

**S1 Fig. Quantile-Quantile plots to assess Normal distribution.** The quantile-quantile plots (Q-Q plots) and Shapiro-Wilk test for the following behavioural datasets: Y-maze, NOR and OF were analysed to study how well our data could be modelled following a normal distribution. Only the distance travelled in OF did not reach the statistical significance level in the Shapiro-Wilk test.

**S2 Figure. DS mouse models and Morris water maze.** The MWM results are presented as distance travelled to reach the platform (A), speed (B) and % of distance travelled in the peripheral zone (C, Mean ± SEM). Ts65Dn mice were drastically impaired with an increase in distance travelled to reach the platform and in the distance travelled along the peripheral zone. Less drastically Tg(*Dyrk1a*) mice showed an increased distance travelled to escape the pool and in the peripheral zone. The velocity of Dp1Yey and Dp5Yah, was slightly lower than the wild-type mice (* p<0.05, **p<0.01, ***p<0.001; Dp1Yey n=9 wt and 10 Dp; Dp3Yah n=15 wt and 13 Dp; Ts65Dn n=10 wt and 11 Ts; Dp5Yah/Dp1Rhr n=13 wt, 13Dp5, 13 Dp1, 13 Dp5/Dp1; Tg(*Dyrk1a*) n=16wt and 15Tg).

**S3 Fig. DS mouse models and context and cue fear conditioning.** The fear conditioning results are presented as inactivity periods in seconds (Mean±SEM): (A) Dp3Yah (n=15 wt and 15 Dp3Yah); (B) Dp5Yah/Dp1Rhr (n=13 wt, 13 Dp5Yah, 13 Dp1Rhr, and n= 13Dp5Yah/Dp1Rhr); (C) Tg(*Dyrk1a*) (n=12wt and 8 Tg(*Dyrk1a*)) ; (D) Ts65Dn (n=10 wt and 10 Ts65Dn); (E) Dp1Yey (n=21 wt and 20 Tg). Only Ts56Dn (D) mice present an impairment in context fear conditioning (* p<0.05, **p<0.01, ***p<0.001.

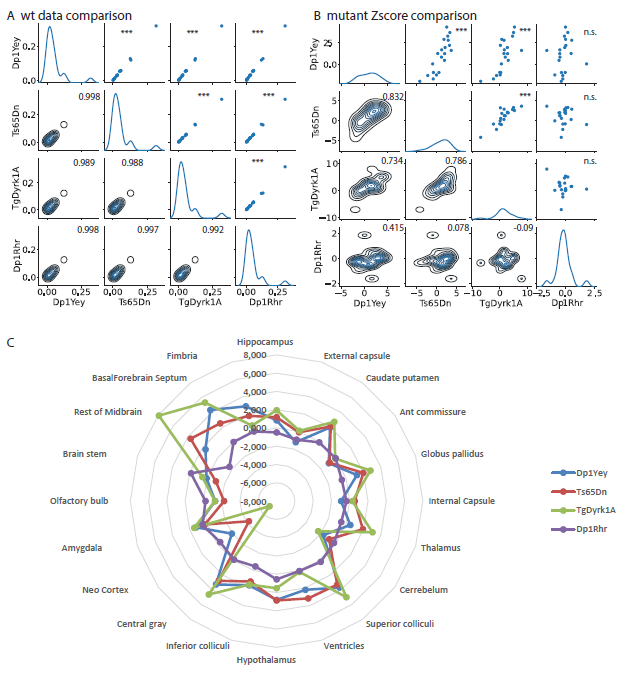

**S4 Fig. Supplementary Figure 4. IRM brain volume analysis.**

(A and B): upper and lower map of the grid represent respectively scatterplot and contour plot of two dimensional Kernel Density Estimate (KDE). The spearman corelation test value and significance level are indicate. Diagonal plot represent only one-dimensional KDE. (A) Analysis of the correlation based on the data of the wt in the different mouse line. Overall, the correlation was strong between all the wt without major consequences of the genetic background that was different in the Ts65Dn compared to the other lines. (B) Z-score analysis of the different mouse lines. The Z-score was calculated as the mean of wt mice minus the mean of transgenic divided by each type of wt and transgenic (Tg)/trisomic (Ts)/duplicated (Dp) line, per brain structures, per mouse lines. A strong correlation was observed between changes observed in the Dp1Yey, Ts65Dn and Tg(*Dyrk1a)* while no correlation was found with the Dp1Rhr line. (C): radar plot representation of the Z-score representation. The structures affected in Tg(Dyrk1a) were also affected in Dp1Yey and Ts65Dn, whereas no difference was observed for the Dp1Rhr mice. (Dp1Yey n=6wt and 6 Dp ; Ts65Dn n=5 wt and 6 Ts ; Tg(Dyrk1a) n=8 wt and 5 Tg ; Dp1Rhr n=7 wt and 7 Dp; * p<0.05, **p<0.01, ***p<0.001).

**S5 Fig. Fold change expression levels of the genes analysed by the microarrays homologous to the Hsa21 mouse chromosome 16 (mm16).** The genes are displayed following the order of their genomic start site coordinates. The duplicated areas for each mouse model appear shaded in the following colours, purple, grey, aquamarine, red, blue and golden for Dp1Yey, Dp3Yah, Ts65Dn, Dp5/Dp1, Dp5Yah, Dp1Rhr, and Tg(*Dyrk1a*) respectively.

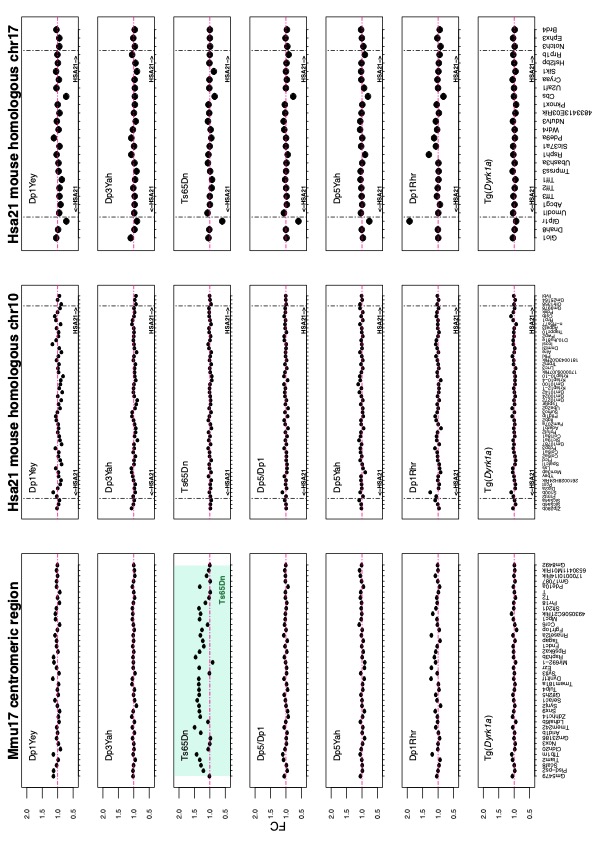

**S6 Fig.** **Fold change expression levels of genes analyzed by the microarrays.** (A) Fold change expression levels of the genes analysed by the microarrays part of the centromeric region of the mouse chromosome 17. The centromeric region of the mouse chromosome 17, is defined by the UCSC table browser as the region between the coordinates chr17:110000-3000000.The genes are displayed following the order of their start site genomic coordinates. The region duplicated in the Ts65Dn model non homologous to the hsa21, appears shaded in aquamarine. (B) Fold change expression levels of the genes homologous to the Hsa21 in mouse chromosome 10 (mm10) and chromosome 17 (mm17) analysed by the microarrays. The genes are displayed following the order of their start site genomic coordinates.

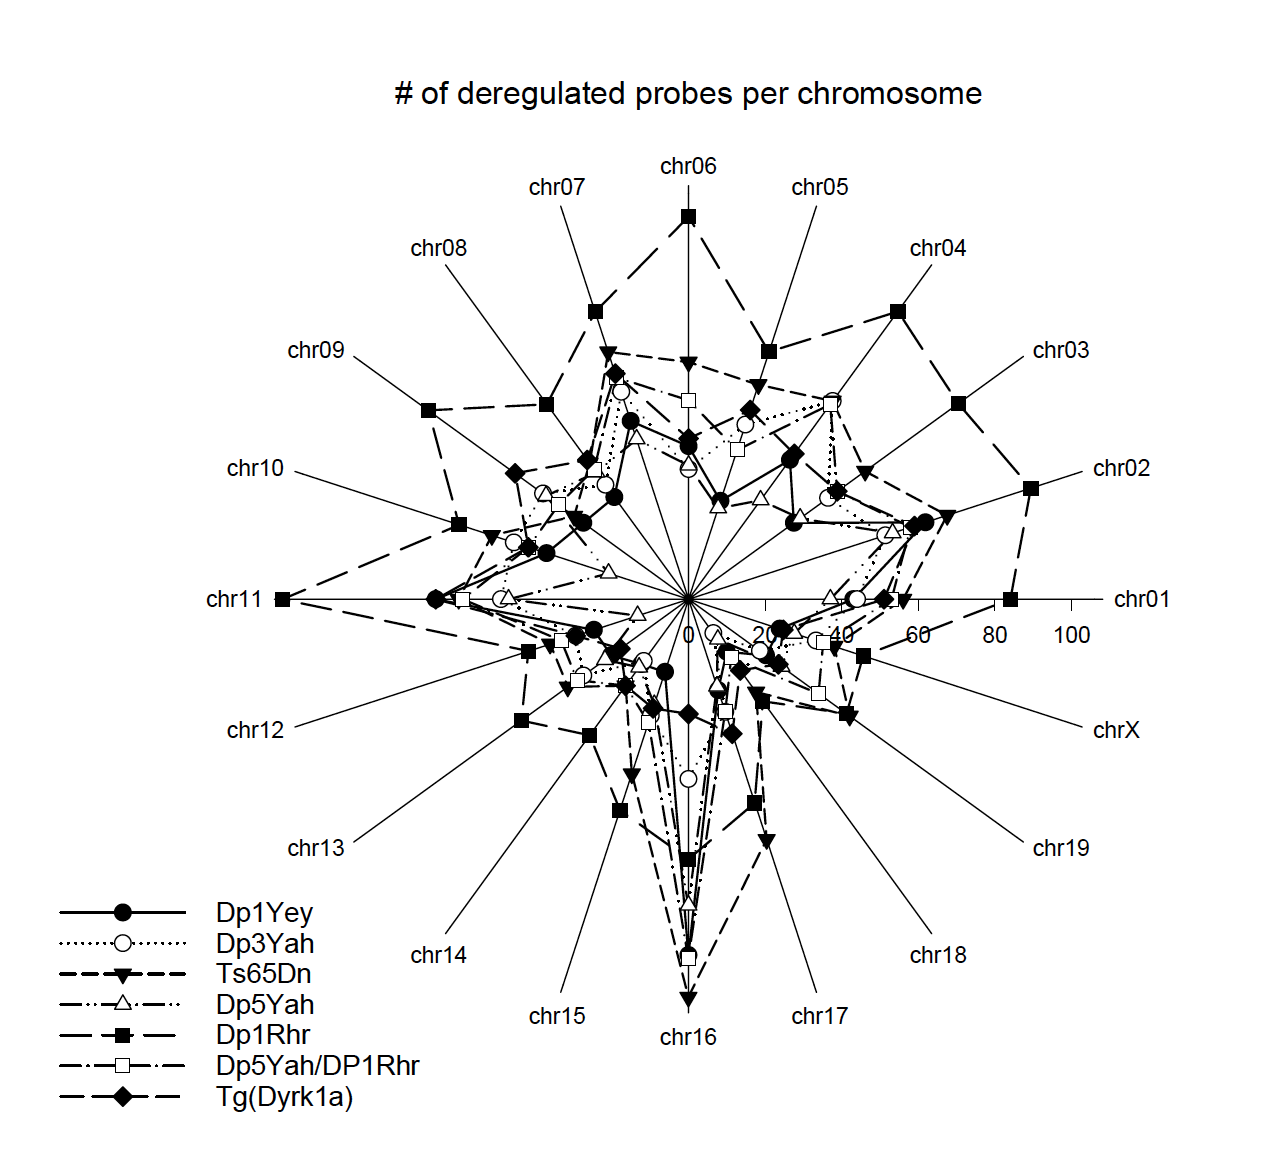

**S7 Fig. Number of deregulated probes per chromosomes per models**. Trisomic mice have similar patterns with a pic of deregulated genes located on mouse chromosome 16. Tg Dyrk1a at contrary, present a global pattern of deregulated probes.

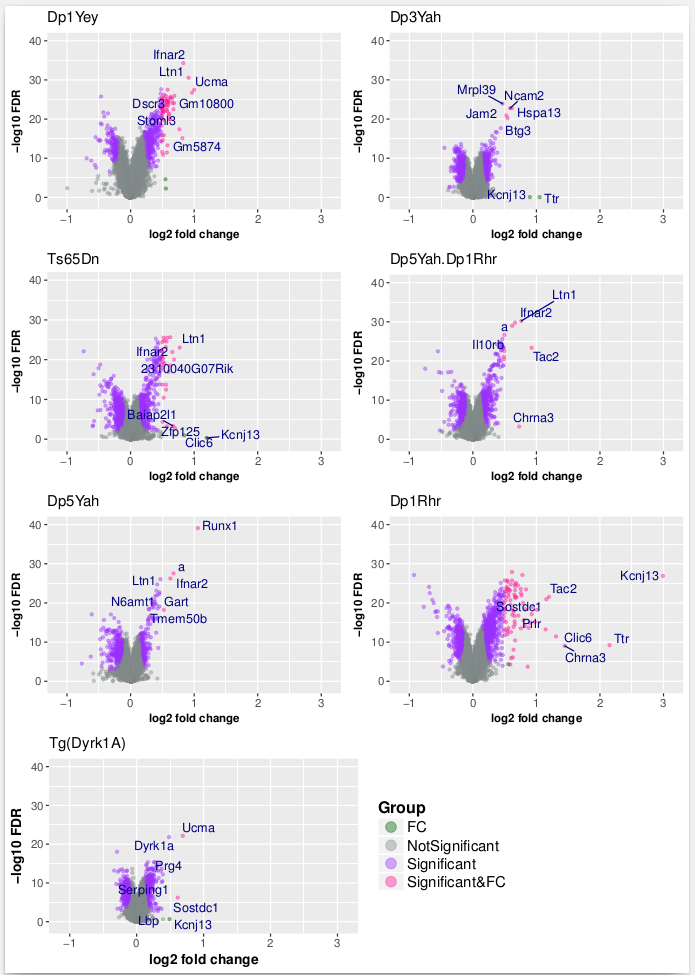

**S8 Fig. Overview of the top 7 dysregulated genes (higher significance and fold change difference) for each mouse model over the global transformed expression profiles illustrated over volcano plots.** The x axis and y axis represent the log2 fold change of the genes expression and the log transformed FDR values respectively. The genes whose fcros FDR value <0.05 are considered significant. These genes are represented in purple or pink and labelled as “Significant”. Instead the genes whose abs (FC)> 1.4 are represented in green or pink and labelled “FC”. Finally, the genes that don’t comply these conditions are considered not significant.

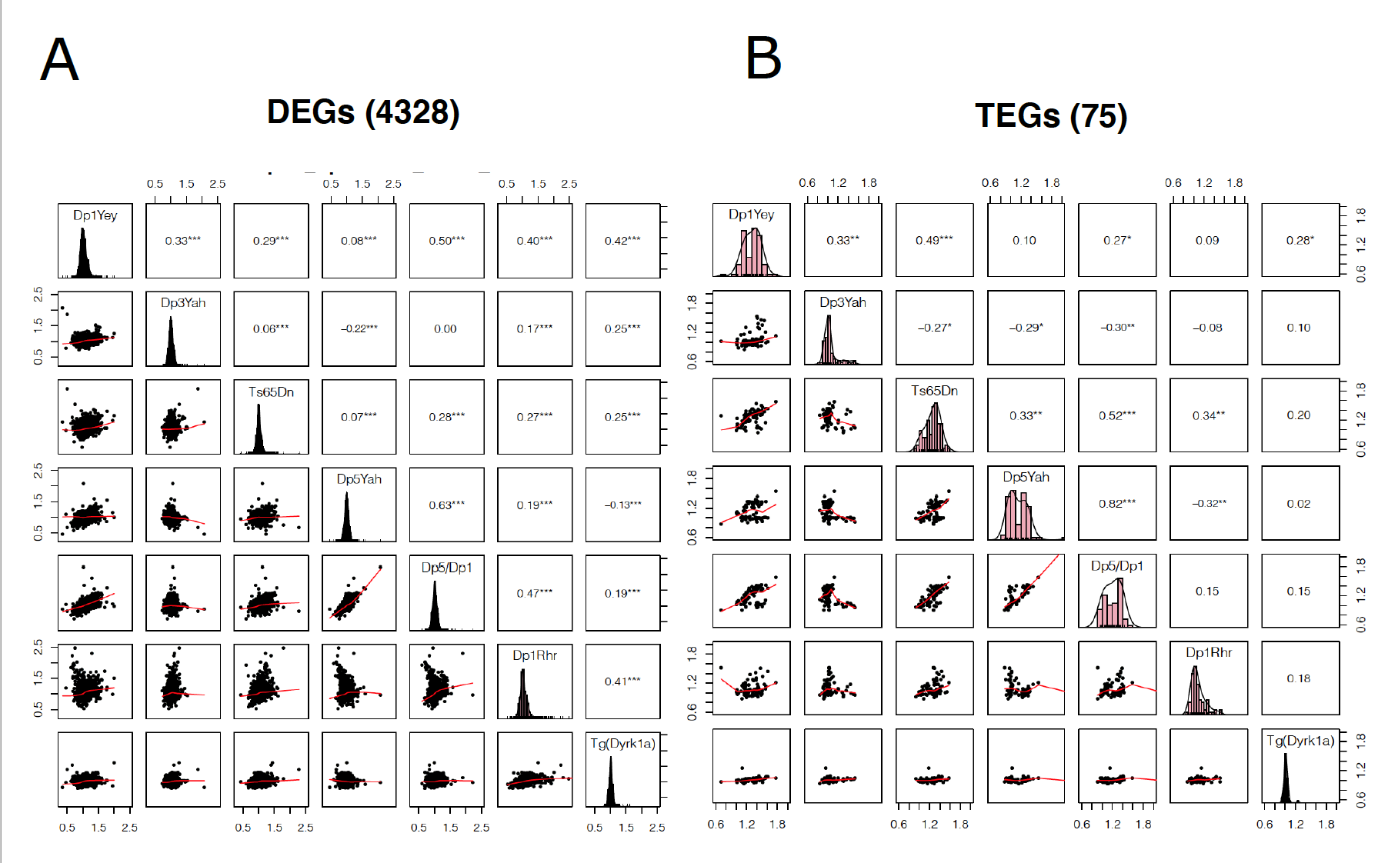

**S9 Fig. Gene expression correlation analyses. (**A) Correlation of the 4328 differentially expressed genes (DEGs) expression levels on the different models. B) Correlation of the 75 differentially expressed trisomic genes (TEGs) expression levels on the different models. Each row represents a model pairwise correlation with the rest of the models. The density and histograms distribution of the gene expression values for each model is found in the medial diagonal (Black for DEGs, and pink for TEGs). The LOESS smoothed fit is represented by a red line. The plots were created in R using the pairs.panel function from Psych R CRAN package (27).

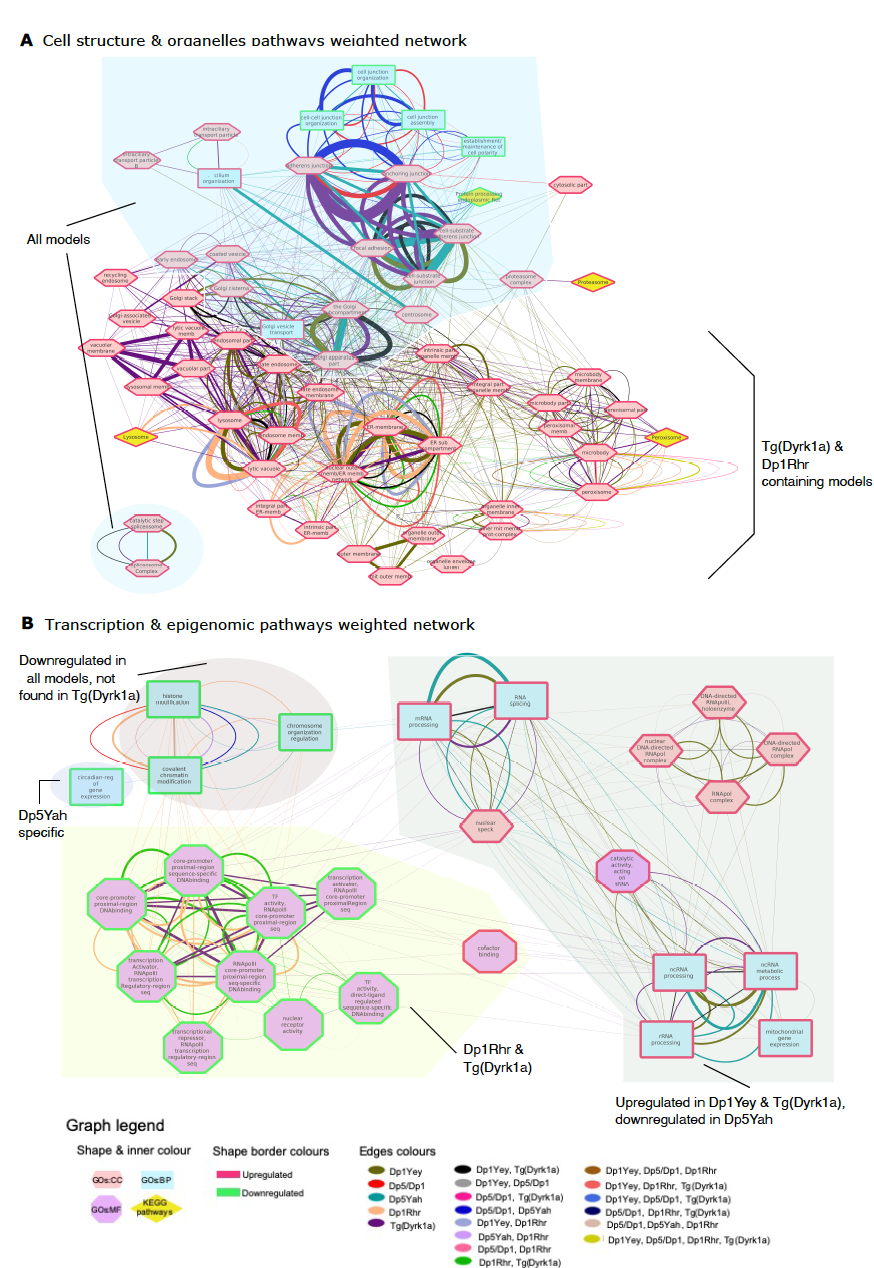

**S10 Fig. Weighted networks representing the connectivity of the pathways included in the Cell structure & organelles, and the Transcription & epigenomic regulation meta-pathways.** (A) Representation of the strength connecting the pathways included on the Cell Structure & organelle meta-pathway. (B) Representation of the strength connecting the pathways included on the Transcription & epigenomics regulation meta-pathway. The pathways incorporated in each meta-pathway were identified in the differential functional analysis (DFA) by GAGE after imposing a q-val <0.1 cut off. The connectivity between the pathways, (the edges weight or strength connecting the pathways) is represented by the number of altered genes identified by GAGE shared by each two pathways and is calculated based on the number of common genes within the pathways shared inter and intra mouse model (by each mouse model multi group defined) also grouped by regulation sense using the following formula* and represented by the thickness of the edges connecting the nodes (pathways) of the network. Each edges colour depends on the mouse models where those genes were identified (mouse model multi groups). Formula* = number of genes shared by each pathway on each model on each sense of regulation * factorRes with factorRes= 0.6.

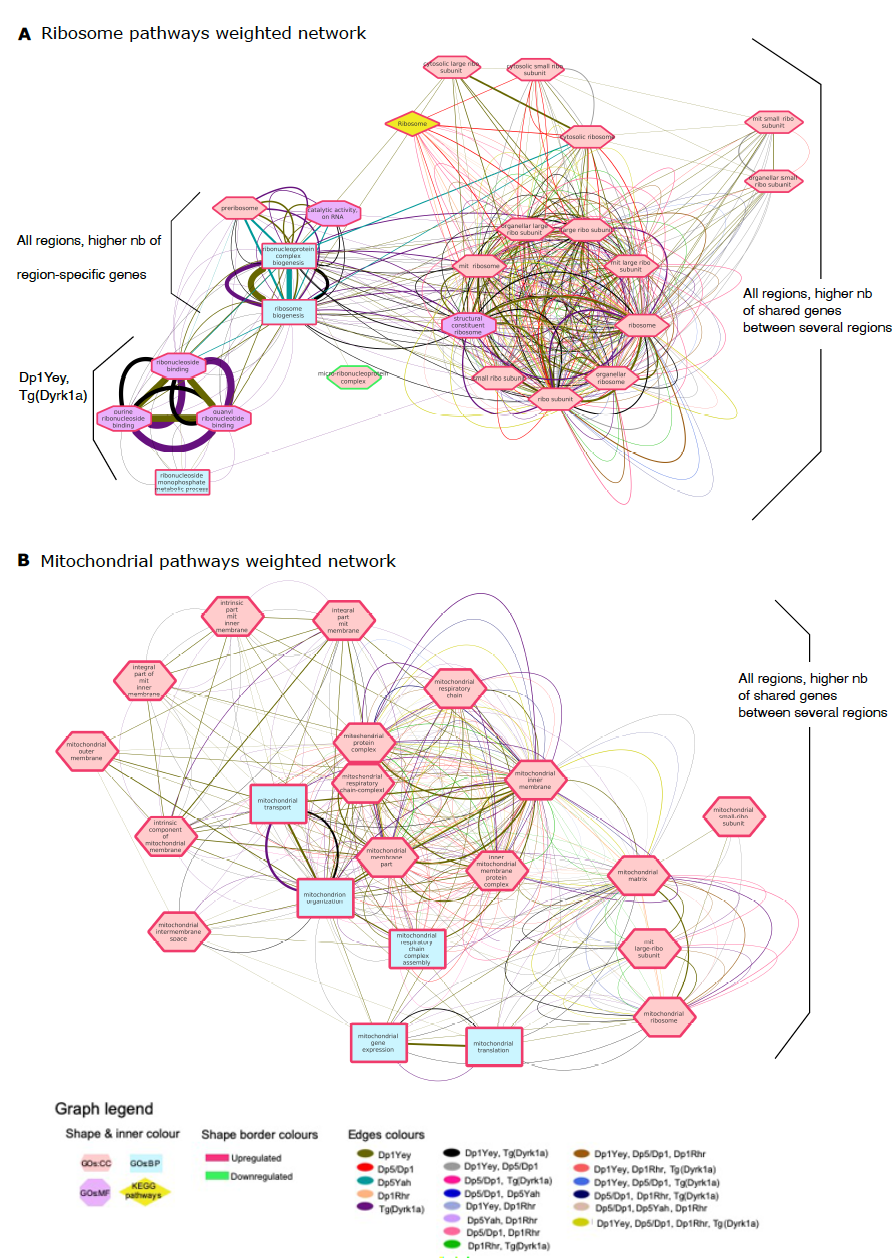

**S11 Fig. Weighted networks representing the connectivity of the pathways included in the Ribosome and Mitochondrial meta-pathways.** (A) Representation of the strength connecting the pathways included on the Ribosome meta-pathway. (B) Representation of the strength connecting the pathways included on the Mitochondria meta-pathway. The pathways incorporated in each meta-pathway were identified in the differential functional analysis (DFA) by GAGE after imposing a q-val <0.1 cut off. The connectivity between the pathways, (the edges weight or strength connecting the pathways) is represented by the number of altered genes identified by GAGE shared by each two pathways and is calculated based on the number of common genes within the pathways shared inter and intra mouse model (by each mouse model multi group defined) also grouped by regulation sense using the following formula* and represented by the thickness of the edges connecting the nodes (pathways) of the network. Each edges colour depends on the mouse models where those genes were identified (mouse model multi groups). Formula* = number of genes shared by each pathway on each model on each sense of regulation * factorRes with factorRes= 0.6

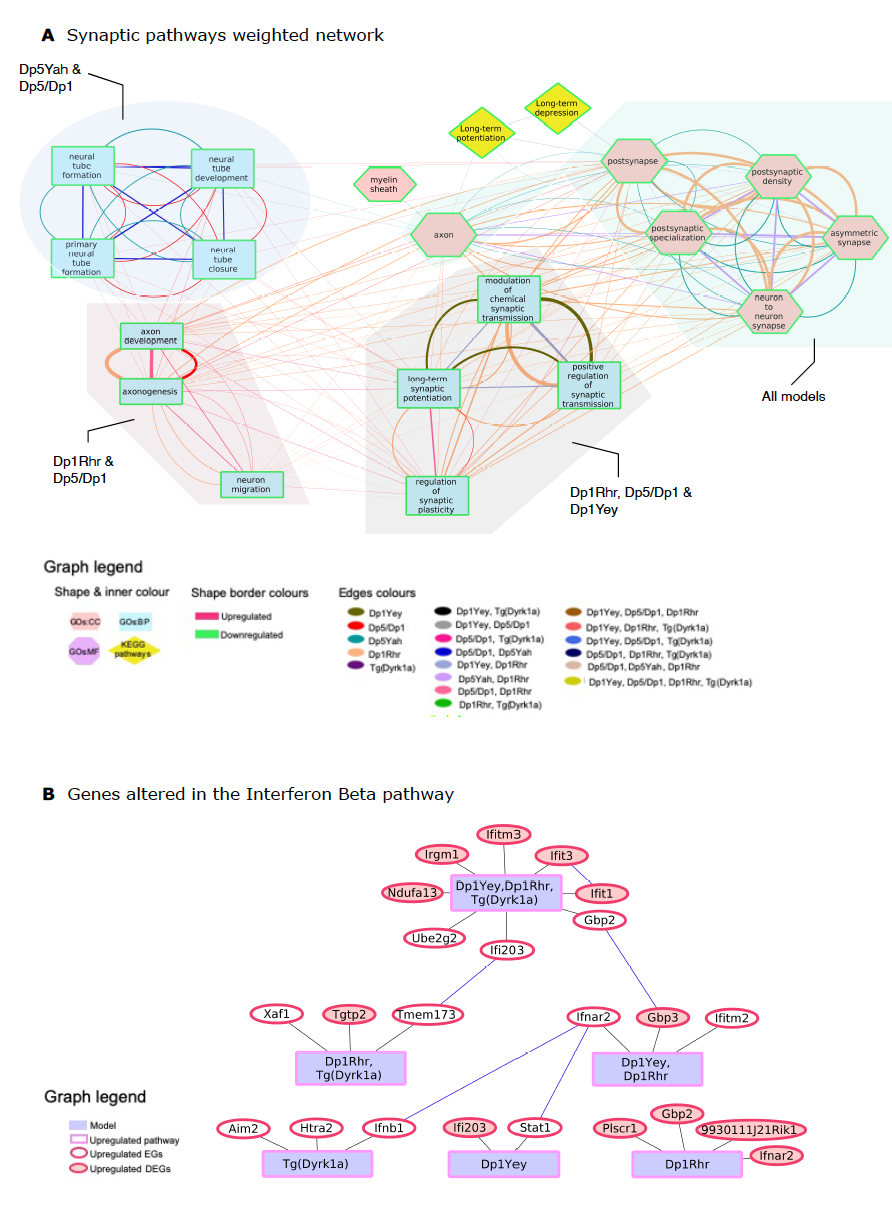

**S12 Fig. Weighted network representing the connectivity of the pathways included in the Synaptic meta-group and the network representation of the genes linked to Interferon Beta (IFN-B) ungrouped pathway.** (A) Representation of the strength connecting the pathways included on the Synaptic meta-pathway. The pathways incorporated in each meta-pathway were identified in the differential functional analysis (DFA) by GAGE after imposing a q-val <0.1 cut off. The connectivity between the pathways, (the edges weight or strength connecting the pathways) is represented by the number of altered genes identified by GAGE shared by each two pathways and is calculated based on the number of common genes within the pathways shared inter and intra mouse model (by each mouse model multi group defined) also grouped by regulation sense using the following formula* and represented by the thickness of the edges connecting the nodes (pathways) of the network. Each edges colour depends on the mouse models where those genes were identified (mouse model multi groups). Formula* = number of genes shared by each pathway on each model on each sense of regulation * factorRes, factorRes= 0.6. (B) Genes linked to Interferon Beta (IFN-B) ungrouped pathway, found altered in the different mouse model multi groups by GAGE. The genes are represented by the ellipse shapes instead the mouse model multi groups by lilac cuadrangles. If the genes were found up regulated then a red boder color was used around the ellipses. The genes also identified by FCROS as differentially expressed (DEG) were identified by a red colored inner ellipse.

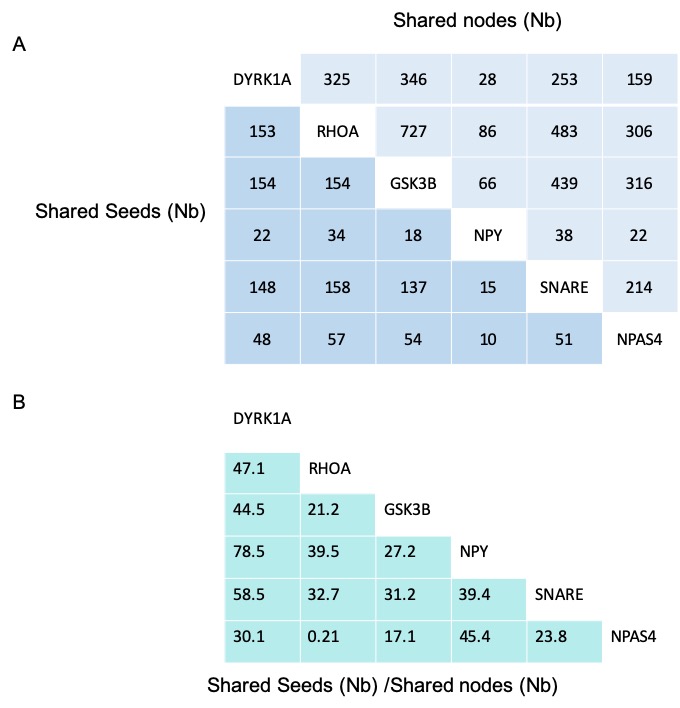

**S13 Fig. Shared interactors between the subnetworks.** (A) Representation of the number of shared seeds (bottom matrix, in soft blue) or shared nodes (seeds plus connecting proteins, upper matrix in dark blue) connecting the subnetworks. (B) Representation of the relevance of the percentage of shared altered genes “seeds” found linked to synaptic function compared to the total number of shared nodes of the subnetworks.

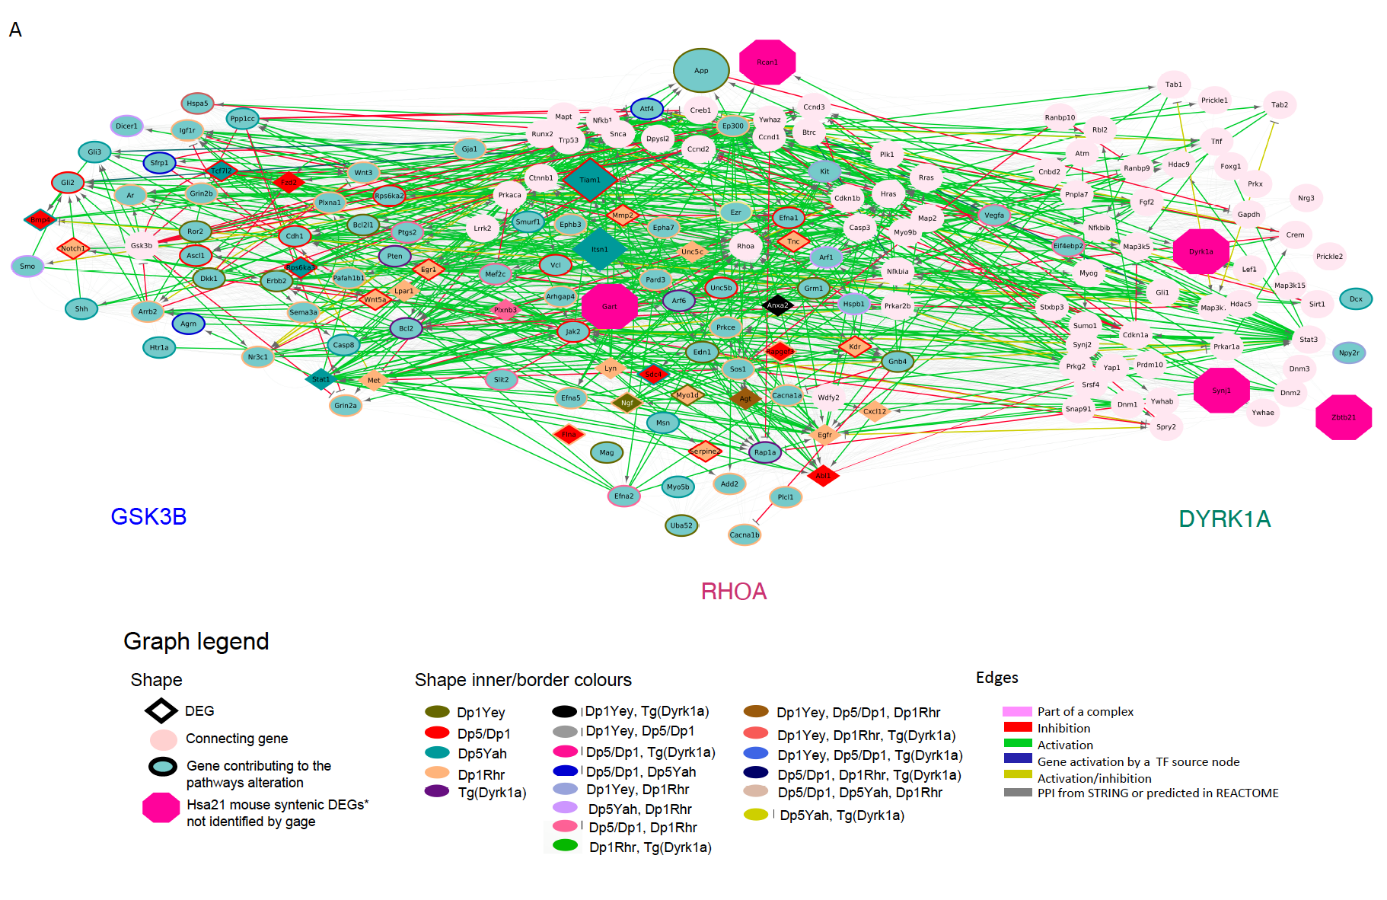

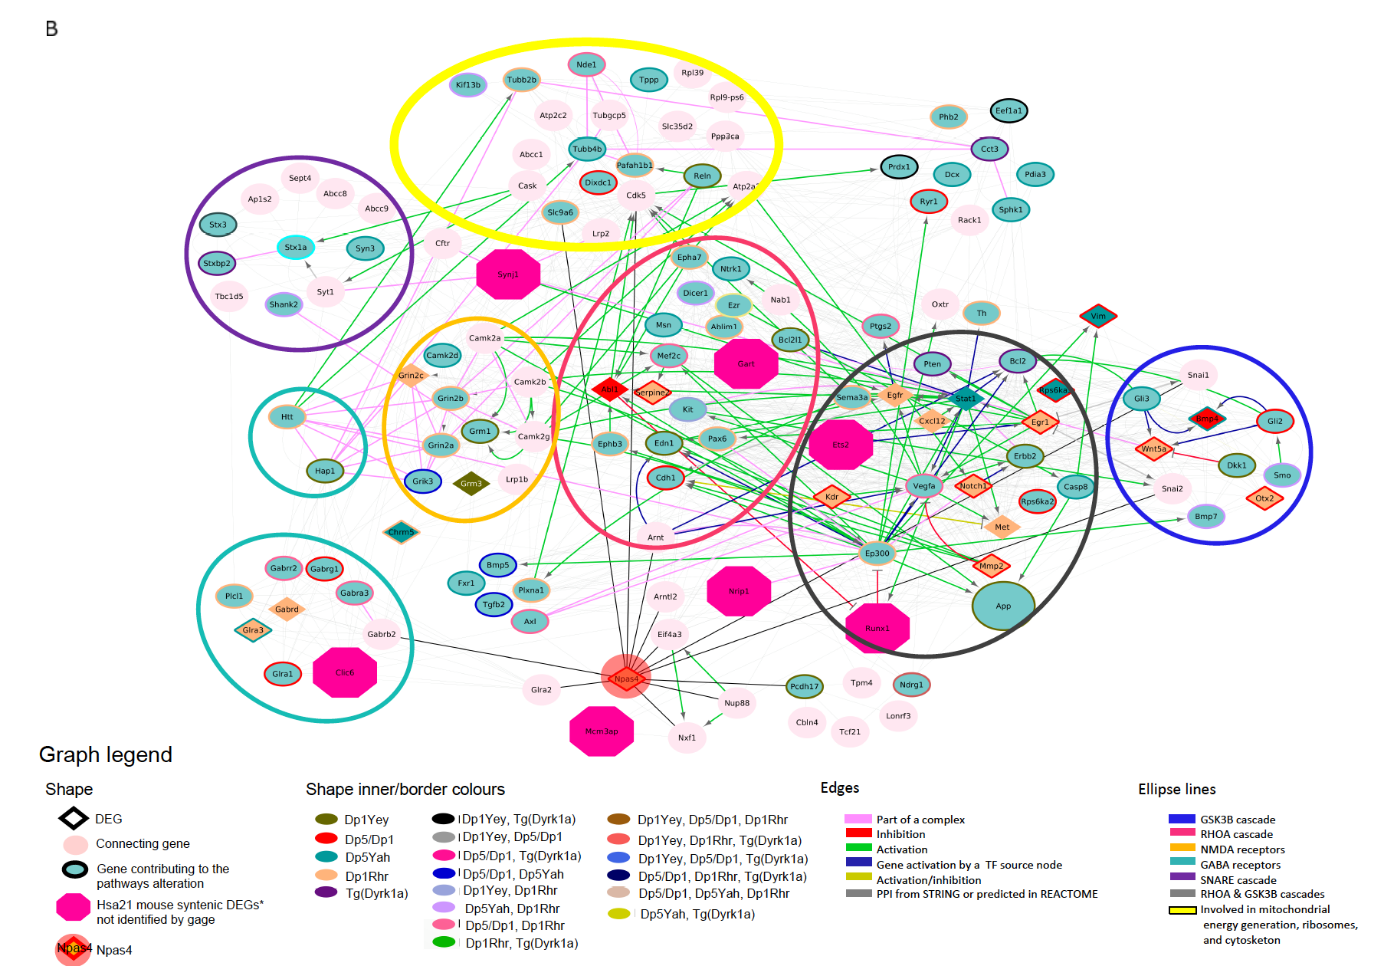

**S14 Fig. Protein-protein interaction and regulatory gene connectivity networks (RegPPINets) of genes involved in the synaptic meta-pathway highlighting biological cascades connectivity.** The two sub-networks (A and B) were extracted from the STRING04 MinPPINet. This network was built querying STRING and selecting the PPIs with a medium confidence score (CS), CS=0.4 from all sources of evidence, and was further annotated with regulatory information using REACTOME (See Supplementary material and Methods). The shapes of the nodes represent the following information: Shapes: i)Pallid pink ellipses: represent connecting proteins added to assure the full connectivity of the network; ii) pink octagons, represent HSA21 syntenic genes in mouse not identified as contributing to the meta-pathway dysregulation by GAGE; iii) green inner coloured ellipses, genes identified by GAGE after q-val <0.1 cut off to be contributing even slightly, to any pathway of those found dysregulated inside the meta-pathway. If the size is similar to the octagons, they are also HSA21 syntenic genes in mouse. Additionally, the border colour represents the mouse model multi group where those genes are found altered in; iv) diamonds, genes identified by GAGE after q-val <0.1 cut off and also by FCROS as DEGs. (A) RegPPINet Sub-network extracted from the selection of RHOA 2^nd^ interactors from STRING04 MinPPINet, highlighting RHOA 1^st^ Interactors and DYRK1A and GSK3B interactors annotated with the regulatory information from REACTOME. (B) RegPPINet Sub-network extracted from the selection of NPAS4 2^nd^ interactors from STRING04 MinPPINet. Inside of the ellipsoidal line shapes we highlighted NPAS4 interactors involved in the regulation of GABA receptors (cyan), of NMDA receptors (orange), SNARE complex (purple), RHOA (pink), GSK3B (Blue), both RHOA and GSK3B (black) and the genes linked to mitochondrial, ribosomal and cytoskeleton activity (yellow).

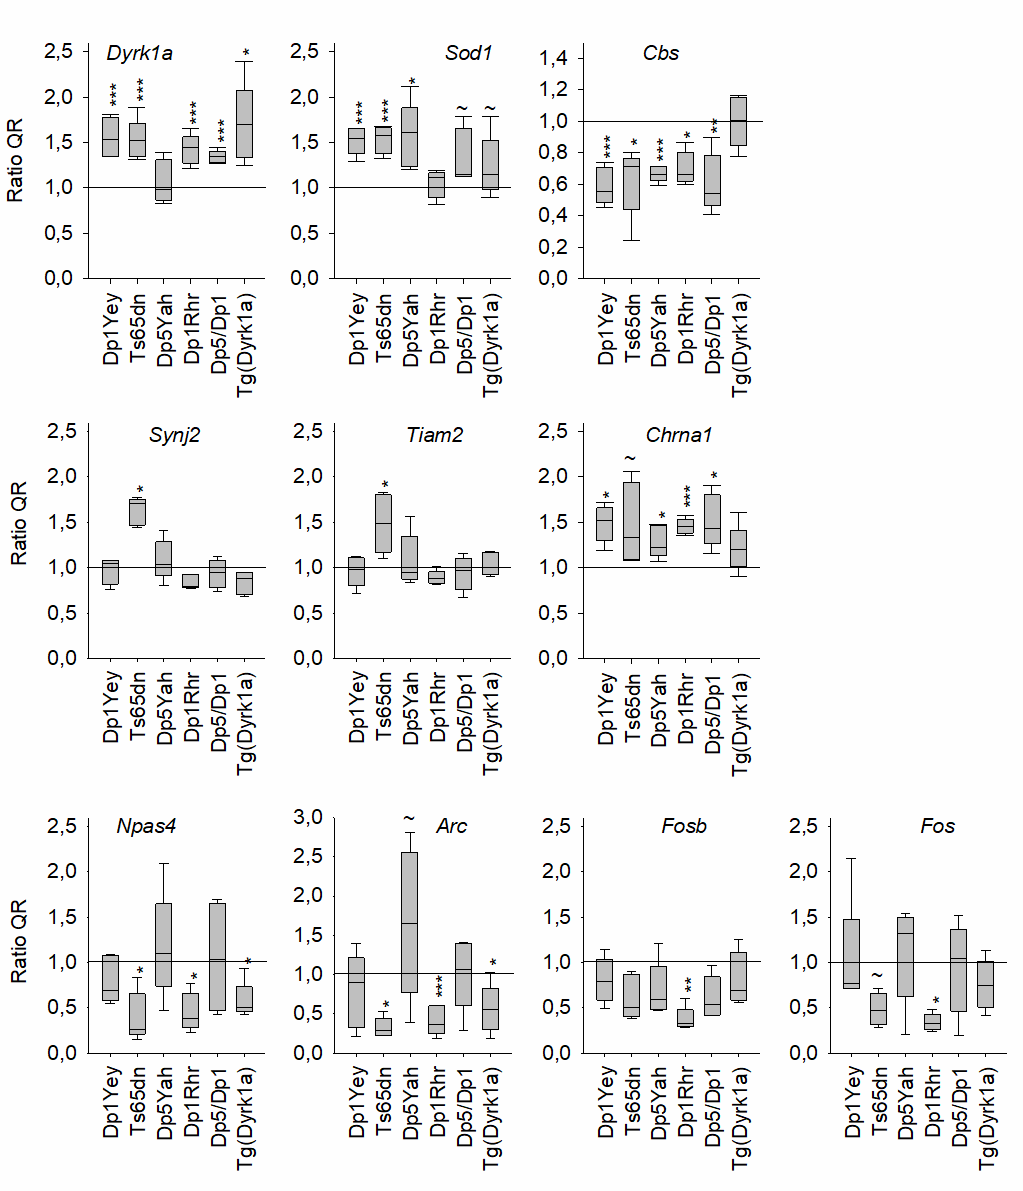

**S15 Fig. Expression level of genes of interest in the different DS models.** Different panels to show the relative ratio (QR) of the expression level of genes of interest in DS models versus wild-type control, located (*Dyrk1a, Sod1*) or not in the region homologous to Hsa21. Data are presented as boxplot plots with the median and quartiles (Stastitical analysis was done comparing wt and mutant value with a student t test, * p<0.05, **p<0.01, ***p<0.001; n=5 per genotype).

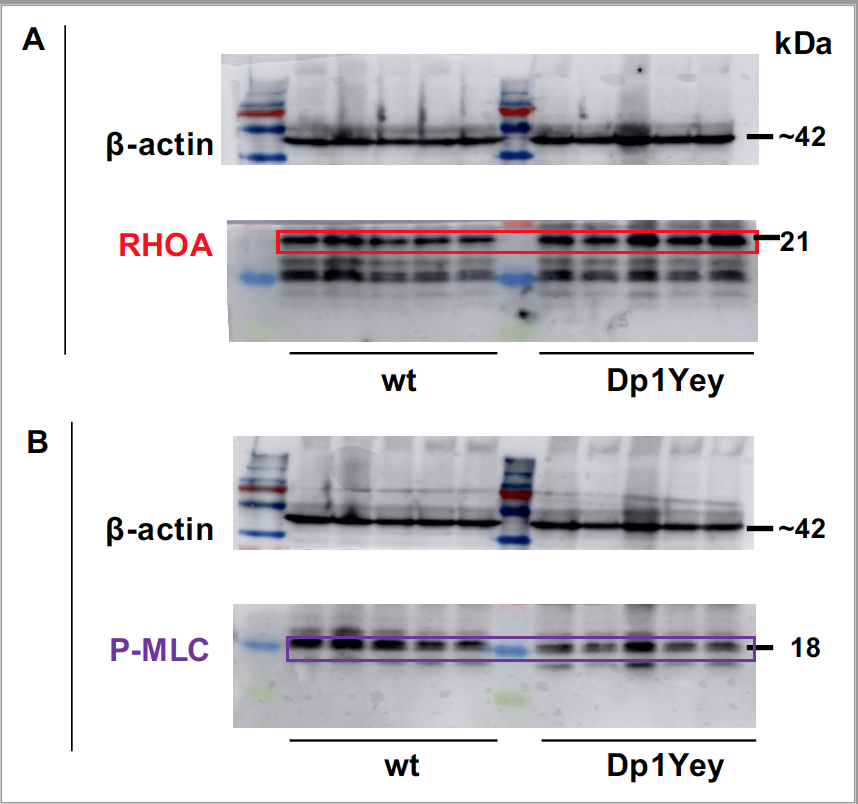

**S16 Fig. Detection of RHOA and the phoshorylated form of Myosin Light Chain (P-MLC) by Western blot in Dp1Yey hippocampal lysates and their control (wt) littermates.** (A) Western blot of RHOA showed no changes in RHOA protein levels in the Dp1Yey line compared to their wt littermates (wt (n=5) and Dp1Yey (n=5)). (B) Western blot of P-MLC revealed a statistically significant decrease (* p < 0.05) in the amount of this protein in Dp1Yey mice (n=5 wt and 5 Tg) (Student’s t-test: wt vs. Dp1Yey t(8) = 2,392; p = 0,0437).

**S1 Table: Summary of behavioural results including statistical assessment.**

**S2 Table. Volumes of each brain structure (in mm3) normalized by total brain volume derived from MRI region-based analysis.**

**S3 Table.** **Summary of the DEA and DFA results for each trisomic DS model.** We included the number of trisomic genes with compensated or partially compensated expression levels, approximately half of the trisomic genes are compensated and the overall identity of DEGs are different between the models.

**S4 Table. Fold-change of the gene expression in trisomic (Tg) compared to the controls for each mouse model dataset..** The genes included on thoses lists were used to produce the supplementary figs 6 and 7 as follows: i) genes included inside the duplicated genomic regions of chr 16, ii) genes included inside the Ts65Dn chr17 duplicated region iii) genes of the centromeric region of chr17.

**S5 Table. Pathways identified by GAGE as dysregulated including the genes contributing to each altered pathway per each mouse model multi group combination and including the name of the meta-pathway assignated.**

**S6 Table. Number of netork nodes or seeds identified by GAGE as dysregulated included on each main DYRK1A, GSK3B, RHOA, SNARE, NPY, NPAS4 cascades.**

**S7 Table. Full list of R packages used for the bioinformatic pipeline and their citations in R format.**

## References

1 Duchon, A., Besson, V., Pereira, P., Magnol, L. and Hérault, Y. (2008) Inducing segmental aneuploid mosaicism in the mouse through targeted asymmetric sister chromatid event of recombination. *Genetics*, **180**, 51-59.

2 Hérault, Y., Rassoulzadegan, M., Cuzin, F. and Duboule, D. (1998) Engineering chromosomes in mice through targeted meiotic recombination (TAMERE). *Nat Genet*, **20**, 381-384.

3 Raveau, M., Lignon, J.M., Nalesso, V., Duchon, A., Groner, Y., Sharp, A.J., Dembele, D., Brault, V. and Herault, Y. (2012) The App-Runx1 region is critical for birth defects and electrocardiographic dysfunctions observed in a Down syndrome mouse model. *PLoS genetics*, **8**, e1002724.

4 Michel, D., Chatelain, G., Herault, Y., Harper, F. and Brun, G. (1993) H-DNA can act as a transcriptional insulator. *Cell Mol Biol Res*, **39**, 131-140.

5 Brault, V., Pereira, P., Duchon, A. and Herault, Y. (2006) Modeling chromosomes in mouse to explore the function of genes, genomic disorders, and chromosomal organization. *Plos Genetics*, **2**, 911-919.

6 Olson, L.E., Richtsmeier, J.T., Leszl, J. and Reeves, R.H. (2004) A chromosome 21 critical region does not cause specific Down syndrome phenotypes. *Science*, **306**, 687-690.

7 Li, Z., Yu, T., Morishima, M., Pao, A., LaDuca, J., Conroy, J., Nowak, N., Matsui, S.-I., Shiraishi, I. and Yu, Y.E. (2007) Duplication of the entire 22.9 Mb human chromosome 21 syntenic region on mouse chromosome 16 causes cardiovascular and gastrointestinal abnormalities. *Hum Mol Genet*, **16**, 1359-1366.

8 Brault, V., Duchon, A., Romestaing, C., Sahun, I., Pothion, S., Karout, M., Borel, C., Dembele, D., Bizot, J.-C., Messaddeq, N. *et al.* (2015) Opposite Phenotypes of Muscle Strength and Locomotor Function in Mouse Models of Partial Trisomy and Monosomy 21 for the Proximal Hspa13-App Region. *Plos Genetics*, **11**.

9 Guedj, F., Pereira, P.L., Najas, S., Barallobre, M.J., Chabert, C., Souchet, B., Sebrie, C., Verney, C., Herault, Y., Arbones, M. *et al.* (2012) DYRK1A: A master regulatory protein controlling brain growth. *Neurobiology of Disease*, **46**, 190-203.

10 Hughes, R.N. (2004) The value of spontaneous alternation behavior (SAB) as a test of retention in pharmacological investigations of memory. *Neurosci Biobehav Rev*, **28**, 497-505.

11 Bevins, R.A. and Besheer, J. (2006) Object recognition in rats and mice: a one-trial non-matching-to-sample learning <p>task to study 'recognition memory. *Nat Protoc*, **1**, 1306-1311.

12 Vorhees, C.V. and Williams, M.T. (2006) Morris water maze: procedures for assessing spatial and related forms of learning and memory. *Nat Protoc*, **1**, 848-858.

13 Arbogast, T., Raveau, M., Chevalier, C., Nalesso, V., Dembele, D., Jacobs, H., Wendling, O., Roux, M., Duchon, A. and Herault, Y. (2015) Deletion of the App-Runx1 region in mice models human partial monosomy 21. *Disease Models & Mechanisms*, **8**, 623-634.

14 Crawley, J.N. (1999) Behavioral phenotyping of transgenic and knockout mice: experimental design and evaluation of general health, sensory functions, motor abilities, and specific behavioral tests. *Brain Research*, **835**, 18-26.

15 Goeldner, C., Reiss, D., Wichmann, J., Kieffer, B.L. and Ouagazzal, A.-M. (2009) Activation of nociceptin opioid peptide (NOP) receptor impairs contextual fear learning in mice through glutamatergic mechanisms. *Neurobiology of Learning and Memory*, **91**, 393-401.

16 Ma, Y., Hof, P.R., Grant, S.C., Blackband, S.J., Bennett, R., Slatest, L., McGuigan, M.D. and Benveniste, H. (2005) A three-dimensional digital atlas database of the adult C57BL/6J mouse brain by magnetic resonance microscopy. *Neuroscience*, **135**, 1203-1215.

17 Sawiak, S.J., Wood, N.I., Williams, G.B., Morton, A.J. and Carpenter, T.A. (2009) SPMMouse: A new toolbox for SPM in animal brain. *Proc. Int'l. Soc. Mag. Res. Med.*, 1086.

18 Tustison, N.J., Avants, B.B., Cook, P.A., Zheng, Y.J., Egan, A., Yushkevich, P.A. and Gee, J.C. (2010) N4ITK: Improved N3 Bias Correction. *Ieee Transactions on Medical Imaging*, **29**, 1310-1320.

19 Avants, B.B., Epstein, C.L., Grossman, M. and Gee, J.C. (2008) Symmetric diffeomorphic image registration with cross-correlation: Evaluating automated labeling of elderly and neurodegenerative brain. *Medical Image Analysis*, **12**, 26-41.

20 Warfield, S.K., Zou, K.H. and Wells, W.M. (2004) Simultaneous truth and performance level estimation (STAPLE): An algorithm for the validation of image segmentation. *Ieee Transactions on Medical Imaging*, **23**, 903-921.

21 R_Core_Team. (2019) A language and environment for statistical computing. *R Foundation for Statistical Computing, Vienna, Austria.*

22 Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W. and Smyth, G.K. (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*, **43**, e47.

23 Carvalho, B. (2015) pd.mogene.1.0.st.v1: Platform Design Info for Affymetrix MoGene-1_0-st-v1. R package version 3.14.1. .

24 Durinck, S., Moreau, Y., Kasprzyk, A., Davis, S., De Moor, B., Brazma, A. and Huber, W. (2005) BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. *Bioinformatics*, **21**, 3439-3440.

25 Durinck, S., Spellman, P.T., Birney, E. and Huber, W. (2009) Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat Protoc*, **4**, 1184-1191.

26 Van der Maaten, L. (2014) Accelerating t-SNE using Tree-Based Algorithms. *Journal of Machine Learning Research*, **15**, 3221-3245.

27 Revelle, W. (2019) psych: Procedures for Psychological, Psychometric, and Personality Research. *Northwestern University*.

28 Brault, V., Romestaing, C., Sahun, I., Karout, M., Borel, C., Dembele, D., Bizot, J.-C., Messaddeq, N., Sharp, A.J., Roussell, D. *et al.* (2015) LOCOMOTOR DYSFONCTION AND HYPOTONIA IN DOWN SYNDROME MOUSE MODELS FOR THE HSPA13-APP REGION AS A CONSEQUENCE OF DOSAGE SENSITIVE GENES CONTROLLING MUSCULAR METABOLISM AND MITOCHONDRIAL FUNCTION. *Acta Physiologica*, **214**, 11-12.

29 Dembele, D. and Kastner, P. (2014) Fold change rank ordering statistics: a new method for detecting differentially expressed genes. *Bmc Bioinformatics*, **15**.

30 Perez-Silva, J.G., Araujo-Voces, M. and Quesada, V. (2018) nVenn: generalized, quasi-proportional Venn and Euler diagrams. *Bioinformatics*, **34**, 2322-2324.

31 Swinton, J. Vennerable R package.

32 Subramanian, A., Kuehn, H., Gould, J., Tamayo, P. and Mesirov, J.P. (2007) GSEA-P: a desktop application for Gene Set Enrichment Analysis. *Bioinformatics*, **23**, 3251-3253.

33 Luo, W., Friedman, M.S., Shedden, K., Hankenson, K.D. and Woolf, P.J. (2009) GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics*, **10**, 161.

34 Szklarczyk, D., Morris, J.H., Cook, H., Kuhn, M., Wyder, S., Simonovic, M., Santos, A., Doncheva, N.T., Roth, A., Bork, P. *et al.* (2017) The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. *Nucleic Acids Res*, **45**, D362-D368.

35 Wu, G. and Haw, R. (2017) Functional Interaction Network Construction and Analysis for Disease Discovery. *Methods Mol Biol*, **1558**, 235-253.

36 Xia, J., Gill, E.E. and Hancock, R.E. (2015) NetworkAnalyst for statistical, visual and network-based meta-analysis of gene expression data. *Nat Protoc*, **10**, 823-844.

37 Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B. and Ideker, T. (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res*, **13**, 2498-2504.

38 Tang, H., Zhong, F., Liu, W., He, F. and Xie, H. (2015) PathPPI: an integrated dataset of human pathways and protein-protein interactions. *Sci China Life Sci*, **58**, 579-589.

39 Vandesompele, J., De Preter, K., Pattyn, F., Poppe, B., Van Roy, N., De Paepe, A. and Speleman, F. (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biology*, **3**.

How the deposited data were processed for this re-analysis (not part of the article)

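Gene expression was measured in hippocampi of 16-week-old male Dp5Yah mice and controls, on 5 arrays per group. The authors normalised the arrays by RMA, so that the deposited values are log2 intensities, background-corrected, quantile-normalised across arrays and summarised for each of 35556 probe sets. The text and the labels do not state which arrays were normalised together, and the raw intensities were not used here. The deposited table holds 1 column per array and no other value columns.

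Probe sets were named by the platform's annotation. Of these, 21731 had exactly 1 gene symbol, 1484 had several and 12341 had none; the last 2 kinds were left out of the tests on genes. By their gene identifiers, 21633 of the named probe sets matched the RefSeq gene table of GRCm38, which gave the current symbol (changed for 709) and the place of each gene. The 19870 genes were each represented by the probe set with the highest mean over the 10 arrays. No filter on signal was applied. With 5 arrays per group, the median standard error of a log2FC was 0.05. Depth has no meaning for arrays, and their number limits the precision.

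Both groups of arrays were compared gene by gene with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 for the models that need it, by a two-sided test with a constant prior and Benjamini-Hochberg adjustment over all genes at a threshold of 0.05. The replicate numbers occur in both groups, but no source pairs them, so the model held no block. Dosage was described by the ratio of the geometric means with its 95% confidence interval, set against 1 and 1.5. Gene lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. The 28 lists fixed in advance and the 12 groups of Table S5 were adjusted apart, because the study chose the latter on these hippocampi. Principal components were taken from the centred log2 values. Differences of single measures between the groups were tested by exact two-sided permutation over all 252 assignments of the arrays, which allow no p under 0.00794. Fisher's exact test was used for counts by chromosome.

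The genes named in the text were chosen by a rule set in advance. It takes the genes that the paper names and those of the trisomic interval, whose values in Table S4 had been seen. It also takes, outside the interval, the DEGs whose arrays do not overlap between the groups, and up to 4 members with the lowest p-values of each list reported. Other genes were named only where a count was small, after their values were seen.

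FCROS was rebuilt from the description in the Materials and Methods, which gives no trimming of the ranks. The fold changes of all 25 pairs of arrays were ranked, the ranks of a probe set were averaged after trimming 0.25 at each end, and f-values under 0.025 or over 0.975 were taken as calls. On the same pairs, the trimmed mean of the ratios equalled the ratio that Table S4 gives for Dp5Yah within 1e-06 in 233 of 242 matched entries. The pathway tests with GAGE were not run, since no gene sets of KEGG or Gene Ontology were available.

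The steps were tested on simulated data made from the means and spreads of these arrays, with 200 of 19870 genes changed. limma recovered 83.6% of the genes changed by 0.3 on the log2 scale and 98.5% of those changed by 0.58, with 6 false calls. These shares hold for the simulated arrays and need not hold for the real ones. There limma called 19 genes of the trisomic interval. It did not call *Tmem50b*, *Mrps6* and *Il10rb*, with log2FCs of 0.54, 0.43 and 0.42. A gene that limma did not call can therefore not be taken as unchanged. With no gene changed, limma called 0 genes and FCROS called 1055, which is 5.31% of all genes.

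The alternatives were the replicate number as a block, removal of dim genes, centring or a second quantile normalisation of the arrays, other ways to combine probe sets, a prior with a trend, array weights, a fold over 1.4, an adjusted p under 0.1, FCROS, covariates for choroid plexus and thalamus markers, each array left out in turn, and other definitions of compensation, of gene list tests and of the genes for the principal components. The whole comparison was also repeated on 100 of the 126 possible splits of the arrays into equal groups.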

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

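In this part, the tests of noise and of a swap for the third Dp5Yah array, the tests of the choroid plexus markers and the covariate tests of the groups of Table S5 were chosen only after the result was seen.

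Within 1 group, a single array lay far from the other 4 in 9 of the 112 groups of values tested, where chance alone gives about 1 in 20. The measure is the gap to the nearest array as a share of the group's range, and 0.71 is the limit. The fifth Dp5Yah array was the highest of its group for the choroid plexus markers (0.910, with a mean of 8.50 on the log2 scale against 7.07 in the others), the markers of thalamus and habenula (0.767, 7.78 against 7.44), the genes of neural tube development (0.718, 7.89 against 7.76) and the trisomic interval (0.777, 8.73 against 8.60). The trisomic interval also holds the choroid plexus markers *Clic6* and *Kcne2*. In the fifth Dp5Yah array these were at 9.47 and 7.52, against at most 6.59 and 6.19 in the other Dp5Yah arrays. The gap of the interval was not computed without them. The third Dp5Yah array was the highest for the keratin cluster (0.841) and for the disomic genes downstream of the duplication (0.898). The first Dp5Yah array was the lowest for neural progenitors (0.764, 7.66 against 7.71). The second control was the lowest for cytosolic ribosomal proteins (0.860, 10.61 against 10.73) and the highest for the glutamatergic synapse and LTP (0.848, 10.69 against 10.66).

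Among 13825 probe sets without a single gene name in the annotation used here, limma called 1 in Dp5Yah hippocampi. This is probe set 10538855, at 11.73 in Dp5Yah and 11.43 in the controls (log2FC 0.29, adjusted p = 0.00318). Its gene was not looked up.

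In the third Dp5Yah array, 30 of the 31 measured genes from *Cbr1* to *Fam3b* lay above their mean over the other arrays. These genes have their usual copies in Dp5Yah, and their average difference was 0.226 on the log2 scale (standard error over genes 0.028). The 8 measured genes beyond *Fam3b* had a mean difference of -0.02, but they did not all behave alike. *Tmprss2* and *Ripk4* were also highest in this array, at 6.21 and 5.82 against at most 6.07 and 5.66 in the others. *Mx2*, *Prdm15*, *C2cd2* and *Zbtb21* lay within the range of the other arrays. The mean also covers genes that are not named here, which lowered it. Against a swap with a control speaks the trisomic interval of this array, whose mean lay 0.255 above the control mean, where the controls ranged from -0.07 to 0.06. A candidate explanation is a mouse with an additional copy of this interval. Across the 31 genes the differences followed the paper's Dp1Rhr ratios of Table S4 with Pearson's r = 0.714 (Spearman's rho = 0.641). Neighbouring genes of 1 array are not independent. The third control reached r = 0.581 with a mean difference of -0.014, so r alone does not single out an additional copy. In the remaining arrays r lay between -0.507 and 0.023. The labels name the controls jointly for Dp1Rhr and Dp5Yah, so the Dp1Rhr ratios may share these controls. The r to be found without an additional copy was not computed. Noise over neighbouring genes stays open, because the first form of its test, with windows of 31 genes, found a window elsewhere in this array at 0.215 (*Krt28* to *Krt31*), and only a second form, chosen after the first and limited to the 16 genes above the median level (mean 0.262, standard error 0.043), set the interval apart from the highest window in the array (0.131), while such windows reached 0.228 in the first control. No genotype was available to test this, and without the array 23 genes were DEGs, of which 21 lay in the trisomic interval.

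Choroid plexus markers had lower means in Dp5Yah hippocampi, and they were highest in the first, the fourth and the fifth control and in the fifth Dp5Yah array. Within the groups, pairs of 32 of these markers had a median correlation of 0.904, against 0.0300 for random lists of the same size, and *Ttr*, the most abundant of them, ranged from 7.74 to 13.44, which is consistent with varying amounts of choroid plexus tissue in the samples. Of the 34 measured markers, 7 also belong to other lists and 12 to the groups of Table S5. An effect of the duplication on these genes stays open, since the groups overlapped (exact permutation p = 0.484) and 5 arrays per group cannot exclude it.

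The groups of Table S5 were lower in Dp5Yah hippocampi by camera, but 0 of the 12 with an estimated correlation (adjusted p from 0.0961 to 0.174). With the mean of the choroid plexus markers as a covariate camera called 10 of the 12 groups as lower, and with that of the thalamus markers 11, while the median shift went from -0.059 to -0.041 in both. Since these calls rest on the preset correlation, they do not decide whether choroid plexus tissue was the cause. Chance cannot be excluded either, with 12 lower groups for the real split and 12 for the highest of the other splits (9 of 100 as large, the real one included). Choroid plexus tissue and an effect of the duplication both stay open.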

How the results depend on the processing

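FCROS with the keratin cluster included, FCROS without the third Dp5Yah array and the principal components of the FCROS genes were chosen only after the values were seen; the other settings were planned.

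Of the values that answer a comparison, 217 recomputed ones were on the same side as reported, 48 moved and 2 became stronger. Of those for single genes or lists, 2487 were the same, 179 lost and 68 gained a call, 85 moved and 2 reversed.

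Limma found 22 DEGs, of which 21 were higher and 1 (*Cbs*) lower, and 19 raised genes in the trisomic interval. With the replicate block there were 14 DEGs, 0 of them lower, 12 trisomic genes and 0 changed genes on Mmu17 and Mmu10; the replicate numbers showed no sign of pairs, with a mean correlation of 0.0122 between arrays of the same number and 0 of 5 closest to their own number. With a fold over 1.4 there were 3 DEGs, 3 of them higher and 0 lower, 1 trisomic gene, 0 on Mmu17 and Mmu10 and a compensated share of 98.0%, by the construction of that rule. With the choroid plexus covariate 0 DEGs were lower and 0 genes changed on Mmu17 and Mmu10.

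FCROS gave 905 DEGs (420 higher, 485 lower) on 21 chromosomes, 38 trisomic genes, 4 disomic flanking genes, 7 genes on Mmu17 and Mmu10 and a compensated share of 22.4%. Without the third Dp5Yah array it gave 924, 38 and 22.4%, and with the keratin cluster included 38 trisomic genes. The interval rule, which asks whether the interval of the ratio lies above 1, gave 38 trisomic genes, with 20.4% holding 1 and excluding 1.5.

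On the first principal component the groups overlapped over all genes (gap 7.06), on the 1000 most variable genes (4.39, exact permutation p = 0.349) and on the FCROS genes (5.28, p = 0.0317), and stood apart on the DEGs alone (2.14, p = 0.00794); the last 2 sets were picked for their difference, and gaps from different sets of genes are not on 1 scale. Shifts of gene lists went from 13 to 7 with the thalamus covariate and to 0 with an estimated correlation; fry, which asks whether a list changed rather than whether it differed from other genes, called 0 lists. The shift of ependyma and cilia, not called at -0.01, reversed to 0.0583 with the choroid plexus covariate (adjusted p = 0.00944) and to 0.0579 with the thalamus covariate (adjusted p = 0.0129), but it was called lower without the fifth Dp5Yah array (-0.084, adjusted p = 0.000123) and without the second control (-0.052, adjusted p = 0.0448).

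With 1 array left out in turn, limma found 17 to 23 DEGs, 0 to 2 of them lower, and 0 to 1 changed gene on Mmu17 and Mmu10. The 1 lower gene, *Cbs*, was called only without the second control or the fourth Dp5Yah array. List shifts ranged from 6 (without the second Dp5Yah array) to 15, with 8 without the fourth control. For all these changes, other than those by construction or with fewer arrays, the cause was not tested.

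Limma and FCROS each found 0 raised genes of the keratin cluster in each setting that gave a value (on all arrays, 2 genes had an unadjusted p under 0.05 from limma). Removing dim genes removed that cluster, and a marker list was not tested with its own mean as a covariate. No background level was measured, so whether low signal limits what can be seen for the keratin genes was not tested. Of 15 other dim genes of the duplication, the interval of the ratio lay above 1 for 8 and not for 7. These do not settle it, since several of them were brighter than the keratin cluster.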

Differences from the paper's values

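The variance of the FCROS genes, FCROS with the keratin cluster included and FCROS without the third Dp5Yah array were chosen only after the values were seen.

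The paper gives 736 DEGs for Dp5Yah, where limma at an adjusted p under 0.05 gave 22. Of the alternatives set before the data were examined, FCROS at the thresholds of the paper's methods came within 1.5 times of the paper's count, with 905, and the others, from 3 (a fold over 1.4) to 27 (array weights), did not. The paper discarded only control probes and probes without annotation, whereas FCROS was run here on the 21731 probe sets with 1 gene symbol. FCROS without the third Dp5Yah array, chosen after the values were seen, gave 924. The paper's whole list of DEGs was not available, so how many of them this setting drops was not counted.

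The paper gives 39 trisomic genes with altered expression in Dp5Yah, where limma gave 19 of 49 measured outside the keratin cluster. FCROS and the interval rule, both set before the data were examined, came within 1.5 times, each with 38. The other alternatives, from 1 (a fold over 1.4) to 24 (array weights), did not, and neither did limma with the keratin cluster included. Adjusted over the list of these genes alone, limma gave 37, which is within 1.5 times.

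On the first principal component the paper's figure shows about 52% of the variance for Dp5Yah (Fig. 2A, read by eye, on the DEGs), against 32.6% over all genes here. Of the alternatives set before the data were examined, the 1000 most variable genes came within 1.5 times, at 53.7%, while the genes outside the trisomic interval (32.3%) and the DEGs by limma (93.0%) did not. The genes called by FCROS, chosen after the values were seen, gave 48.5%.

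The paper's share of compensated genes, 55%, is by FCROS over its own set of trisomic genes, which the paper counts as 87, more than the 55 listed outside the keratin cluster. It was 61.2% by limma over the 49 genes outside that cluster, which is within 1.5 times, and 75.6% by limma with the cluster. By FCROS it was 22.4% over the 49 genes, which differs, and 51.3% with the cluster, a setting chosen after the values were seen. The interval rule (20.4%) and a fold over 1.4 (98.0%) also differ. For the genes compared, no ratio of geometric means was more than 1.5 times the paper's ratio for Dp5Yah in Table S4, or the reverse. On the scale of that table, the trimmed mean of the ratios of all pairs of arrays, 233 of 242 matched entries were equal within 1e-06, and 9 were not.

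The paper places DEGs of each model on all chromosomes; limma placed those of Dp5Yah on 3 and FCROS on 21. The paper finds most DEGs outside the genes homologous to Hsa21; by limma this held for 1 of 22, namely *a*, while by FCROS 867 of 905 lay outside the trisomic interval. The paper separates the groups by several principal components of the DEGs taken together, whereas here each component was tested alone. On the first component the groups overlapped over all genes and on the FCROS genes. On the FCROS genes the fifth Dp5Yah array lay among the controls on the first component, at -1.92. On the second it was at 4.57, with the controls from -2.50 to 0.375. The groups overlapped on the second too, and a separation over both together was not tested. The groups stood apart on the DEGs by limma, which were picked for this difference and so had to separate.

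For single genes, the paper reports *Glp1r* as lower and *Npy* as higher in Dp5Yah; limma called neither (adjusted p = 0.820 and 0.819), and FCROS called both in the paper's direction. *Usp16* was not called by limma on all arrays, but by FCROS and by limma without the third Dp5Yah array. *Il10rb* was called by FCROS and by limma with array weights, with either covariate and without the third Dp5Yah array. The SNARE genes *Snap25* and *Snap23*, which the paper names as altered, were called by neither tool in any setting; the SNARE list was lower by camera with an adjusted p under 0.1, with the choroid plexus covariate and without the first control. Of the interferon genes that the paper names, *Irgm1*, *Ifit2* and *Ndufa13* were called by neither tool, and *Ifit1* by FCROS. The paper assigns *Runx1* only its usual complete copies in Dp5Yah, where its probe set gave a ratio of 2.06.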

Other observations

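Among the lists of cell types, genes of dentate gyrus granule cells were lower in Dp5Yah hippocampi by camera (adjusted p = 2.29e-05), but not with an estimated correlation (adjusted p = 0.114). Of 19 measured genes 15 had a lower mean, with a median log2FC of -0.09; limma called 0, 5 had an unadjusted p under 0.05 and FCROS called 4 as lower. These include *Lct* with a log2FC of -0.19 and the matrix protein gene *Npnt* with -0.13. Of 28 astrocyte genes 19 had a lower mean (camera, adjusted p = 8.94e-05, or 0.253 with an estimated correlation); apart from *Cbs* none was called by limma, with 4 at an unadjusted p under 0.05 and 5 lower by FCROS. The gap junction gene *Gja1* had a log2FC of -0.11. Genes of CA1 (adjusted p = 0.324) and of CA3 and CA2 pyramidal neurons (0.535), ependyma and cilia (0.655), meninges (0.139), microglia (0.852) and striatum (0.856) were not shifted by camera.

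Of 17 genes of the circadian clock, 15 had a lower mean, among them the repressor gene *Bhlhe41* with a log2FC of -0.28 (camera, adjusted p = 0.000178, or 0.114 with an estimated correlation). Limma called 0 of them, with 1 at an unadjusted p under 0.05 and 2 lower by FCROS. Genes of heat shock and endoplasmic reticulum stress (camera, adjusted p = 0.00176), of the glucocorticoid response (0.0194), of endothelial cells and pericytes (0.0194) and of thalamus and habenula (0.00364) were lower too, but none of these lists with an estimated correlation (adjusted p = 0.662 for each). Limma called 0 genes in these 4 lists, with 1 in each at an unadjusted p under 0.05. In the thalamus list this was *Cd244a*, which was higher (log2FC 0.10), and in the other lists the gene was lower. FCROS called 4, 5, 1 and 8, all lower except 1 in the heat shock list and 1 in the thalamus list. The calls of these 4 lists by camera were also lost without the second Dp5Yah array (adjusted p from 0.0707 to 0.234). Without the first control those of endothelial cells (0.621) and thalamus (0.251) were lost, without the third control those of heat shock (0.379) and glucocorticoids (0.330), and without the fourth control all but that of thalamus (adjusted p from 0.0685 to 0.152). That of endothelial cells was also lost without the third or the fourth Dp5Yah array (0.0514 and 0.0884), and with the choroid plexus covariate (0.634), as was that of thalamus (0.378). With the thalamus covariate those of endothelial cells (0.780) and glucocorticoids (0.0532) were lost, and with dim genes removed both were lost too (0.219 each). The mean log2FC of endothelial cells went from -0.035 to 0.006 with the thalamus covariate and was -0.038 with dim genes removed. That of glucocorticoids changed little, from -0.062 to -0.056 and -0.059. A second quantile normalisation lost the call of endothelial cells (0.0927), and array weights that of glucocorticoids (0.0771). *Xbp1* had a log2FC of -0.20 and *Klf9* of -0.13. The hour at which the hippocampi were taken is not given.

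Chance can be excluded for the DEGs by limma, with 22 for the real split and at most 1 for the other splits of 100 (1 as large, the real one), and for the raised trisomic genes, with 19 and 0 (1 as large). It cannot be excluded for the shifts of gene lists, with 13 and a highest other of 18 (16 as large). Nor can it be excluded for the genes called by FCROS, with 905 and a highest other of 1180 (93 as large), or for those outside the trisomic interval, with 867 and 1175 (96 as large). FCROS takes a set share of the genes in any split, and it also called 1055 genes in simulated arrays with no change.

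The agouti gene *a* was 1 of 11 measured genes in a list of genes that vary between strains, which was not shifted (camera, adjusted p = 0.794). Within 2 Mb of it, 79 other genes had log2FCs from -0.18 to 0.13; limma called 0 of them and 5 had an unadjusted p under 0.05. *Tyr*, another gene of coat colour, had a log2FC of 0.02.

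In Fig. S15 the paper measured some of these genes by qRT-PCR. *Sod1* was higher and *Cbs* lower in Dp5Yah there and on the arrays by limma. *Chrna1*, higher by the paper's qRT-PCR, had a log2FC of 0.10 on the arrays and was not called (adjusted p = 0.819 from limma). *Arc*, *Fos* and *Fosb* had log2FCs of 0.14, 0.16 and 0.09 and were not called by limma or FCROS. *Btg3* and *Bdnf* have no probe set with a single gene name.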
